# Transcriptomic Insights into Metabolic Reprogramming and Exopolysaccharide Synthesis in *Porphyridium purpureum* Under Gradual Nitrogen Deprivation

**DOI:** 10.3390/md24010040

**Published:** 2026-01-13

**Authors:** Maurean Guerreiro, Coline Emmanuel, Céline Dupuits, Christine Gardarin, Said Mouzeyar, João Varela, Jane Roche, Céline Laroche

**Keywords:** *Porphyridium*, polysaccharides, nitrogen, deprivation, transcriptomics

## Abstract

*Porphyridium* species are known red microalgae for producing valuable bioactive compounds such as sulfated exopolysaccharides (EPS) with diverse industrial biomedical applications due to their functional and rheological properties. Recent studies have investigated how abiotic stresses, particularly nitrogen deprivation, affect *Porphyridium*’s metabolic regulation and EPS production through transcriptomic analysis. Still, the mechanisms governing EPS biosynthesis and the involvement of carbohydrate-activated enzymes (CAZymes) remain poorly understood. This study investigated the progressive effects of nitrate consumption on the unicellular red alga, *P. purpureum*, by integrating physiological, biochemical, and transcriptomic analyses through RNA-Seq, further validated by RT-qPCR. *P. purpureum* displayed a gradual, phase-dependent metabolic response to progressive nitrogen stress. EPS release coincided with the decline in nitrate uptake, linking nitrogen availability to carbon redirection towards polysaccharide secretion. Transcriptomic data revealed global metabolic downregulation with targeted upregulation of stress-responsive, carbohydrate catabolic, and nucleotide–sugar synthesis pathways, including the upregulation of CAZyme families GT4, GT8, and GT77. Our results give insights into the coordinated nitrogen and carbon metabolic regulation underlying polysaccharide biosynthesis, while opening future perspectives on enzyme compartmentalization and regulatory flux distribution under nitrogen stress in *P. purpureum*.

## 1. Introduction

Rhodophyta represents one of the most ancient lineages of photosynthetic eukaryotes with distinctive plastid and genome features [1,2]. Beyond their phylogenetic importance, many marine seaweed and microalgae species are commercially valuable sources of high-value biocompounds for diverse industrial applications [3,4,5]. Among red microalgae, *Porphyridium* species are highly recognized for their capacity to produce multiple bioactive compounds such as sulfated extracellular polysaccharides (EPSs), phycobiliproteins, and polyunsaturated fatty acids (PUFASs) [6]. Microalgal EPSs, specially from *Porphyridium* spp., are known as interesting alternatives for natural polymer applications due to their functional substituents such as methyl and sulfate groups [7]. Their distinctive monosaccharide composition and high degree of sulfation have been associated with bioactive properties including antitumoral [8], antimicrobial [9], and antiviral effects [10,11,12]. The additional ease of recovery of these natural polymers directly in the media and their desirable rheological properties [13,14] justify the industrial production of EPS for diverse applications including plant biostimulants [15], food dyes, animal feed, and skincare products [3].

Over the past decade, a growing number of studies have been conducted on the effect of abiotic stress, particularly nitrogen deprivation, on the yield of single and/or co-production of high-value compounds in *Porphyridium* species [13,16,17,18,19]. Nitrogen is elemental to photosynthetic organisms, whether for the synthesis of photosynthetic pigments [20] and overall metabolic homeostasis [21]. While physiological data reveal the outcomes of nitrogen deficiency on metabolism and polysaccharide accumulation, transcriptomic analysis elucidates the underlying gene expression variations at the heart of the metabolic reprogramming [22,23].

To our knowledge, *Porphyridium purpureum* is the only mesophilic photosynthetic red microalga among sequenced Rhodophyta genomes [24], offering insight into red algal biology beyond extremophilic contexts [25]. Its fully sequenced genome, since revisited [26,27], and small intron-poor genome size (<20 Mb) facilitate advanced molecular studies, including nuclear, plastid genetic transformation, plasmid replication, and CRISPR-Cas9 gene editing [24,28,29]. The combination between genetic availability and industrial interest makes *P. purpureum* a robust model for studying metabolic regulation at the transcriptome level. Recent transcriptomic studies have substantially advanced the knowledge of nitrogen stress responses in *P. purpureum*. Clear insights into the immediate metabolic adaptation of *P. purpureum* under nitrogen stress were provided by [22], demonstrating that carbon flow is rapidly redirected toward polysaccharide synthesis as a first response, followed by lipid synthesis during prolonged nitrogen deprivation. Similar transcriptomic reprogramming in *P. cruentum* was reported by [23], including the upregulation of nitrate assimilation, carbon/nitrogen metabolism shifts, downregulation of photosynthesis genes, and modifications in carbohydrate, lipid, and protein metabolism. Building on this, [30] provided detailed insights of lipid metabolism in *P. cruentum* under nitrogen limitation through lipidomics and transcriptomics, particularly of long-chain (LC-) PUFA synthesis pathways and glycerolipid metabolism. Indeed, the literature offers multiple transcriptomics studies elucidating lipid accumulation under nitrogen stress, particularly in oleaginous microalgae [31,32]. However, EPS-producing microalgae and, particularly, the regulation of biosynthetic enzymes, such as carbohydrate-active enzymes (CAZymes), under nitrogen stress remains poorly understood [10]. Questions persist regarding the initial steps of polysaccharide synthesis, their polymerization, structural modification, and their release in the media [22].

Our study addresses these questions by focusing on the natural progression of nitrate consumption in *P. purpureum* instead of an abrupt nitrogen deprivation shift. By monitoring physiological changes, EPS production, final EPS composition, and transcriptomic dynamics throughout the cultivation process, we aimed to uncover the nuanced metabolic transitions and gain new insights on polysaccharide synthesis. We also aimed towards giving further insights regarding the regulation of CAZymes under nitrogen stress and their role in polysaccharide metabolism. Transcriptome-wide pairwise comparisons were conducted across nitrogen-replete, nitrogen-limited, and late-stage nitrogen-depleted conditions using differential gene expression, Gene Ontology (GO), and KEGG pathway enrichment analyses. A subset of candidate CAZyme genes were validated through RT-qPCR to confirm their transcriptional responses to nitrogen fluctuations.

## 2. Results and Discussion

### 2.1. Significant Exopolysaccharide (EPS) Release Coincides with Nitrate Uptake Rate Decline, Hinting at Porphyridium purpureum Shift into Nitrogen-Limiting Conditions

Cell concentration of *Porphyridium purpureum* was monitored over a 30–40-day cultivation period (Figure 1), with sampling taken every 2 to 3 days to assess physiological characterization.

Figure 1A shows the typical growth kinetics of *P. purpureum*, with a lag phase (0–10 days), an exponential phase (14–24 days), and a stationary phase (from day 24 onward). The lag phase reflects microalgal adaptation to new media, while the plateau phase reflects stationary phase entry, resulting from nutrient limitation known to induce high-value compound production, which, in this case, is exopolysaccharide (EPS) synthesis [5,33]. Nitrate uptake was monitored by measuring the residual nitrate concentration and EPS content expressed as glucose equivalents in the medium (Figure 1B). The maximal nitrate uptake rate was 0.14 ± 0.01 g/L per day (Dataset S1). This high rate, higher than that reported by [7], can be attributed to the use of tailored media, designed to target 3 g/L of biomass using a N/P ratio of ~4. This media formulation used here was stoichiometrically designed by [34] for *Porphyridium marinum* and adapted to *P. purpureum* to optimize EPS production through nitrogen stress. EPS release quantification showed a statistically significant increase between day 10 and day 19 (*p* < 0.05, Student *t*-test). This significant EPS release coincided with the onset of nitrogen limitation, demonstrated by a drop in nitrate concentrations of ~40% on day 19 (Dataset S1). Although higher EPS concentrations were expected using this tailored media ([34]: at least 4-fold more in *P. marinum* at 28 °C), our results still align with the literature, estimating maximum EPS concentrations of 0.5–1 g/L for red microalgae [5,35].

### 2.2. P. purpureum EPS Exhibits Consistent Monosaccharide Composition

Residual culture medium collected at the end of cultivation was desalinated and lyophilized to allow further EPS characterization (Figure 2). Due to the limited availability of EPS material, monosaccharide composition analyses were performed on a single biological replicate and are therefore interpreted descriptively rather than quantitatively.

EPS general sugar content analysis showed a composition of 60% neutral sugars, and the remaining 40% consisted of acidic sugars (Figure 2A). HPAEC-PAD-based analysis of EPS from a single biological replicate revealed monosaccharide composition, with xylose (close to 50% molar) being the dominant neutral monosaccharide, followed by galactose, glucose, and acidic sugars like galacturonic acid and glucuronic acid (Figure 2B). Although no statistical inference can be drawn from this single-replicate dataset, the relative molar proportions of neutral sugars are consistent with [13], reporting 46%, 30%, 20%, and 3.8%, respectively. This composition is consistent with the literature for *Porphyridium purpureum* [10,36,37] and Porphyridiophyceae species, in general [38]. Low-fucose content was consistent with their known abundance in brown algae [22]. Discrepancies between biochemical methods and chromatographic quantifications are likely due to unassigned peaks related to methylated or acetylated uronic acids. This is a key challenge in characterizing *P. purpureum*’s EPS, a point highlighted recently by [13], who were the first to detect methylation in *P. purpureum* EPS. Taken together, while monosaccharide proportions may vary quantitatively with nitrogen availability [16], EPS composition consistently included xylose, glucose, and galactose, confirming a conserved structural backbone characteristic of *P. purpureum* polysaccharides.

While this temporal association is consistent with previous reports linking nitrogen limitation to EPS synthesis [33,39], it remains correlative, and causality cannot be inferred from these data alone. Alternative explanations for increased EPS production could include the transition into the stationary phase, carbon overflow metabolism, or other stress responses induced by culture conditions [7,34,35]. Nonetheless, the observed temporal pattern provides a strong incentive to go beyond physiological characterization and explore transcriptional responses, encouraged by the hypothesis of a potentially conserved biosynthetic machinery underlying the early steps of polysaccharide synthesis.

To give transcriptional insights into polysaccharide synthesis in response to nitrogen stress, four timepoints (T1–T4) were selected, corresponding to distinct stages of *P. purpureum* growth and different nitrogen availabilities. T1, taken at the start of the logarithmic phase, was associated with the nitrogen-replete (NR) condition ([NaNO_3_] = 1.5 g/L); T2 and T3, sampled during the pre-stationary phase, were associated with progressive nitrogen-limitation (NL) conditions ([NaNO_3_] = 0.6 g/L, “NL1”; [NaNO_3_] = 0.5 g/L, “NL2”); and one last sampling at the stationary phase, corresponded to late-stage nitrogen depletion (LND) ([NaNO_3_] = 0.3 g/L), as it was harvested after significant increase in EPS release (Figure 1B). Twelve samples (three technical replicates per timepoint) of RNA extracts were sent to the Genotoul platform to carry out RNA-Seq analysis.

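Messenger RNA of P. purpureum strain 1380/1A was sequenced in 12 libraries, 3 per condition, with residual NaNO3 at 1.5 g/L (NR), 0.6 g/L (NL1), 0.5 g/L (NL2) and 0.3 g/L (LND). The conditions are also successive time points, from the start of the logarithmic phase to the stationary phase. Differences between them therefore cannot be assigned to nitrate apart from culture age and growth phase. The labels describe the 3 libraries of a condition as technical replicates of the same biological sample, so every p-value given for these data measures only the spread between libraries and not that between cultures. The paper's text also speaks of technical replicates, but the caption of its volcano plots names biological replicates. The labels were followed here. The libraries were stranded mRNA libraries read as paired ends, and the authors aligned the reads with STAR 2.7.8a and counted them per gene with featureCounts 2.0.1. The strand setting of the counting is not stated, so counts of overlapping genes on opposite strands can include each other's reads. The deposited values are raw read counts, and no normalization had been applied to them. They add up to between 6398926 and 30556820 counts per library, with a median of 12870095 in NR, 28033677 in NL1, 27694090 in NL2 and 21112645 in LND. Each pair of conditions was compared on its own 6 libraries with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after TMM scaling (trimmed mean of M-values) and removal of genes with low counts. A gene was taken as changed (DEG) at an adjusted p under 0.01 and a log2 fold change (log2FC) of at least 1 in size, which are the thresholds of the paper. Values per condition are TMM-scaled CPM (counts relative to library size) as mean ± SD over 3 libraries, and log2FC values are given ± SE. The test, the thresholds, the gene lists and the alternative settings were chosen before the data were examined, apart from those named as added later. The lists taken from the paper's tables of DEGs were chosen by the study on these same libraries, so the direction of such a list is not independent evidence.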

### 2.3. Two-Dimensional-PCA Distinguishes Distinct Transcriptomic Clusters Along Nitrogen Depletion Phases

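The NR, NL and LND libraries lay apart from each other over the 9687 genes with at least 1 count. PC1 held 48.6% of the variance of the variance-stabilized values, PC2 29.8% and PC3 8.53%. In the space of all these genes, the center of the NR libraries lay 72.1 units from that of NL1, 75.0 from that of NL2 and 83.8 from that of LND, and the center of LND lay 58.0 from NL1 and 61.9 from NL2. Libraries of the same condition lay 18.3 to 33.1 units apart in NL1, NL2 and LND. In NR, replicates 1 and 2 lay 21.9 units apart and replicate 3 lay 57.1 and 58.6 from them, which is still less than its distance of 82.7 to the nearest library of another condition. Replicate 3 of NR held the fewest counts of the 12. The phosphoenolpyruvate carboxykinase gene POR8724 differed in it from the other NR libraries by -2.28 on the log2 scale. With each gene scaled to unit variance, PC1 held 34.6% and PC2 25.0%.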

PCA of normalized gene expression revealed three distinct clusters corresponding to samples T1, T2–T3, and T4 (Figure 3; Dataset S3).

These samples were assigned to nitrogen-replete (NR, green), nitrogen-limited (NL1, turquoise; NL2, blue), and late-stage nitrogen-depleted (LND, purple) conditions based on cell growth, residual nitrates, and total sugar levels. Our results align with [32], who classified the *Phaeodactylum tricornutum* transcriptome under nitrogen stress into an NR group, a transition phase, and a nitrogen-starved group. 

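Gene expression in NL1 and NL2 differed little. Libraries of NL1 lay 19.8 to 41.5 units from those of NL2 (median 32.5), against 28.6 to 33.1 within NL1 and 18.3 to 31.8 within NL2. Of 9104 genes tested in NL2 vs. NL1, 0 were higher and 0 lower by edgeR's quasi-likelihood test, while 827 (9.08%) had an unadjusted p under 0.05. DESeq2 called 0 genes higher and 2 lower, with its likelihood ratio test and with its Wald test alike. Without NL1 replicate 3, edgeR called 37 genes higher and 3 lower. The nitrate transporter gene POR6298 had 7.98 ± 1.93 CPM (SD, n = 3) in NL1 and 9.24 ± 0.771 in NL2, and the photosystem II gene psbO (POR0335) had 2048 ± 479 and 2214 ± 278.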

The proximity of clusters NL1 and NL2 reflects the relatively short time interval between samplings (2 days). Accordingly, intermediate samples T2-T3 were assigned to the “nitrogen-limiting” phase and analyzed separately against both NR and LND conditions. Indeed, this transient phase has been characterized as holding the metabolic shifts from external nitrate availability to internal nitrogen depletion [32], making it a key window for investigating nitrogen/carbon metabolism leading to polysaccharide biosynthesis. Gene annotation of the recovered transcriptome based on the literature reference (contigs from [27]) resulted in the successful identification of 9898 genes (Dataset S3).

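The deposited table holds 9898 genes, and 9687 of them had at least 1 count in the 12 libraries. The number of genes without a count in a library was 365 to 744 in NR, 498 to 658 in NL1, 521 to 666 in NL2 and 570 to 668 in LND. A gene at 0 in a condition can hold up to 3 counts over its 3 libraries by counting error alone. The 10 most abundant genes took 11.3% to 12.3% of the counts in LND, 8.60% to 9.59% in NR, 7.09% to 7.51% in NL1 and 6.48% to 7.30% in NL2. In LND the most abundant gene was POR8724, which encodes phosphoenolpyruvate carboxykinase (PEPCK), an enzyme of gluconeogenesis, with 3.45% of the counts, against 0.605% in NL1 and 0.818% in NR.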

### 2.4. Differential Expression Analysis Reveals Gradual Metabolic Mobilization Under Nitrogen Stress

Differentially expressed genes (DEGs) were identified through pairwise comparisons (Table 1; Dataset S4).

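In NL1 vs. NR, 602 genes were higher and 728 lower of 9192 tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at an adjusted p under 0.01 and a log2FC of at least 1 in size. In NL2 vs. NR, 672 were higher and 833 lower of 9172, and in LND vs. NR 728 were higher and 1078 lower of 9150. In LND vs. NL1, 589 were higher and 520 lower of 9045, and in LND vs. NL2 628 were higher and 589 lower of 9029. POR7271, a gene that the paper does not discuss, had the largest increase in NL1 vs. NR, with a log2FC of 5.69 (SE 0.22, adjusted p = 1.2e-06), and in LND vs. NR, with one of 6.41 (SE 0.24, adjusted p = 8.8e-07), by the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. In NL2 vs. NR it had 5.18 ± 0.18, after POR5364 with 5.83 ± 0.19 (SE, n = 3 libraries per condition). The level of POR7271 was 156 ± 18.9 CPM (SD, n = 3) in NR and 13881 ± 1835 in LND. The libraries differed from each other by a biological coefficient of variation of 24.9% in NL1 vs. NR and of 16.2% in LND vs. NL2. NR replicate 3 stood apart from the other NR libraries, and without it 878 genes were higher and 913 lower in NL1 vs. NR, 976 and 1036 in NL2 vs. NR, and 839 and 1335 in LND vs. NR.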

Of the 9898 identified genes, 2769 were annotated as uniquely DEGs (Table S1), indicating that ~28% of gene products from the recovered transcriptome could have been affected by nitrate availability. Among these genes, our study revealed a predominant transcriptional downregulation under NL and LND compared to NR conditions (Table 1A). 

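A total of 3034 genes, 30.7% of the 9898 in the table, changed in at least 1 of the 5 comparisons. Of these, 1582 were higher in at least 1 comparison, 1779 were lower in at least 1, and 327 were higher in one and lower in another. Among the genes in the last group were psaO (POR2912), a photosystem I subunit, and UGDH (POR2992), the enzyme that makes UDP-glucuronic acid. A set of 44 genes changed in all 5 comparisons, with the nitrate transporter gene POR8948 among them.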

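Genes lower than in NR outnumbered those higher in each of the 3 comparisons with NR: 54.7% of the changed genes were lower in NL1, 55.3% in NL2 and 59.7% in LND. The excess was smaller in proportion without a minimum fold. At an adjusted p under 0.01 alone (edgeR's quasi-likelihood test), 876 genes were higher and 941 lower in NL1. The numbers were 1051 and 1093 in NL2, and 1209 and 1403 in LND. The lower genes include GT19 (POR1913), a lipid A disaccharide synthase-like glycosyltransferase, which fell from 309 ± 53.8 CPM (SD, n = 3) in NR to 38.1 ± 6.34 in LND, and POR4213, a 6-phosphogluconate dehydrogenase of the pentose phosphate pathway, which fell from 372 ± 21.4 to 77.1 ± 11.6. The higher genes include POR0764, annotated as a pyruvate decarboxylase, which rose from 333 ± 156 CPM to 5140 ± 266. Scaling to library totals in place of TMM shifted the median log2FC of all genes by -0.31 in LND vs. NR, and the changed genes were then 386 higher and 1588 lower (80.4% lower).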

Inverted patterns were seen in [23] when studying *P. cruentum* under strict LND against NR conditions. DEG numbers increased progressively with decreasing nitrogen availability, peaking during the transition from NR to LND (1687 DEGs). 

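The number of changed genes was 1330 in NL1 vs. NR, 1505 in NL2 vs. NR and 1806 in LND vs. NR, with the 3 NR libraries shared by these comparisons. Individual genes followed different courses. GluDH (POR3485), which interconverts 2-oxoglutarate and glutamate, had 292 ± 46.5 CPM (SD, n = 3) in NR, 614 ± 61.9 in NL1, 692 ± 10.1 in NL2 and 1253 ± 33.2 in LND. The light-harvesting gene LHCA4 (POR6098) had 543 ± 255 CPM in NR, 3362 ± 1247 in NL1, 4311 ± 174 in NL2 and 1130 ± 132 in LND.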

LND to NL comparisons indicated the opposite distribution, with relatively more upregulated than downregulated genes (Table 1B). 

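Between the nitrogen-limited conditions and LND, the changed genes were split almost evenly, with 53.1% higher and 46.9% lower in LND vs. NL1 and 51.6% higher and 48.4% lower in LND vs. NL2. Higher in LND were the trehalose-6-phosphate synthase gene POR6823, at 869.7 ± 47.8 CPM (SD, n = 3) against 271 ± 35.7 in NL1 and 261 ± 8.33 in NL2, and the enolase gene POR6343 of lower glycolysis, at 925 ± 28.0 against 358 ± 23.3 and 364 ± 18.3. Lower in LND were the nitrate reductase gene POR6787, at 46.4 ± 13.6 CPM against 352 ± 32.1 and 328 ± 49.2, and GT8-B (POR5778), a glycosyltransferase, at 38.4 ± 3.02 against 119 ± 25.1 and 166 ± 16.8. The split depended on the scaling. TMM factors were 0.833 to 0.857 in LND and 0.995 to 1.14 in the other conditions, and scaling to library totals shifted the median log2FC of all genes by -0.32 in LND vs. NL1 and by -0.30 in LND vs. NL2. With library totals, 333 genes were higher and 1074 lower in LND vs. NL1 (23.7% and 76.3%), and 377 higher and 1073 lower in LND vs. NL2 (26.0% and 74.0%).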

Altogether, these results reflect gradual metabolic reprogramming as nitrate availability decreases. Volcano plots (Figure 4 and Figure S1) illustrate these patterns and the associated fold changes (FCs) and statistical variability in gene expression.

Gene clusters with high FC and statistical significance were consistently observed. 

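Decreases against NR reached larger sizes than increases. In LND vs. NR, 253 of the 1078 lower genes (23.5%) had a log2FC over 3 in size, against 39 of the 728 higher genes (5.36%). The same held for 158 of 833 lower (19.0%) and 15 of 672 higher genes (2.23%) in NL2 vs. NR, and for 105 of 728 (14.4%) and 17 of 602 (2.82%) in NL1 vs. NR. In LND vs. NL2, 30 of 628 higher (4.78%) and 14 of 589 lower genes (2.38%) passed that size. The largest decreases with counts in both conditions were 7.36 in LND vs. NR (POR1153) and 8.34 in NL2 vs. NR (POR3806) in log2 units. At the other end, POR7844, annotated as the blue-light receptor phototropin-1, was higher in LND vs. NL2 with a log2FC of 5.26 ± 0.10 (SE, n = 3 libraries per condition), and POR5270, annotated as a flavohemoprotein, a protein type that detoxifies nitric oxide, with one of 4.14 ± 0.09. Of the lower genes, 6 in LND, 7 in NL2 and 3 in NL1 were at 0 counts in all 3 libraries of that condition, so their decrease is a lower bound.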

Downregulated DEGs were associated with a wide FC range in LND (Figure 4A) and LN2 comparisons against NR (Figure 4B), while upregulated genes were clustered at relatively lower FC values, with only a few DEGs scattered at a higher FC, particularly evident in NL2 vs. LND conditions (Figure 4C). These results suggest that our study may have captured early, specific transcriptional upregulation during the NL-LND transition, which may precede a more extensive upregulation, as reported for *P. cruentum* under strict nitrogen deprivation [23].

### 2.5. GO Enrichment Revealed That Nitrogen Stress Drives Metabolic Reprogramming Through Global Downregulation but Also the Upregulation of Selective Metabolic Pathways in P. purpureum

Gene Ontology (GO) results were hierarchically analyzed regarding three categories: Biological Process (BP), Molecular Function (MF), and Cellular Component (CC).

All GO categories comprised GO terms overrepresented in mostly downregulated DEGs across comparisons, which is coherent with DEG distribution (Table 1 and Figure 3 and Figure 4). Fourteen GO terms were consistently enriched in at least two pairwise comparisons, suggesting a reproducible evolution of GO enrichment across *P. purpureum* cultivation. BP-associated GO annotations (Figure 5A) had the highest GO term count and strongest enrichment scores (ES), while the Molecular Function (MF) category showed the lowest GO attribution (Figure 5B). Cellular Component (CC) terms (Figure 5C) showed the lowest ES but highest EF values. “DNA integration” showed consistent re-occurrence alongside “RNA-templated DNA biosynthetic process” (Figure 5A), “nucleic acid binding”, “zinc ion binding”, and “RNA-directed DNA polymerase activity” (Figure 5B) in NR-related comparisons. 

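The 4 retroelement genes named in Table S1 were all lower than in NR at each later stage (4 of 4 lower in NL1, NL2 and LND vs. NR, over all genes and when adjusted over the list alone). POR0765, POR4570 and POR5449 are annotated as retrovirus-related Pol polyproteins of the transposon TNT 1-94, and POR2752 as the Gag-Pol polyprotein of the transposon Ty3-I. These polyproteins carry the reverse transcriptase and integrase that copy and insert the element. The log2FC of POR5449 was -5.02 ± 0.19 in NL1, -5.32 ± 0.19 in NL2 and -4.84 ± 0.24 in LND vs. NR, and that of POR2752 was -3.53 ± 0.15, -3.25 ± 0.19 and -3.76 ± 0.17 (SE, n = 3 libraries per condition). The adjusted p of these 6 values was 5.6e-07 to 4.2e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. POR0765 had 1519 ± 196 CPM (SD) in NR and 52.9 ± 4.08, 43.4 ± 6.48 and 57.8 ± 12.0 in NL1, NL2 and LND. None of the 4 passed the test in LND vs. NL1 or LND vs. NL2 (0 of 4 over all genes and when adjusted over the list alone). The list was chosen by the study on these libraries and is not independent evidence, and near-identical copies of a transposon can share reads.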

GO terms associated with DNA/RNA-related processes were predominantly enriched among downregulated DEGs. “Proteolysis” and “aspartic-type endopeptidase activity” followed a similar pattern as DNA/RNA-related GO terms within the same comparisons, which contrasted with [22]. In fact, GO terms related to LND vs. NL among downregulated DEGs also indicated significant ES and EF values related to amino acid and oxoacid metabolic processes, translation, protein folding (Figure 5A), and translation-related Cellular Components (Figure 5C). Additionally, transient upregulation of the GO term “structural constituent of ribosome” in NL1 vs. NR was followed by stronger enrichment among downregulated DEGs in LND vs. NL1. The predominance of downregulated DEGs related to protein metabolism and translation indicates that metabolic reprogramming no longer prioritizes cell growth and energy-intensive processes. This observed dynamic regulation of ribosomal structural composition, contrasting with the results from [22], may suggest the complex regulation of translational capacity under nitrogen stress.

Moreover, nitrogen stress is generally associated with photosynthesis downregulation in microalgae [22,23], which was consistent with BP-related GO term attributions “photosynthesis light reaction” and “protoporphyrinogen IX biosynthetic process” in LND vs. NL comparisons. However, EF values from 20 up to >80, seen at lower ES, were linked to “phycobilisome” and “photosystem II oxygen evolving complex” among upregulated DEGs across NL vs. NR comparisons. This result aligns with the isolated upregulation of photosystem II D1 reaction center observed by [23] and both upregulated gene coding for photosynthetic ATP production described by [22]. This may suggest that global repression of photosynthesis-related processes coexists with selective upregulation of specific photosynthetic components.

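The genes of the oxygen-evolving complex of photosystem II, which oxidizes water, rose in nitrogen-limited cells. The log2FC of psbO (POR0335), which stabilizes the manganese cluster, was 1.84 ± 0.25 in NL1 vs. NR and 1.94 ± 0.22 in NL2 vs. NR (SE, n = 3 libraries per condition). That of psbP (POR2049) was 1.10 ± 0.19 and 1.37 ± 0.17, that of psbQ (POR3050) 2.44 ± 0.34 and 2.75 ± 0.27, and that of psb27 (POR4156), a photosystem II assembly factor, 2.04 ± 0.16 and 2.21 ± 0.13. All 8 values passed with an adjusted p of 4.3e-06 to 0.0019 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. PsbP did not pass in NL1 vs. NR without NL1 replicate 3 (log2FC 0.89).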

Finally, although no GO terms directly linked to nitrogen metabolism were detected at sufficient abundance or significance to generate notable EF, “protein phosphorylation”, “carbohydrate catabolic process” (Figure 5A), and “protein kinase” (Figure 5B) were uniquely overrepresented among upregulated DEGs. While enrichment of protein phosphorylation and kinase GO terms aligns with the central role of signaling processes in abiotic stress responses in plants and microorganisms [40], the upregulation of carbohydrate catabolism is less intuitive. This result may reflect the enrichment of carbohydrate catabolic functions commonly associated with central energy metabolism, while also potentially supporting carbon remobilization toward polysaccharide precursor synthesis. Altogether, GO enrichment patterns under nitrogen stress suggest an overall downregulation of growth and energy-intensive processes, alongside the selective upregulation of signaling, photosynthesis, and carbohydrate catabolism, potentially representing initial transcriptomic steps toward EPS synthesis.

KEGG enrichment analysis revealed a predominant overrepresentation of K-terms in the “Metabolism” category, particularly within “Global and overview maps”, indicating a broad shift in central metabolic processes (Figure S2 and Dataset S6). Most enriched, specific KEGG pathways (>90% of annotated K-terms) were related to amino acid, cofactor/vitamin, carbohydrate, energy, and glycan metabolism, in that respective order. Lesser enrichment was seen in lipid, nucleotide, and minor pathways. Greater carbohydrate and glycan metabolism enrichment compared to lipids align with early carbon redirection towards starch and polysaccharide synthesis rather than lipid accumulation under nitrogen stress [22,23,32]. We further focused on KEGG pathways related to nitrogen/carbon metabolism, specifically pathways known to be involved in carbon partitioning such as photosynthesis, the pentose phosphate pathway (PPP), and glycolysis/gluconeogenesis. DEGs related to at least one K-term or gene product and reflecting the highest FC were extracted from Table S2 and discussed sequentially.

### 2.6. Nitrogen Metabolism Under Early Nitrogen Limitation Suggests a Phase- and Potential-Compartment-Specific Regulation in P. purpureum

Ten DEGs were associated with K-terms linked to nitrogen uptake and assimilation, including four DEGs encoding for high-affinity nitrate transporters (NRT2.5; Table 2).

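All 10 genes of nitrogen uptake and assimilation changed in at least 1 comparison. In NL1 vs. NR 1 rose, 3 fell and 6 did not pass the test, and in NL2 vs. NR 2 rose, 4 fell and 4 did not pass. In LND vs. NR 1 rose, 6 fell and 3 did not pass. In LND vs. NL1 2 rose, 7 fell and 1 did not pass, and in LND vs. NL2 1 rose, 6 fell and 3 did not pass. When adjusted over the list alone, the counts were the same in each comparison. The list was chosen by the study on these libraries, so this is not independent evidence of its direction. Among the falling genes were nitrate transporters, which carry nitrate into the cell, and nitrate reductases, which reduce it to nitrite, and among the rising ones was the glutamate dehydrogenase gene POR3485. In the fits without 1 library, risers in NL1 vs. NR numbered 0 without NR replicate 1 and 2 without NL1 replicate 1, risers in LND vs. NR numbered 2 without NR replicate 2 and risers in LND vs. NL1 numbered 1 without NL1 replicate 1. Library totals gave 0 risers in NL1 vs. NR and 1 in LND vs. NL1.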

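The 4 genes annotated as high-affinity nitrate transporters (NRT2.5), which take up nitrate at low external concentrations, fell at different stages. POR8948 and POR1427 fell at each stage, with a log2FC of -1.77 ± 0.22 and -2.21 ± 0.19 in NL1 vs. NR, -1.64 ± 0.16 and -2.39 ± 0.19 in NL2 vs. NR and -4.37 ± 0.28 and -3.87 ± 0.27 in LND vs. NR (SE, n = 3 libraries per condition). From NL to LND they fell further, by 2.53 ± 0.30 and 1.60 ± 0.30 in LND vs. NL1 and by 2.67 ± 0.26 and 1.42 ± 0.30 in LND vs. NL2. POR6298 fell in NL1 (-1.93 ± 0.28) and NL2 (-1.73 ± 0.24) vs. NR and rose in LND vs. NL1 (2.93 ± 0.19) and LND vs. NL2 (2.72 ± 0.15). In LND it had 60.7 ± 5.02 CPM, against 30.4 ± 6.74 in NR (SD, n = 3), a log2FC of 0.92 ± 0.19 that did not pass the fold threshold, although it was 1.09 and passed without NR replicate 2. POR7993 fell in NL2 vs. NR (-1.41 ± 0.29) and did not pass in NL1 (-0.79 ± 0.30) or LND vs. NR (-0.81 ± 0.26). All changes named had an adjusted p of 1.7e-09 to 0.0048 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. POR7993 did not pass in NL2 vs. NR without NL2 replicate 1 or 3 (adjusted p 0.024 to 0.033), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

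**Figure D1:**
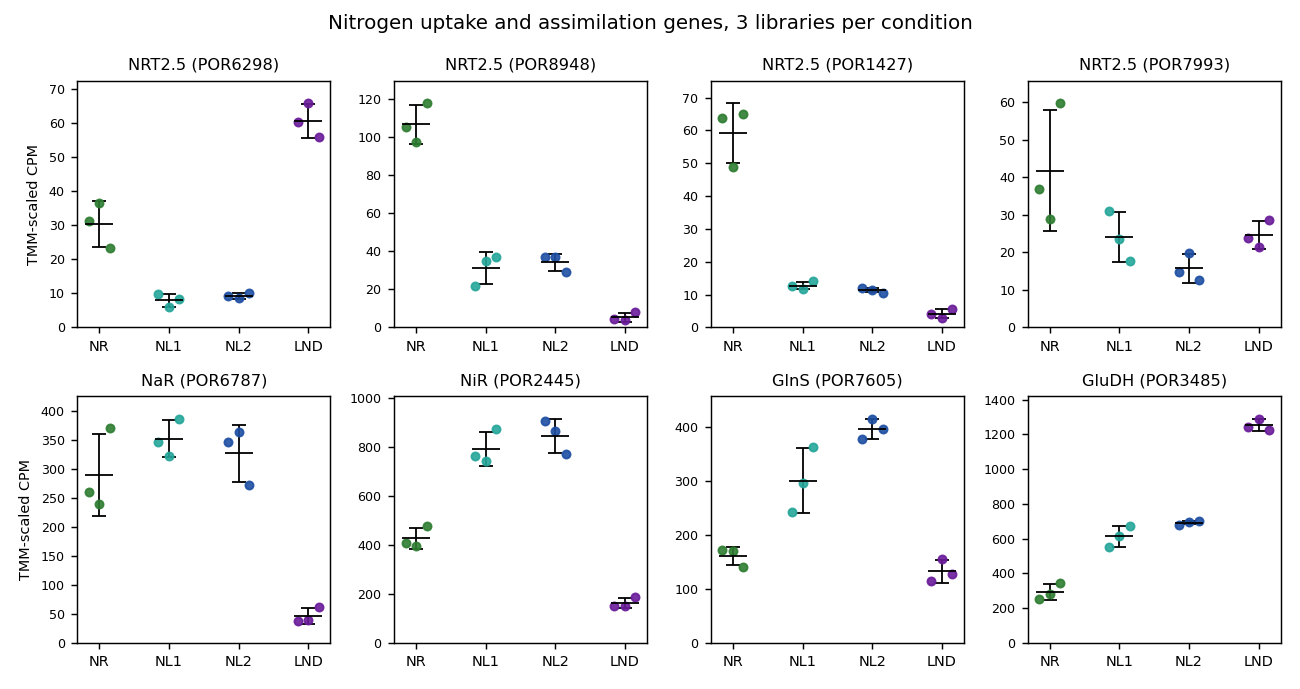
TMM-scaled CPM of 8 nitrogen uptake and assimilation genes in each library (colored points, 3 per condition), with the mean (black line) and SD (bars) of each condition. POR6298 is the 1 transporter gene of the 4 whose LND libraries, at 55.9 to 65.9 CPM, lie above all NR libraries, at 23.3 to 36.7.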

The latter showed consistent downregulation in LND vs. NR and NL vs. NR comparisons, except for one NRT2.5-coding DEG (POR6298..scf295_1), which was upregulated in LND vs. NL. Still, overall downregulation is consistent with sampling prior to conditions typically associated with high-affinity transporter NRT2.5 activation, typically induced under external nitrate concentrations < 0.06 g/L [21,41]. The remaining six DEGs encoded for key nitrogen assimilation enzymes are as follows: nitrate reductase (NaR), ferredoxin–nitrite reductase (NiR), glutamate dehydrogenase (GluDH), and glutamine synthetase (GlnS). 

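The genes of nitrate reduction fell between the nitrogen-limited conditions and LND. The nitrate reductase genes POR6787 and POR8251, whose products reduce nitrate to nitrite, had a log2FC of -2.70 ± 0.24 and -2.88 ± 0.23 in LND vs. NR, -2.92 ± 0.18 and -2.72 ± 0.15 in LND vs. NL1, and -2.81 ± 0.18 and -2.71 ± 0.18 in LND vs. NL2 (SE, n = 3 libraries per condition). The nitrite reductase gene POR2445, whose product reduces nitrite to ammonium, fell by 1.46 ± 0.15 in LND vs. NR, by 2.29 ± 0.13 in LND vs. NL1 and by 2.39 ± 0.11 in LND vs. NL2. The adjusted p of these 9 values was 2.3e-10 to 5.0e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the NL conditions these genes did not pass, with 0.29 ± 0.19 and 0.17 ± 0.19 for POR6787, -0.10 ± 0.20 and -0.12 ± 0.22 for POR8251, and 0.90 ± 0.16 and 0.98 ± 0.14 for POR2445, which passed in NL2 without NR replicate 3 or NL2 replicate 3 (1.07 and 1.05). The remaining nitrate reductase gene, POR3077, fell in LND vs. NR (-1.32, SE 0.30, adjusted p = 0.0056) and LND vs. NL1 (-1.09, SE 0.29, adjusted p = 0.0080) and did not pass in LND vs. NL2 (-0.34, SE 0.23, adjusted p = 0.24) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. POR3077 did not pass in LND vs. NR without NR replicate 1 or 2 or LND replicate 1 or 2 (adjusted p 0.019 to 0.035), and it did not pass in LND vs. NL1 without NL1 replicate 1 or 2 or LND replicate 1 or 2 (adjusted p 0.014 to 0.049), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.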

Three NaR-associated DEGs and one NiR-associated DEG were consistently downregulated in LND vs. NR and LND vs. NL, supporting the idea that samples corresponded to a transition phase between NR and LND in our study, prior to their expected upregulation under prolonged nitrogen deprivation [32]. While GlnS was upregulated in NL2 vs. NR but strongly downregulated in LND vs. NL comparisons, GluDH showed consistent upregulation across most comparisons.

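Glutamine synthetase (GlnS, POR7605), which binds ammonium to glutamate, rose in NL2 vs. NR with a log2FC of 1.29 (SE 0.14, adjusted p = 1.1e-04) and fell in LND vs. NL1 (-1.19, SE 0.16, adjusted p = 3.6e-05) and LND vs. NL2 (-1.58, SE 0.11, adjusted p = 2.9e-08; SE over 3 libraries per condition), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It did not pass in NL1 vs. NR (0.90 ± 0.18), except without NL1 replicate 1 (1.04), or in LND vs. NR (-0.35 ± 0.16). Glutamate dehydrogenase (GluDH, POR3485) rose in NL1 vs. NR (1.08 ± 0.17), NL2 vs. NR (1.24 ± 0.15), LND vs. NR (2.04 ± 0.16) and LND vs. NL1 (1.03 ± 0.12), with an adjusted p of 7.5e-06 to 0.0014 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In LND vs. NL2 its log2FC was 0.86 ± 0.07, under the fold threshold. GluDH did not pass in NL1 vs. NR without NR replicate 1 (log2FC 0.98), and it did not pass in LND vs. NL1 without NL1 replicate 1 (log2FC 0.96). With library totals, GluDH was just under the fold threshold in NL1 vs. NR (1.00) and at 0.72 in LND vs. NL1.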

Opposite regulation among DEGs annotated to similar gene products were noted in nitrogen metabolism but also in other targeted pathways, a pattern previously reported in the literature [22,23]. To explore this further, an in silico subcellular localization analysis was performed for DEGs sharing similar gene products with considerable FC and statistical significance (Dataset S7). Preliminary results revealed that differentially expressed isoforms were predicted to target distinct cellular compartments, suggesting the potential compartment-associated adaptation of nitrogen uptake and assimilation pathways (Figure 6).

Consistently, downregulated NRT2.5 transporters showed a putative consensus of subcellular localization association with endoplasmic reticulum (ER), whereas the punctually upregulated DEG, POR6298..scf295_1, was predicted to localize to lysosomal/vacuolar organelles. The overrepresentation of amino acid metabolism and translation among downregulated DEGs concurs with the downregulation of putative ER-associated transporters. In contrast, the transient upregulation of nitrate transporters predicted in silico to lysosome/vacuoles supports a hypothesis of vacuolar storage under pre-critical nitrogen stress, as described in diatoms [32]. Together, these results highlight the importance of the intracellular nitrogen pool and may also align with the consistent upregulation of GluDH, which could also contribute to intracellular nitrogen dynamics through early scavenging and remobilization through ammonia [32]. Nevertheless, further experimental validation of subcellular localization is crucial to confirm preliminary compartment-specific function hypotheses.

### 2.7. Dynamic Regulation of Photosynthesis and Central Carbon Metabolism Under Nitrogen Stress in P. purpureum

Understanding how nitrogen stress reshapes photosynthetic and redox metabolism is essential to explain energy redistribution and carbon partitioning toward glycolysis, the pentose phosphate pathway (PPP), and downstream processes such as EPS synthesis. In the photosynthesis pathway (Table 3), 14 DEGS were annotated to K-terms associated mainly with constitutive proteins of photosystems I (PSI), II (PSII), the photosynthetic electron transfer chain, and plastidial ATP synthase. 

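Most photosynthesis genes rose in the nitrogen-limited conditions and fell again in LND. Of the 13 genes of the photosynthesis list (Table S2.2), 12 rose and 0 fell in NL1 vs. NR and in NL2 vs. NR, and 10 fell in LND vs. NL1 and 11 in LND vs. NL2 with 0 rising. In LND vs. NR 2 rose, 0 fell and 11 did not pass. The counts were the same when adjusted over the list alone, and the list was chosen by the study on these libraries, so it is not independent evidence. The photosystem I subunit gene psaO (POR2912) had a log2FC of 2.62 ± 0.35 in NL1 and 2.55 ± 0.40 in NL2 vs. NR, and of -1.73 ± 0.19 and -1.67 ± 0.24 in LND vs. NL1 and NL2 (SE, n = 3 libraries per condition). The light-harvesting genes LHCA4 (POR6098) and LHCA1 (POR2835), whose proteins pass absorbed light to photosystem I, rose by 2.98 ± 0.30 and 2.24 ± 0.20 in NL2 vs. NR and fell by 1.93 ± 0.09 and 1.10 ± 0.08 in LND vs. NL2. The adjusted p of these 8 values was 3.1e-10 to 9.4e-04 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. LHCA1 had -0.92 ± 0.15 in LND vs. NL1 and did not pass the fold threshold, except without NL1 replicate 1 (-1.04) or with library totals (-1.23). Among all genes, 132 were higher in both NL conditions and lower in LND than in both, and 43 showed the reverse (70 without NR replicate 3). Independent lists of that size would share 23.8 and 36.6, but these comparisons share the NL libraries, so the lists are not independent even without change. With 1 library left out, risers in LND vs. NR numbered 1 without NR replicate 2 or LND replicate 2 or 3 and 7 without NR replicate 3 and fallers in LND vs. NL1 numbered 5 without NL1 replicate 3. With library totals, 0 genes of the list were higher in LND vs. NR.

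**Figure D2:**
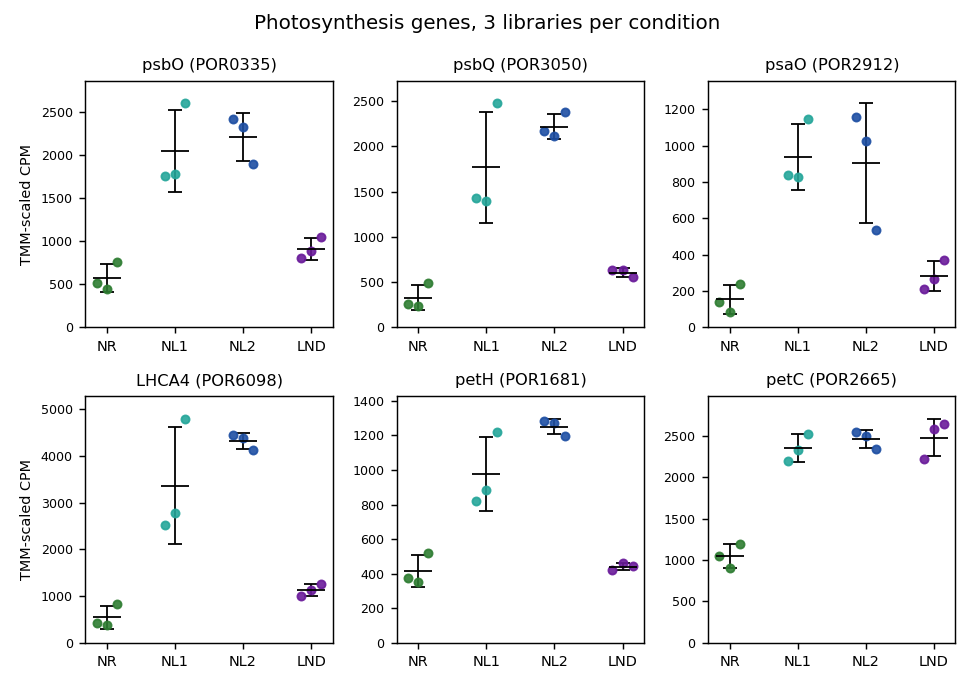
TMM-scaled CPM of 6 photosynthesis genes in each library (colored points, 3 per condition), with the mean (black line) and SD (bars) of each condition. For psaO the NL1 and NL2 libraries lie at 533 to 1156 CPM and the LND libraries at 213 to 372, while petC stays high in LND.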

PSII- and PSI-related DEGs showed a two-phase transcriptional pattern: upregulation from NR to NL conditions, followed by downregulation from NL to LND, the latter being coherent with expected photosynthesis regulation under advanced LND [23,32]. Although no KEGG K-term were directly associated with phycobilisomes, results aligned with the GO enrichment of PSII oxygen-evolving enhancer proteins (OEC 1,2,3). 

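From the nitrogen-limited conditions to LND, the 3 enhancer genes of the oxygen-evolving complex fell. The log2FC in LND vs. NL2 was -1.28 ± 0.11 for psbO (POR0335), -1.75 ± 0.15 for psbP (POR2049) and -1.87 ± 0.09 for psbQ (POR3050), and in LND vs. NL1 it was -1.17 ± 0.16, -1.46 ± 0.16 and -1.55 ± 0.19 (SE, n = 3 libraries per condition). The assembly factor gene psb27 (POR4156) had -1.19 ± 0.09 and -1.01 ± 0.13. These 8 values had an adjusted p of 2.6e-10 to 4.2e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Against NR, LND values did not pass for psbO (0.61 ± 0.21), psbP (-0.43 ± 0.15), psb27 (0.97 ± 0.12) or psbQ (0.83 ± 0.25), of which psbQ passed without NR replicate 3 (1.21). PsbO did not pass in LND vs. NL1 without NL1 replicate 3 (log2FC -0.94), and psb27 did not pass in LND vs. NL1 without NL1 replicate 3 or LND replicate 3 (log2FC -0.85 to -0.99). The fall of psb27 in LND vs. NL1 was also just under the fold threshold with DESeq2 (-1.00).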

NR to NL upregulation of photosynthesis-related genes, both constitutive and functional, is consistent with a compensatory transcriptional response to maintain photosystem function. Meanwhile, downregulation from NL to LND may reflect a more severe adaptation strategy, minimizing photodamage and reactive oxygen species (ROS) generation [20,43].

PSI and PSII generate NAD(P)H and ATP via electron transport supported by cytochrome b6-f (cytb6f) and ferredoxin–NADP^+^ reductase (FNR). 

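The gene petH (POR1681), which encodes ferredoxin-NADP+ reductase (FNR), the enzyme that passes electrons from ferredoxin to NADP+, rose in NL and fell in LND. Its log2FC was 1.23 (SE 0.22, adjusted p = 0.0024) in NL1 vs. NR, 1.58 (SE 0.17, adjusted p = 1.3e-04) in NL2 vs. NR, -1.15 (SE 0.15, adjusted p = 2.3e-05) in LND vs. NL1 and -1.50 (SE 0.08, adjusted p = 1.1e-09) in LND vs. NL2 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 3 libraries per condition. PetC (POR2665), the Rieske iron-sulfur subunit of the cytochrome b6f complex, which carries electrons between the photosystems, was higher than in NR in NL1 (1.17 ± 0.18), NL2 (1.23 ± 0.16) and LND (1.18 ± 0.17), with an adjusted p of 2.8e-04 to 0.0010 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It did not pass the test from NL1 (0.08 ± 0.11) or NL2 (0.01 ± 0.08) to LND. PetH did not pass in NL1 vs. NR without NR replicate 1 or 2 or NL1 replicate 3 (adjusted p 0.010 to 0.014), and it did not pass in LND vs. NL1 without NL1 replicate 3 (log2FC -0.93), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With library totals, the petC value in LND vs. NR was 0.86.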

FNR followed the two-phase regulation of PS-related genes, whereas cytb6f-coding DEG showed consistent upregulation from NR to LND conditions [20,32]. During the NR to NL transition, cytb6f was consistently upregulated, while ferredoxin and FNR were downregulated. This pattern is coherent with a shift towards cyclic electron flow over linear electron flow, favoring ATP over NAD(P)H production, despite potential PSII damage [23].

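In the NR to NL transition, the ferredoxin gene petF (POR8201), whose protein receives electrons from photosystem I, had a log2FC of 0.83 (SE 0.18, adjusted p = 0.0070) in NL1 and 0.69 (SE 0.21, adjusted p = 0.025) in NL2 vs. NR and did not pass the fold threshold, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It had 39.5 ± 8.01 CPM in NR, 69.6 ± 6.37 in NL1, 64.0 ± 12.6 in NL2 and 32.5 ± 6.40 in LND (SD, n = 3). In LND it fell against NL1 (-1.10, SE 0.15, adjusted p = 5.1e-05) and had -0.97 (SE 0.17, adjusted p = 2.9e-04) against NL2, which did not pass, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In LND vs. NL2 it passed without NL2 replicate 3 (-1.12) or LND replicate 3 (-1.13), and in LND vs. NL1 it did not pass without LND replicate 2 (-0.98). The plastid ATP synthase gene atpG (POR7078) rose in NL1 (1.51 ± 0.24) and NL2 (1.75 ± 0.22) vs. NR and fell in LND vs. NL1 (-1.15 ± 0.13) and NL2 (-1.40 ± 0.09), with an adjusted p of 1.3e-08 to 0.0014 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. AtpG did not pass in LND vs. NL1 without NL1 replicate 3 (log2FC -1.00).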

Opposite transcriptional regulation of NAD(P)H-dependent enzymes (Figure 6: downregulated NaR-coding DEGs; upregulated GluDH-coding DEGs) suggests redox rebalancing and reducing power accumulation under early nitrogen deprivation. Although reduced linear versus cyclic electron flow has been described in *Chlamydomonas reinhardtii* [43], ATP production under nitrogen deprivation in *Porphyridium* species has been suggested to rely mainly on oxidative phosphorylation [22,23]. 

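Of the 18 genes of oxidative phosphorylation, 11 rose and 1 fell in NL1 vs. NR (12 and 1 when adjusted over the list alone), 9 rose and 1 fell in NL2 vs. NR (10 and 1), and 8 rose and 2 fell in LND vs. NR (9 and 2). In LND vs. NL1 4 rose and 1 fell, and in LND vs. NL2 3 rose and 1 fell, with the same counts when adjusted over the list alone. The list was chosen by the study on these libraries and is not independent evidence. Members of complex I, which passes electrons from NADH into the respiratory chain, followed different courses. POR6624 rose at each stage vs. NR, by 1.34 ± 0.16 in NL1, 1.33 ± 0.16 in NL2 and 1.25 ± 0.16 in LND, while POR6026 rose in NL1 (1.50 ± 0.14) and NL2 (1.44 ± 0.15) and had 0.86 ± 0.13 in LND (log2FC ± SE, n = 3 libraries per condition). Another, POR6362, rose most in LND (2.30 ± 0.21 vs. NR). Of the proton pump genes, POR3560, a subunit of the V-type ATPase, which acidifies vacuoles, rose in NL1 (1.41 ± 0.23), and POR6749, another of its subunits, fell in NL1 (-1.12 ± 0.17), NL2 (-1.11 ± 0.20) and LND (-1.12 ± 0.21). The adjusted p of the values named as rising or falling was 2.4e-05 to 0.0022 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. POR3560 did not pass in NL1 vs. NR without NL1 replicate 1 (adjusted p 0.011), and POR6749 did not pass in NL2 vs. NR without NL2 replicate 3 (log2FC -0.95) and without NR replicate 1 or NL2 replicate 2 (adjusted p 0.011 to 0.012), and it did not pass in LND vs. NR without LND replicate 1 or 2 (adjusted p 0.014), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Leaving out 1 library, risers in NL1 vs. NR numbered 7 without NL1 replicate 1, fallers in NL2 vs. NR numbered 0 without NR replicate 1 or NL2 replicate 2 or 3, risers in LND vs. NR numbered 5 without LND replicate 2, fallers in LND vs. NR numbered 1 without LND replicate 1, 2 or 3, fallers in LND vs. NL1 numbered 2 without NL1 replicate 1 or LND replicate 2 or 3 and fallers in LND vs. NL2 numbered 2 without LND replicate 2 and 3 without NL2 replicate 3. Library totals gave 4 risers in LND vs. NR, 0 in LND vs. NL1 and 5 fallers in LND vs. NL2, and the POR6624 value in LND vs. NR was then 0.93.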

Consistently, nine ATP synthase/proton pump-coding genes were upregulated in our study, among other oxidative phosphorylation components (Table S2.5), suggesting the upregulation of respiratory ATP production to dissipate excess reducing power and maintain energy homeostasis. With no significant results linked to the Calvin–Benson cycle and carbon-fixation-related genes (such as RuBisCO), we propose that early nitrogen stress may primarily affect carbon partitioning through altered energy and redox balance, potentially favoring the alternative pentose phosphate pathway (PPP).

The PPP contributes to redox balance under nitrogen stress, provides precursors for nucleotide synthesis and precursors for activated sugar donors required for polysaccharide synthesis. The PPP consists of an oxidative and non-oxidative phase, with the latter occurring alongside glycolysis/gluconeogenesis (Figure 7) and sharing intermediates such as glucose-6-phosphate (G6P), fructose-6-phosphate (F6P), and glyceraldehyde-3-phosphate (GAP), allowing for rapid metabolic adjustments and supplying routes for sugar bases used for polysaccharide synthesis [6].

In our study, G6P-accumulating enzymes (e.g., glucose phosphotransferases, G6P isomerases) were upregulated, feeding the glycolysis, gluconeogenesis, and the PP(P) pathways. 

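Both glucose-6-phosphate 1-epimerase genes, whose products interconvert the forms of glucose-6-phosphate, rose in nitrogen-limited cells. POR2196 rose by 1.75 ± 0.18 in NL1, 1.68 ± 0.17 in NL2 and 1.63 ± 0.16 in LND vs. NR, and POR4695 by 1.27 ± 0.22 in NL1 and 1.32 ± 0.22 in NL2, with 0.46 ± 0.22 in LND, which did not pass (log2FC ± SE, n = 3 libraries per condition). The glucokinase gene POR2873, whose product phosphorylates glucose, rose in LND vs. NR (1.35 ± 0.13) and LND vs. NL1 (1.06 ± 0.11), and did not pass in NL1 (0.35 ± 0.14) or NL2 vs. NR (0.56 ± 0.15). The changes had an adjusted p of 3.6e-06 to 0.0022 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. POR4695 did not pass in NL1 vs. NR without NL1 replicate 3 (adjusted p 0.012), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With library totals, the POR2873 value in LND vs. NL1 was 0.75.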

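Of the 20 genes of glycolysis and gluconeogenesis, 8 rose and 1 fell in NL1 vs. NR (8 and 2 when adjusted over the list alone), 9 rose and 2 fell in NL2 vs. NR, 11 rose and 3 fell in LND vs. NR, 6 rose and 3 fell in LND vs. NL1, and 5 rose and 4 fell in LND vs. NL2, the last 4 comparisons with the same counts when adjusted over the list alone. The study chose the list on these libraries, so it is not independent evidence. Enolase (POR6343) rose in LND by 1.80 ± 0.15 vs. NR, 1.37 ± 0.11 vs. NL1 and 1.34 ± 0.08 vs. NL2, and had 0.50 ± 0.15 in NL1 and 0.51 ± 0.14 in NL2 vs. NR (log2FC ± SE, n = 3 libraries per condition). Pyruvate kinase (PK, POR6038), which makes pyruvate, rose in LND vs. NR (1.25 ± 0.13) and did not pass in NL1 (0.34 ± 0.15) or NL2 vs. NR (0.53 ± 0.13). Of the phosphoglycerate kinase genes, POR4739 rose in LND vs. NR (1.66 ± 0.15), and POR3748 rose in NL1 (1.29 ± 0.22) and NL2 (1.41 ± 0.19) vs. NR and fell in LND vs. NL1 (-1.26 ± 0.17) and NL2 (-1.38 ± 0.13). These changes had an adjusted p of 4.6e-09 to 0.0021 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. POR3748 did not pass in NL1 vs. NR without NR replicate 1 or 2 (adjusted p 0.011), and it did not pass in LND vs. NL1 without NL1 replicate 3 (log2FC -0.99), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. When 1 library was removed, risers in NL1 vs. NR numbered 5 without NR replicate 2 or NL1 replicate 3, fallers in NL2 vs. NR numbered 1 without NL2 replicate 1, 2 or 3 and fallers in LND vs. NL1 numbered 0 without NL1 replicate 3 and 5 without NL1 replicate 1. Library totals gave 7 risers in LND vs. NR, 2 risers and 7 fallers in LND vs. NL1, and 3 and 7 in LND vs. NL2, and the PK value in LND vs. NR was then 0.93.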

Key glycolytic enzymes, such as fructose-bisphosphate aldolase (FBA), glyceraldehyde-3-phosphate dehydrogenase (GAPDH), and pyruvate kinase (PK) were generally upregulated, indicating increased glycolytic flux under nitrogen stress. 

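The gene POR0764, annotated as pyruvate decarboxylase, which converts pyruvate into acetaldehyde, rose most in LND, by 3.88 ± 0.37 vs. NR, 2.43 ± 0.12 vs. NL1 and 2.38 ± 0.08 vs. NL2, after 1.52 ± 0.35 in NL1 and 1.56 ± 0.33 in NL2 vs. NR (log2FC ± SE, n = 3 libraries per condition). Of the genes for dihydrolipoyl dehydrogenase (DLD), the shared E3 subunit of the 2-oxo acid dehydrogenase complexes, POR3702 fell in LND vs. NR (-1.25 ± 0.13), and POR2889 fell in LND vs. NL1 (-1.16 ± 0.15) and NL2 (-1.58 ± 0.13), with -0.89 ± 0.21 vs. NR. The gene POR6810, which Table S2.4 lists below POR0764 in the part for pyruvate decarboxylase, fell in NL1 (-1.35 ± 0.21), NL2 (-1.72 ± 0.16) and LND (-1.96 ± 0.17) vs. NR. An alcohol dehydrogenase gene, POR6665, whose product reduces acetaldehyde to ethanol, rose in LND vs. NR (1.71 ± 0.26). The changes had an adjusted p of 1.6e-11 to 0.0087 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. POR0764 did not pass in NL1 vs. NR without NR replicate 1 or 2 or NL1 replicate 1, 2 or 3 (adjusted p 0.011 to 0.034), and it did not pass in NL2 vs. NR without NL2 replicate 1, 2 or 3 (adjusted p 0.017 to 0.031), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. POR2889 did not pass in LND vs. NL1 without NL1 replicate 3 (log2FC -0.96).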

In parallel, the dihydrolipoyl dehydrogenase (DLD) component of the pyruvate dehydrogenase complex was downregulated, alongside significant upregulation of the pyruvate decarboxylase (PDD), suggesting a metabolic redirection from acetyl-CoA toward alternative intermediates.

Interestingly, mixed regulation among DEG isoforms bridging glycolytic intermediates and the PPP were observed. Overall, enzyme-encoding DEGs of the upper glycolytic pathway were predicted in silico to the chloroplast, while those in the lower pathway were predicted to the cytosol. This result aligns with observations in *C. reinhardtii* [45], encouraging further investigation on enzymatic compartmentalization in this red microalga. In silico predictions exhibited compartment-dependent expression patterns of fructose-1,6-bisphosphatase (FBP) and aldolase (ALDO)-coding genes. 

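The genes of putative plastid forms of fructose-1,6-bisphosphatase (FBP), which releases fructose-6-phosphate, and of aldolase (ALDO), which splits or forms fructose-1,6-bisphosphate, were higher in nitrogen-limited cells. The aldolase gene POR9095 rose in NL1 (1.42 ± 0.20), NL2 (1.79 ± 0.16) and LND (1.31 ± 0.18) vs. NR (log2FC ± SE, n = 3 libraries per condition). The aldolase gene POR3181 rose in NL1 (1.69 ± 0.19) and NL2 (1.66 ± 0.20) vs. NR and fell in LND vs. NL1 (-1.00 ± 0.16), with 0.62 ± 0.16 in LND vs. NR and -0.99 ± 0.16 in LND vs. NL2, which did not pass. The plastid FBP gene POR8239 rose in NL2 (1.01 ± 0.13) and LND (1.24 ± 0.14) vs. NR, with 0.99 ± 0.15 in NL1. The changes had an adjusted p of 3.6e-05 to 7.8e-04 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. POR3181 did not pass in LND vs. NL1 without NL1 replicate 3 or LND replicate 1 or 2 (log2FC -0.81 to -0.97). In NL2 vs. NR, POR8239 was under the fold threshold without NL2 replicate 1 (0.98), NL2 replicate 2 (0.99) or NR replicate 3 (1.00), and with DESeq2 (1.00), and in NL1 vs. NR it passed without NR replicate 1 (1.02). Library totals put POR9095 and POR8239 at 0.99 and 0.93 in LND vs. NR.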

Putative plastidial isoforms were primarily upregulated, steering metabolism towards gluconeogenesis and PPP intermediates (F6P and dihydroxyacetone phosphate (DHAP), respectively). In contrast, the corresponding cytosolic isoforms were downregulated towards LND conditions, favoring glycolytic processes. 

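The putative cytosolic aldolase gene POR1048 fell in NL2 vs. NR with a log2FC of -1.56 (SE 0.33, adjusted p = 0.0052) and in LND vs. NR with one of -2.09 (SE 0.37, adjusted p = 0.0015), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment with 3 libraries per condition. Its level was 33.4 ± 15.7 CPM in NR, 14.6 ± 2.29 in NL1, 11.3 ± 2.20 in NL2 and 8.11 ± 2.75 in LND (SD, n = 3). It did not pass in NL1 vs. NR (-1.18, SE 0.32, adjusted p = 0.019), LND vs. NL1 (-0.84, SE 0.27, adjusted p = 0.024) or LND vs. NL2 (-0.48, SE 0.29, adjusted p = 0.20) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. POR1048 did not pass in NL2 vs. NR without NL2 replicate 1, 2 or 3 (adjusted p 0.013 to 0.036), and it did not pass in LND vs. NR without LND replicate 1 or 2 (adjusted p 0.011 to 0.012), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It passed in LND vs. NL1 without LND replicate 3 (-1.16).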

DEG-encoding cytosolic FBP was upregulated from NR to NL conditions but subsequently downregulated from NL to LND. This pattern may indicate a transient activation of gluconeogenic flux in the cytosol during early nitrogen stress, followed by a shift toward glycolytic flux in LND, which is consistent with previous studies [22,32]. 

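The putative cytosolic FBP genes POR7711 and POR3931 rose in NL vs. NR, with a log2FC of 1.32 ± 0.26 and 1.67 ± 0.20 in NL1 and of 1.80 ± 0.18 and 2.10 ± 0.16 in NL2 (SE, n = 3 libraries per condition). Both fell in LND vs. NL2, by 1.47 ± 0.13 and 1.38 ± 0.13. These values had an adjusted p of 1.9e-07 to 0.0043 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. They did not pass the fold threshold in LND vs. NL1 (-0.98 ± 0.20 and -0.94 ± 0.16), and in LND vs. NR they had 0.27 ± 0.21 and 0.67 ± 0.19. POR7711 did not pass in NL1 vs. NR without NR replicate 1 or 2 or NL1 replicate 2 or 3 (adjusted p 0.015 to 0.021), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Both passed in LND vs. NL1 without NL1 replicate 1 (-1.19 and -1.08) or LND replicate 2 (-1.04 and -1.00).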

In parallel, PPP-related genes such as PGD, phosphoribosyl pyrophosphate synthetase (PRPS), and putative plastidial ribulose-phosphate epimerase (RPE) were downregulated in LND stages, while putative cytosolic glucose-6-phosphate dehydrogenase (G6PD) and 6-phosphogluconate dehydrogenase (PGD) were predominantly upregulated from NR to LND.

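Of the 7 genes of the pentose phosphate pathway (PPP), 2 rose and 1 fell in NL1 vs. NR and in NL2 vs. NR, 3 rose and 2 fell in LND vs. NR, and 1 rose and 3 fell in LND vs. NL1 and in LND vs. NL2, with the same counts when adjusted over the list alone. The list was chosen by the study on these libraries and is not independent evidence. Of the 6-phosphogluconate dehydrogenase (PGD) genes, which belong to the NADPH-producing oxidative phase, POR4685 rose in LND vs. NR (1.31 ± 0.16), NL1 (1.19 ± 0.15) and NL2 (1.09 ± 0.10), and POR4213 fell in NL1 (-1.52 ± 0.14), NL2 (-1.80 ± 0.14) and LND (-2.33 ± 0.15) vs. NR (log2FC ± SE, n = 3 libraries per condition). PRPS (POR3179), which makes phosphoribosyl pyrophosphate, fell in LND vs. NR (-1.47 ± 0.30), NL1 (-1.36 ± 0.26) and NL2 (-1.34 ± 0.26). The ribulose-phosphate epimerase (RPE) genes POR7389 and POR0858 fell in LND vs. NL2 (-1.23 ± 0.16 and -1.26 ± 0.29) and rose before that in NL1 vs. NR (1.14 ± 0.25 and 1.68 ± 0.29). These changes had an adjusted p of 4.0e-07 to 0.0073 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. POR7389 did not pass in NL1 vs. NR without NR replicate 1 or 2 or NL1 replicate 1, 2 or 3 (adjusted p 0.020 to 0.031), and POR0858 did not pass in NL1 vs. NR without NL1 replicate 1 or 3 (adjusted p 0.012 to 0.013), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. PRPS did not pass in LND vs. NR without NR replicate 2 or LND replicate 1, 2 or 3 (adjusted p 0.012 to 0.019), and POR0858 did not pass in LND vs. NL2 without NL2 replicate 2 or LND replicate 1 or 2 (adjusted p 0.012 to 0.016), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With library totals POR7389 was at 1.06 in NL1 vs. NR and did not pass. Dropping 1 library at a time, risers in NL1 vs. NR numbered 0 without NL1 replicate 3 and 1 without NL1 replicate 1 or 2, risers in NL2 vs. NR numbered 0 without NL2 replicate 1 or 2 and 1 without NR replicate 1 or 2, fallers in LND vs. NR numbered 1 without NR replicate 2 or LND replicate 1, 2 or 3 and risers in LND vs. NL1 numbered 2 without NL1 replicate 3 or LND replicate 2 or 3. Library totals gave 0 risers in each LND comparison and 1 in NL1 vs. NR, with POR4685 at 0.98 in LND vs. NR.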

To summarize, our results indicate that putative cytosolic glycolytic and PPP-related genes were predominantly upregulated from NR to LND conditions, whereas putative plastidial PPP and glycolytic enzymes showed downregulation under advanced nitrogen depletion. This pattern supports a transient activation of gluconeogenesis during the early stages of nitrogen deprivation [22], followed by a redistribution of carbon flux toward NADPH- and ATP-generating pathways to sustain energy and redox balance under prolonged stress. Several PPP intermediates can feed into the nucleotide metabolism and the formation of activated sugar donors, linking central carbon metabolism to downstream polysaccharide production. However, PPP-intermediates that can be converted into glycolytic intermediates (e.g., R5P, Xu5P) through transketolase reactions, and therefore participate in carbon partitioning, were not elucidated through our DEG and KEGG enrichment analysis. This once again highlights the need to experimentally resolve enzyme compartmentalization expression.

### 2.8. Concerted Regulation of Nucleotide–Sugar Synthesis and CAZyme-Related Pathways Supports Early Polysaccharide and Glycoprotein Assembly Under Nitrogen Stress

To further link the early activation of gluconeogenesis to the onset of polysaccharide synthesis, KEGG enrichment analyses were conducted for nucleotide–sugar and amino–sugar biosynthesis pathways (Figure 8 and Table S3). 

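Most genes of nucleotide sugar synthesis, which makes the activated sugars that glycosyltransferases use, rose in NL, and some of them fell in LND. Of the 9 genes of the list, 7 rose and 0 fell in NL1 vs. NR (8 and 0 when adjusted over the list alone) and 6 rose and 0 fell in NL2 vs. NR. Against NR 1 rose, 0 fell and 8 did not pass in LND, in LND vs. NL1 1 rose and 4 fell, and in LND vs. NL2 1 rose and 5 fell. The counts of the last 4 comparisons were the same when adjusted over the list alone. The study chose the list on these libraries, so it is not independent evidence. DCXR (POR0983), an L-xylulose reductase, rose in NL1 vs. NR (1.24, SE 0.25, adjusted p = 0.0042) and fell in LND vs. NL1 (-1.30, SE 0.24, adjusted p = 5.5e-04) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment with 3 libraries per condition. DCXR did not pass in NL1 vs. NR without NR replicate 1 or 2 or NL1 replicate 1, 2 or 3 (adjusted p 0.015 to 0.028), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Refitted without 1 library, risers in NL1 vs. NR numbered 4 without NR replicate 1 or 2 or NL1 replicate 3, risers in LND vs. NL1 numbered 0 without LND replicate 1, fallers in LND vs. NL1 numbered 2 without NL1 replicate 2, risers in LND vs. NL2 numbered 0 without LND replicate 1 and fallers in LND vs. NL2 numbered 3 without LND replicate 3. With library totals, 0 genes rose in LND vs. NL1 or NL2.

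**Figure D3:**
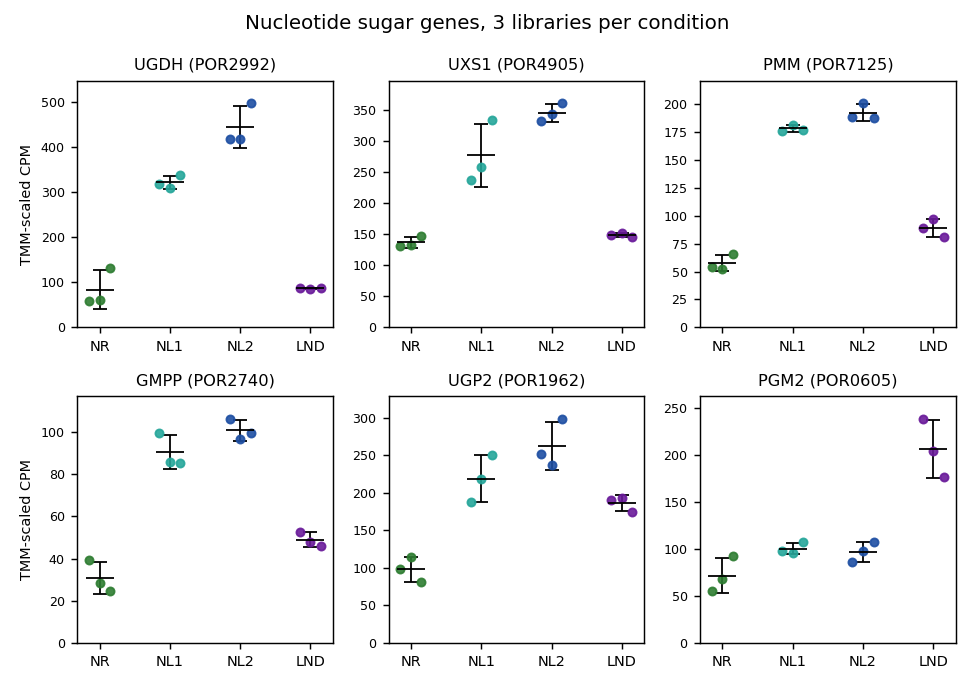
TMM-scaled CPM of 6 nucleotide sugar genes in each library (colored points, 3 per condition), with the mean (black line) and SD (bars) of each condition. The means of UGDH are 84.0 CPM in NR, 322 in NL1, 445 in NL2 and 86.5 in LND, while PGM2 is highest in LND.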

Overall, nucleotide–sugar synthesis was mainly upregulated from NR to NL conditions and downregulated from NL to LND. Among the glycosyl donors reported by [22], we identified five enzyme-coding genes directly responsible for precursor synthesis, primarily belonging to the UDP- and GDP- sugar families (UDP-Glc, UDP-GlcA, UDP-D-Xyl, GDP-Man, and GDP-Gal/Gul). DEGs were annotated as phosphoglucomutase/phosphopentomutase (PGM2) and UTP-α-D-glucose-1-phosphate uridylyltransferase (UGP2), both showing overall upregulation of the UDP-Gluc synthesis pathway. 

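PGM2 (POR0605), whose product interconverts glucose-6-phosphate and glucose-1-phosphate, rose late, with a log2FC of 1.47 (SE 0.20, adjusted p = 3.1e-04) in LND vs. NR, 1.04 (SE 0.13, adjusted p = 1.8e-05) in LND vs. NL1 and 1.09 (SE 0.12, adjusted p = 3.8e-06) in LND vs. NL2, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment with 3 libraries per condition. It did not pass in NL1 (0.50 ± 0.19) or NL2 (0.44 ± 0.20) vs. NR. UGP2 (POR1962), which makes UDP-glucose from glucose-1-phosphate, rose early, with 1.16 (SE 0.18, adjusted p = 0.0012) in NL1 vs. NR and 1.41 (SE 0.17, adjusted p = 2.0e-04) in NL2 vs. NR by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In LND it had 0.86 ± 0.15 vs. NR, under the fold threshold. PGM2 did not pass in LND vs. NL1 without LND replicate 1 (log2FC 0.92), and it did not pass in LND vs. NL2 without LND replicate 1 (log2FC 0.98). Library totals put PGM2 at 0.72 and 0.79 in these comparisons.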

Although both enzymes catalyze reversible reactions, early upregulation of UDP-glucose 6-dehydrogenase (UGDH)- and UDP-xylose synthase (UXS1)-coding genes, responsible for UDP-GlcA and UDP-Xyl production, support UDP-Gluc production as their precursors. Similarly, early upregulation of GDP-mannose pyrophosphorylase (GMPP), leading to GDP-Man synthesis, is coherent with the hypothesis that phosphomannomutase (PMM) and even GDP-mannose 3,5-epimerase (GME) show upregulation towards the biosynthesis of such GDP-sugars, including GDP-Gal/Glc. Additionally, early upregulation of GNA1, which involves the irreversible enzyme-catalyzing production of GlcNAc-6-P, suggests potential upregulation of UDP-GlcNAc biosynthesis.

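UGDH (POR2992), which oxidizes UDP-glucose to UDP-glucuronic acid, rose by 1.95 ± 0.30 in NL1 and 2.41 ± 0.30 in NL2 vs. NR and fell by 1.90 ± 0.11 and 2.36 ± 0.10 in LND vs. NL1 and NL2, back to a log2FC of -0.01 ± 0.28 in LND vs. NR (SE, n = 3 libraries per condition). UXS1 (POR4905), which converts UDP-glucuronic acid to UDP-xylose, rose by 1.02 ± 0.17 in NL1 and 1.32 ± 0.13 in NL2 vs. NR and fell by 1.22 ± 0.09 in LND vs. NL2, with -0.90 ± 0.13 in LND vs. NL1 under the fold threshold and 0.06 ± 0.12 in LND vs. NR. The changes had an adjusted p of 1.2e-10 to 0.0016 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. UXS1 did not pass in NL1 vs. NR without NR replicate 1 or 2 or NL1 replicate 3 (log2FC 0.86 to 1.00). With library totals it was at 0.94 in NL1 vs. NR.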

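The genes of GDP-mannose synthesis rose in NL. PMM (POR7125), which turns mannose-6-phosphate into mannose-1-phosphate, had a log2FC of 1.64 ± 0.15 in NL1 and 1.74 ± 0.14 in NL2 vs. NR, GMPP (POR2740), which makes GDP-mannose from it, 1.55 ± 0.20 and 1.70 ± 0.19, and GME (POR1248), which epimerizes GDP-mannose to GDP-galactose, 1.05 ± 0.19 and 1.22 ± 0.17 (SE, n = 3 libraries per condition). These 6 values had an adjusted p of 2.2e-05 to 0.0024 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. PMM and GMPP fell in LND vs. NL2 (-1.11, SE 0.10, adjusted p = 3.7e-07 and -1.05, SE 0.11, adjusted p = 2.2e-06) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and GME had -0.72 ± 0.08, under the fold threshold. PMM lay at the fold threshold in LND vs. NL1 and passed (-1.00, SE 0.11, adjusted p = 7.5e-06) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, but not with DESeq2 (-0.99), and GMPP and GME were under it (-0.89 ± 0.12 and -0.54 ± 0.11), although GMPP passed with library totals (-1.21). PMM did not pass in LND vs. NL1 without NL1 replicate 2 or 3 or LND replicate 3 (log2FC -0.94 to -0.99). GMPP did not pass in LND vs. NL2 without LND replicate 3 (log2FC -0.99), and GME did not pass in NL1 vs. NR without NR replicate 1 or 2 or NL1 replicate 2 or 3 (adjusted p 0.012 to 0.013), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With library totals GME was at 0.98 in NL1 vs. NR.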

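GNA1 (POR4056), the glucosamine-phosphate N-acetyltransferase of the UDP-N-acetylglucosamine pathway, had a log2FC of 1.29 (SE 0.32, adjusted p = 0.012) in NL1 vs. NR and 1.03 (SE 0.34, adjusted p = 0.036) in NL2 vs. NR, and neither passed by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 3 libraries per condition. When adjusted over the list alone, it was higher in NL1 vs. NR. Its level was 5.14 ± 0.552 CPM in NR, 12.6 ± 2.42 in NL1, 10.6 ± 2.18 in NL2 and 5.45 ± 1.57 in LND (SD, n = 3). It fell in LND vs. NL1 (-1.21, SE 0.29, adjusted p = 0.0045) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without NR replicate 3 the value in NL1 vs. NR was 1.22 and passed, as did 1.27 by DESeq2's likelihood ratio test. GNA1 did not pass in LND vs. NL1 without NL1 replicate 2 or LND replicate 1 or 2 (adjusted p 0.014 to 0.026), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.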

Altogether, the KEGG enrichment and DEG analyses under nitrogen stress at the transcriptomic level are consistent with the general monosaccharide composition of *P. purpureum* EPS, including xylose, glucose, GlcA, and GalA, supporting the notion of a conserved polysaccharide backbone and a coordinated activation of nucleotide–sugar biosynthesis pathways during the early stages of nitrogen limitation.

Following the synthesis of activated sugars, these sugar donors serve as substrates for the biosynthesis of disaccharides, highlighting the interconversion of hexoses to disaccharides. Non-reducing disaccharide, trehalose, was suggested to be the initial step of polysaccharide synthesis by [22]. 

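The trehalose-6-phosphate synthase gene POR6823 (GT20), whose product joins UDP-glucose and glucose-6-phosphate, rose in LND. Its log2FC was 1.31 (SE 0.20, adjusted p = 6.4e-04) in LND vs. NR, 1.68 (SE 0.13, adjusted p = 1.6e-07) in LND vs. NL1 and 1.73 (SE 0.08, adjusted p = 4.2e-10) in LND vs. NL2 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment with 3 libraries per condition. In NL1 and NL2 vs. NR it had -0.30 ± 0.21 and -0.37 ± 0.19 and did not pass. Its level in NR was 334 ± 85.0 CPM (SD, n = 3).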

One trehalose-6-phosphate synthase (TPS)-coding DEG, responsible for the generation of trehalose-6-phosphate (T6P) using UDP-Gluc and G6P, was indeed identified in our study and was upregulated during early nitrogen deprivation.

No trehalose-6-phosphate phosphorylase (TPP)-coding DEGs, leading to the direct synthesis of trehalose, were identified. Although trehalose and its precursor T6P are difficult to analyze due to low abundance in plants, both have been implicated in diverse regulatory roles coordinating multiple metabolic processes [46]. Regarding carbohydrate metabolism, T6P has been reported as a sugar-signaling molecule responsible for the activation of ADP-glucose pyrophosphorylase (AGPase), a controlling enzyme of the starch metabolism. Indeed, enzyme-coding DEGs related to glycogen/starch metabolism were identified, such as glycogen phosphorylase (PYG) and granule-bound starch synthase (WAXY). While PYG displayed overall upregulation, WAXY showed early upregulation followed by downregulation, inferring indirectly an additional activated sugar: ADP-Glc. These results may indicate an early activation of carbon storage towards amylose synthesis and subsequent Floridian starch accumulation, the primary energy storage in *Porphyridium* species [5,30,35]. 

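Glycogen phosphorylase (PYG, POR6603), which releases glucose-1-phosphate from storage glucan, rose in LND vs. NR with a log2FC of 1.38 (SE 0.15, adjusted p = 6.5e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 3 libraries per condition. Its other values were 0.61 ± 0.15 in NL1 vs. NR, 0.69 ± 0.13 in NL2 vs. NR, 0.83 ± 0.11 in LND vs. NL1 and 0.74 ± 0.08 in LND vs. NL2, all positive and under the fold threshold. Granule-bound starch synthase (WAXY, POR3626), which extends amylose from ADP-glucose, rose in NL1 (1.95 ± 0.24) and NL2 (2.19 ± 0.20) vs. NR and fell in LND vs. NL1 (-1.00 ± 0.14) and NL2 (-1.26 ± 0.10), with an adjusted p of 9.3e-08 to 3.0e-04 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Against NR it had 0.88 ± 0.20 in LND, and passed without NR replicate 2 (1.11). WAXY did not pass in LND vs. NL1 without NL1 replicate 2 or 3 or LND replicate 1 (log2FC -0.88 to -1.00). With DESeq2 its fall in LND vs. NL1 was just under the fold threshold (-0.99).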

In red algae, α-D-galactopyranosyl-(1-2)-glycerol (floridoside) has been proposed as a precursor for cell wall polysaccharides in *Porphyridium* sp. [47]. In *Galdieria sulphuraria* [48], TPS-like enzymes were annotated but functioned as (iso)floridoside phosphate synthases. No UDP-glucose 4 epimerase (GALE)-coding DEG directly involved in UDP-Gal and subsequent floridoside synthesis was identified in our study. However, late upregulation of one DEG annotated to multiple K-terms associated with GalA and MGD activities suggests α-linked galactose-hydrolysis, indicating the possible presence of this activated sugar. These observations highlight the need for the functional validation of TPS-annotated genes in *Porphyridium* sp. Altogether, these results indicate that nitrogen stress may promote the early upregulation of nucleotide and activated sugar biosynthesis, generating substrates required for polysaccharide and glycoprotein biosynthesis and assembly, known to be mediated by carbohydrate-active enzymes (CAZymes).

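The GH36 gene POR5976, annotated with alpha-galactosidase terms, rose in LND. Its log2FC was 1.34 (SE 0.33, adjusted p = 0.0092) in LND vs. NR, 1.61 (SE 0.11, adjusted p = 9.4e-08) in LND vs. NL1 and 1.57 (SE 0.10, adjusted p = 6.0e-09) in LND vs. NL2 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment with 3 libraries per condition. In NL1 and NL2 vs. NR it had -0.20 ± 0.33 and -0.18 ± 0.33 and did not pass. Its level was 293 ± 138 CPM in NR, 254 ± 13.4 in NL1, 262 ± 29.6 in NL2 and 779 ± 45.4 in LND (SD, n = 3). GH36 did not pass in LND vs. NR without NR replicate 3 (log2FC 0.99) and without NR replicate 2 or LND replicate 1, 2 or 3 (adjusted p 0.010 to 0.040), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In that comparison it also did not pass with DESeq2's size factors (1.35) or with library totals (1.04).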

CAZymes are protein families involved in the synthesis, modification, and degradation of complex carbohydrates and glycans, classified into six main categories: glycoside hydrolases (GHs), glycosyltransferases (GTs), polysaccharide lyases (PLs), auxiliary activity (AAs) enzymes, carbohydrate esterases (CEs), and carbohydrate-binding modules (CBMs). In *Porphyridium purpureum*, 116 CAZymes (31 GHs, 83 GTs, and 2 CEs) and 40 putative CBMs were identified in the first genome assembly [24]. More recent transcriptomic analyses [22] reported the absence of annotated PLs and variable numbers of AAs, CEs, and CBMs homologs, reflecting incomplete or inaccurate gene predictions and further highlighting the need to refine genomic and transcriptomic annotations in this species. In our study, 91 CAZyme-coding genes were identified, predominantly GTs and GHs (Dataset S8), with 21 GT subfamilies and 12 GH subfamilies represented. 

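The deposited list of CAZymes holds 89 genes with an identifier of the count table, 63 glycosyltransferases (GTs), which form glycosidic bonds, and 26 glycoside hydrolases (GHs), which cleave them. Of the 89 genes, 87 had enough counts to be tested, and 25 changed in at least 1 comparison. Of all 9898 genes in the table 30.7% did, so CAZyme genes did not change more often than genes as a whole. In NL1 vs. NR 7 rose and 6 fell, in NL2 vs. NR 9 rose and 6 fell (10 and 6 when adjusted over the list alone), and in LND vs. NR 6 rose and 9 fell (5 and 8 when adjusted over the list alone). In LND vs. NL1 3 rose and 9 fell, and in LND vs. NL2 4 rose and 9 fell, with the same counts when adjusted over the list alone. The GT gene GT39 (POR3279), annotated as a stromal cell-derived factor 2-like protein, rose in NL1 (1.86 ± 0.21), NL2 (1.79 ± 0.21) and LND (1.26 ± 0.22) vs. NR, and GT13 (POR4794), an N-acetylglucosaminyltransferase of glycoproteins, fell in LND vs. NR (-1.10 ± 0.19), as log2FC ± SE over 3 libraries per condition. The adjusted p of these 4 values was 1.8e-04 to 0.0012 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. GT13 did not pass in LND vs. NR without NR replicate 3 (log2FC -0.98). After removal of 1 library, fallers in NL2 vs. NR numbered 3 without NL2 replicate 1, 2 or 3. With library totals, 3 rose in LND vs. NR and 14 fell in LND vs. NL2, and GT39 was at 0.96 in LND vs. NR.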

The predominance of GTs (>60% of all annotated CAZymes) was not surprising given the known high diversity of GT families, potentially contributing to the biochemical complexity of *P. purpureum*’s cell wall polysaccharides compared with other red algae such as *Cyanidioschyzon merolae* [24].

Under nitrogen stress, 23 CAZyme-coding genes were differentially expressed, with >80% belonging to GT families (Figure 9A and Dataset S9), alongside three GH subfamilies (GH13, GH36, and GH77). 

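Of the 23 CAZyme genes listed as DEGs, 22 changed in at least 1 comparison, and the remaining gene, the GH13 gene POR9142, had a log2FC of 1.27 (SE 0.36, adjusted p = 0.018) in LND vs. NR by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In NL1 vs. NR 7 rose, 6 fell and 10 did not pass, in NL2 vs. NR 8 rose, 6 fell and 9 did not pass (9 and 6 when adjusted over the list alone), and in LND vs. NR 6 rose, 9 fell and 8 did not pass (7 and 9 when adjusted over the list alone). Against NL1 3 rose and 8 fell in LND, and in LND vs. NL2 3 rose and 9 fell, with the same counts when adjusted over the list alone. The study chose these 23 genes on the same libraries, so they are not independent evidence of a direction. Of the GH genes, GH13 (POR4239) had 77.5 ± 10.2 CPM in NR and 316 ± 15.8 in LND, and GH77 (POR0525) had 114 ± 7.56 and 283 ± 8.05 (SD, n = 3). Over fits without 1 library, fallers in NL1 vs. NR numbered 3 without NL1 replicate 1 and fallers in NL2 vs. NR numbered 3 without NL2 replicate 1, 2 or 3. With library totals, 3 rose in LND vs. NR.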

GT4, GT8, and GT13 accounted for more than one-third of all differentially expressed CAZymes, which is consistent with the mobilization of glycosidic bond-forming enzymes during nitrogen stress [22]. GT4 DEG predominance aligns with its basic constitutive role in forming α-glucosidic bonds from diverse sugar substrates [49], while repeated GT8 and GT13 annotations could reflect broader sugar substrate specificities or poorly characterized functions within polysaccharide biosynthesis [50].

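Among these 23 genes, 9 were lower in at least 1 comparison and higher in none, 6 were higher in at least 1 and lower in none, and 7 were both. The 9 lower genes are GT4-A (POR6738), GT4-B (POR9558), GT4-C (POR8498), GT4-D (POR0856), GT13 (POR4794), GT14 (POR3489), GT19 (POR1913), GT25 (POR4547) and GT77 (POR3691). GT4-D and GT77 belong to families of alpha-glycosyltransferases and GT14 to a family of N-acetylglucosaminyltransferases. For GT14 the mean was 95.7 ± 14.6 CPM in NR, 36.1 ± 1.99 in NL1, 40.0 ± 7.61 in NL2 and 45.1 ± 0.875 in LND (SD, n = 3).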

Among the 23 CAZyme-related DEGs, 11 were consistently downregulated. 

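In LND, GT4-C (POR8498) fell by 1.81 ± 0.17 vs. NL2, GT4-A (POR6738), a putative glycosyltransferase, by 1.32 ± 0.18, GT4-B (POR9558) by 1.19 ± 0.10, GT8-B (POR5778) by 2.11 ± 0.12 and GT23 (POR0528), a fucosyltransferase family, by 1.27 ± 0.10 in log2 units (SE, n = 3 libraries per condition). Against NL1, GT4-A fell by 1.35 ± 0.22, GT8-B by 1.63 ± 0.15, GT23 by 1.16 ± 0.12 and GT4-C by 1.27 ± 0.27, and GT4-B had -0.83 ± 0.14 and did not pass the fold threshold. GT23 had first risen in NL1 (1.17 ± 0.16) and NL2 (1.27 ± 0.15) vs. NR, and GT8-B in NL2 (1.06 ± 0.19). GT4-D (POR0856) and GT19 (POR1913) fell early, with a log2FC of -1.64 ± 0.22 and -2.24 ± 0.17 in NL1 and -1.78 ± 0.22 and -2.50 ± 0.17 in NL2 vs. NR. The changes had an adjusted p of 1.9e-09 to 0.0018 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. GT4-C did not pass in LND vs. NL1 without NL1 replicate 3 (log2FC -0.80) and without LND replicate 2 or 3 (adjusted p 0.011 to 0.018), and GT8-B did not pass in NL2 vs. NR without NR replicate 1 (log2FC 0.92) and without NL2 replicate 3 (adjusted p 0.014), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Scaled by library totals, GT8-B was at 0.97 in NL2 vs. NR.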

Downregulation was observed for GT4A/B/C, GT8B, and GT23 under LND vs. NL conditions and for GT4D and GT19 during the early LND stage. While GT4A and GT4D were annotated as putative GTs, GT19, a lipid A disaccharide synthase-like homolog (lpxB), has been associated with mannosylation reactions in lipid-like oligosaccharide synthesis [50]. Early downregulation of GT19 may indicate that mannose-based sugar donors are redirected toward polysaccharide and protein-based glycan synthesis in the initial stages of nitrogen stress. This aligns with GDP-Man-dependent GT78, annotated as a mannosylglycerate synthase, being downregulated from NL vs. NR and upregulated from LND vs. NL, as well. Additionally, GT13B and GT35, encoding α-amylase and glycogen phosphorylase, respectively, suggest the enhanced mobilization or accumulation of polysaccharide precursors such as glucose-1-phosphate (G1P). 

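GT78 (POR3673), the mannosylglycerate synthase gene, fell in NL1 vs. NR with a log2FC of -1.36 (SE 0.25, adjusted p = 0.0026) and in NL2 vs. NR with one of -1.40 (SE 0.29, adjusted p = 0.0047) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment with 3 libraries per condition. It rose in LND vs. NL1 (1.54, SE 0.18, adjusted p = 9.4e-06) and LND vs. NL2 (1.57, SE 0.21, adjusted p = 2.6e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its 0.11 ± 0.21 in LND vs. NR did not pass. GT78 did not pass in NL1 vs. NR without NR replicate 1 or 2 or NL1 replicate 1 or 2 (adjusted p 0.014 to 0.017), and it did not pass in NL2 vs. NR without NR replicate 1 or 2 or NL2 replicate 1, 2 or 3 (adjusted p 0.011 to 0.020), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.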

GH13 and GH77, known to catalyze the cleavage and rearrangement of α-1,4 glycosidic bonds in starch-like glycans, were also upregulated.

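The alpha-amylase family gene GH13 (POR4239) rose in NL1 (1.14 ± 0.15), NL2 (1.14 ± 0.14) and LND (1.97 ± 0.14) vs. NR, and GH77 (POR0525), the 4-alpha-glucanotransferase gene malQ, rose in LND vs. NR (1.26 ± 0.12), with 0.56 ± 0.14 in NL1 and 0.49 ± 0.12 in NL2, which did not pass (log2FC ± SE, n = 3 libraries per condition). The 4 changes had an adjusted p of 6.5e-06 to 4.7e-04 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. From NL to LND neither passed the fold threshold, with 0.89 ± 0.11 and 0.76 ± 0.11 in LND vs. NL1 and 0.88 ± 0.09 and 0.82 ± 0.09 in LND vs. NL2. With library totals GH77 was at 0.94 in LND vs. NR.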

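Of the 23 CAZyme genes listed as DEGs, 6 were higher in at least 1 NL condition than in NR and lower in LND than in at least 1 of them, and these are GT5 (POR3626), GT8-A (POR4276), GT8-B (POR5778), GT23 (POR0528), GT28 (POR5938) and GT32 (POR1493). GT8-A, a glucuronosyl- or xylosyltransferase family member, had 28.1 ± 5.82 CPM in NR, 60.0 ± 2.84 in NL1, 75.3 ± 7.01 in NL2 and 23.9 ± 0.862 in LND (SD, n = 3). GT32 (POR1493), a mannosyltransferase, had 16.1 ± 3.12, 48.4 ± 2.72, 46.3 ± 1.77 and 16.9 ± 2.15 CPM in the same conditions.

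**Figure D4:**
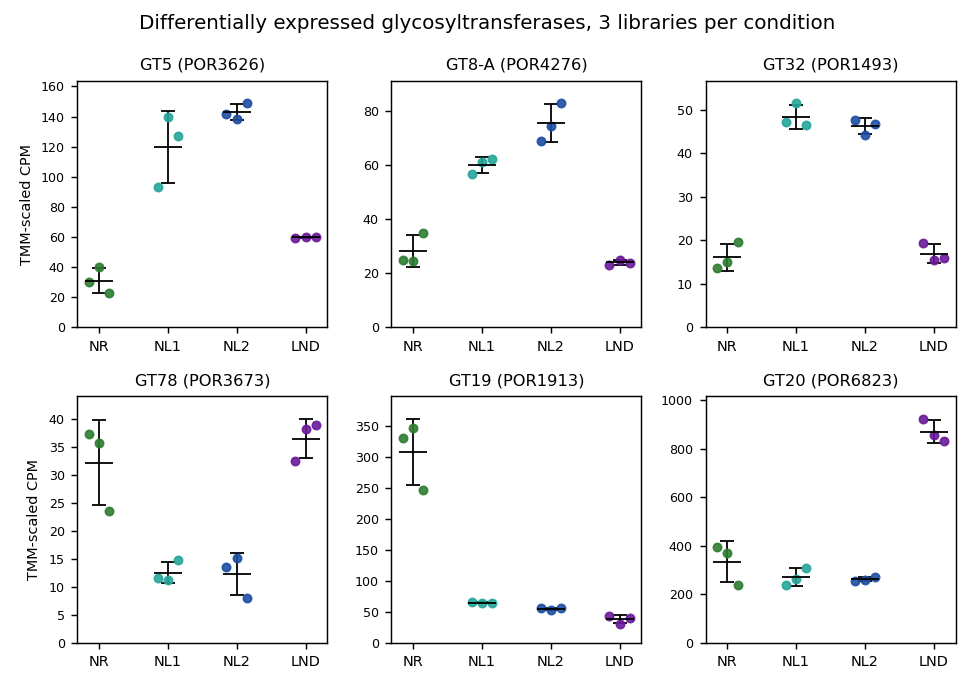
TMM-scaled CPM of 6 glycosyltransferase genes in each library (colored points, 3 per condition), with the mean (black line) and SD (bars) of each condition. GT5, GT8-A and GT32 are highest in NL1 and NL2, GT78 is lowest there, GT19 is highest in NR and GT20 in LND.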

Five CAZyme-coding DEGs displayed dynamic regulations, being upregulated under NL vs. NR and downregulated under LND vs. NL. These included GT5, GT8A, GT28, and GT32, which are involved in the synthesis of mannosyl-, xylosyl-, and glycosyl-sugar donors. This could be evidence of transient activation of polysaccharide synthesis in the early stages of nitrogen stress. Moreover, the contrasting early downregulation of GT77, annotated as an arabinosylfuranosyltransferase, with the late downregulation of GT4B, annotated as a GT involved in Capsular-like (CapM) polysaccharide biosynthesis, can point out cell wall biosynthesis and subsequent EPS release’s fine regulation. 

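GT8-A (POR4276) rose by 1.11 ± 0.18 in NL1 and 1.42 ± 0.18 in NL2 vs. NR and fell by 1.33 ± 0.13 and 1.65 ± 0.13 in LND vs. NL1 and NL2, in log2 units (SE, n = 3 libraries per condition). GT28 (POR5938), a family that includes galactosyltransferases of membrane glycolipids, rose by 1.14 ± 0.25 and 1.28 ± 0.22 and fell by 1.32 ± 0.19 and 1.47 ± 0.16. These values had an adjusted p of 7.1e-08 to 0.0072 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Neither passed in LND vs. NR (-0.29 ± 0.20 and -0.25 ± 0.27). GT28 did not pass in NL1 vs. NR without NR replicate 1 or 2 or NL1 replicate 1, 2 or 3 (adjusted p 0.011 to 0.037), and it did not pass in NL2 vs. NR without NL2 replicate 3 (adjusted p 0.011), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. GT8-A did not pass in NL1 vs. NR without NL1 replicate 2 or 3 (adjusted p 0.010), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.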

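GT77 (POR3691), the arabinosyltransferase gene, fell in NL1, NL2 and LND vs. NR, with a log2FC of -1.22 (SE 0.20, adjusted p = 0.0018), -1.16 (SE 0.21, adjusted p = 0.0020) and -1.25 (SE 0.21, adjusted p = 0.0012) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment with 3 libraries per condition. From NL to LND it did not pass (0.04 ± 0.18 vs. NL1 and -0.03 ± 0.18 vs. NL2). GT4-B (POR9558) had 0.73 ± 0.28 in NL1 and 1.07 ± 0.26 in NL2 vs. NR, neither of which passed, and passed in NL2 without NR replicate 3 (1.49). Its level was 264 ± 27.1 CPM in NL2 and 116 ± 3.26 in LND (SD, n = 3). GT77 did not pass in NL1 vs. NR without NL1 replicate 1, 2 or 3 (adjusted p 0.010 to 0.012), and it did not pass in NL2 vs. NR without NR replicate 3 (log2FC -0.96) and without NL2 replicate 1, 2 or 3 (adjusted p 0.010 to 0.014), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.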

Altogether, the predominance of GT families, together with the dynamic regulation of sugar-donor-associated CAZymes (e.g., GT5, GT32, and GT78), aligns with the conserved monosaccharide composition of *P. purpureum* EPS. Specifically, the transcriptional patterns support the incorporation of xylose, glucose, galactose, and uronic acids into the polysaccharide backbone, consistent with the EPS profile reported in Section 3.2.

Seven of the 23 CAZyme-coding DEGs were functionally associated with six KEGG terms (Figure 9B): GT4C (DGD), GT8A/B (GXYLT), GT19 (lpxB), GT20 (TPS), GH13 (WAXY), and GH36 (GalA/MGD). Altogether, this points out differentially expressed CAZymes involved in multiple pathways such as glycerolipid metabolism [30], in addition to polysaccharide and glycan metabolism.

**Figure 9:**
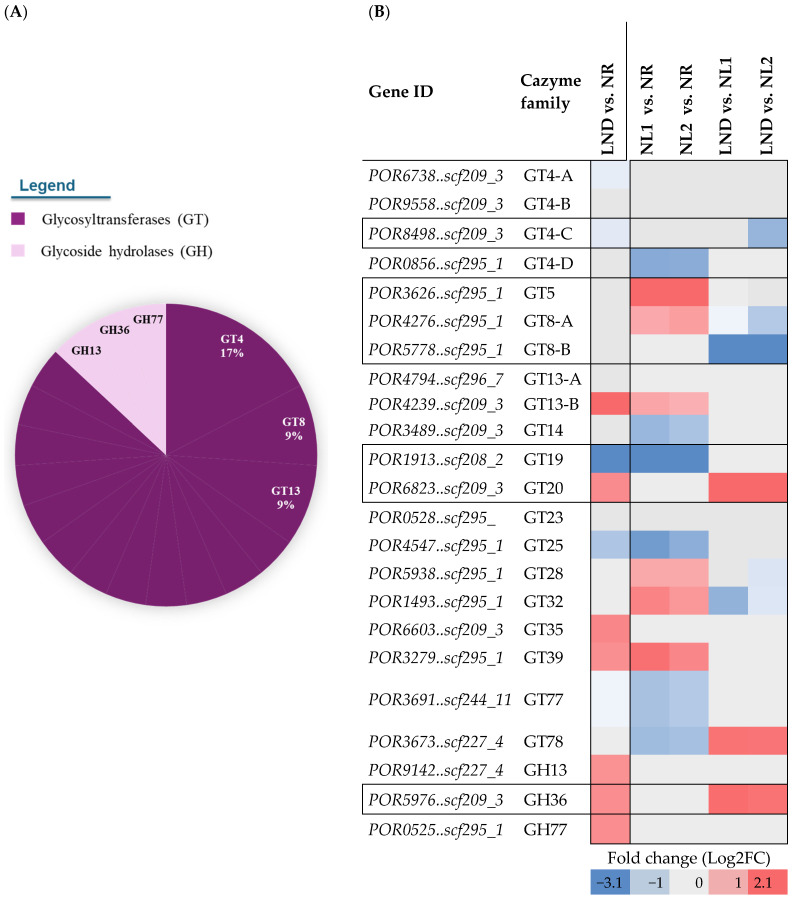
CAZYmes subfamily (**A**) distribution among identified DEGs (**B**) and their corresponding differential gene expression across pairwise comparisons. (**A**) CAZyme subfamilies representing ~35% of CAZyme distribution are tagged. All other CAzymes are associated with 1 DEG in all other subfamilies, including GT5, GT14, GT19, GT20, GT23, GT25, GT28, GT32, GT35, GT39, GT77, and GT78 (dark purple); GH13, GH36, and GH77 (light purple). (**B**) Differential expression color gradient was adjusted to max and min values of the overall table (blue: downregulated; red: upregulated). Letters A to D were attributed to GT4 genes to represent the following GenBank annotations: GT4-A, “putative glycosyltransferase”; GT4-B, “Capsular polysaccharide biosynthesis glycosyltransferase CapM”; GT4-C, Digalactosyldiacylglycerol synthase 2, chloroplastic; GT4-D, putative glycosyltransferase; and GT8-A and B, “glucoside xylosyltransferase 2”.

qRT-PCR validation was performed on more than 30 GT-coding genes selected from [24] (Table S4). Among these, 10 corresponded with differentially expressed CAZymes identified by RNA-Seq (Figure 10). Overall, qRT-PCR expression patterns were consistent with RNA-Seq, such as GT4-D, GT8B, and GT77, showing a reproducible and significant downregulation. 

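RNA-seq values of the 30 glycosyltransferase genes measured by RT-qPCR were set beside the paper's RT-qPCR values (Table S4). The RT-qPCR folds are normalized to the ARNr16S gene and the RNA-seq values to the counts of all genes. A change of mRNA as a whole against that gene would therefore move the RT-qPCR signs alone, and this was not tested. By RNA-seq, 2 of these genes rose and 4 fell in NL1 vs. NR, 4 rose and 4 fell in NL2 vs. NR (5 and 4 when adjusted over the list alone), 0 rose and 7 fell in LND vs. NR, and 0 rose and 6 fell in LND vs. NL1 and in LND vs. NL2, with the other counts the same when adjusted over the list alone. Among fits that leave out 1 library, risers in NL1 vs. NR numbered 1 without NL1 replicate 2 or 3, fallers in NL1 vs. NR numbered 2 without NL1 replicate 1 or 3, fallers in NL2 vs. NR numbered 2 without NL2 replicate 1, 2 or 3 and fallers in LND vs. NR numbered 4 without LND replicate 3. Table S5 assigns the codes 16 to 26 of Table S4, which include GT8-B, to other genes, so which gene these RT-qPCR values measure is uncertain, and Table S4 was followed here. For the codes 16 to 20, which include GT25 and GT4-A, the family names of both tables are the same and only the gene identifiers differ. Signs were compared whatever the size of the value. Values near 0 therefore count too, such as 0.01 for POR1493 in LND vs. NR and -0.02 for POR6738 in NL vs. NR. The signs were the same for 17 of 30 genes in LND vs. NR, 19 of 30 in LND vs. NL and 11 of 30 in NL vs. NR, with the mean of NL1 and NL2 as NL (two-sided exact sign test, p = 0.58, 0.20 and 0.20). For the 10 of these genes that are also among the 23 CAZyme genes listed as DEGs, on which the paper's comparison rests, 17 of 30 signs were the same over the 3 comparisons. Of the values with an asterisk in the paper, 9 of 10, 8 of 12 and 3 of 8 had the same sign. Across the 30 genes, which are not independent replicates, Spearman's rho was 0.53 in LND vs. NR (permutation p = 0.0028, Benjamini-Hochberg adjusted p = 0.0083 over the 3 comparisons), 0.11 in LND vs. NL (p = 0.57, adjusted 0.85) and -0.02 in NL vs. NR (p = 0.93, adjusted 0.93). The paper does not say whether its RT-qPCR sample of NL is NL1 or NL2. With NL1 alone as NL, 15 of 30 signs were the same in NL vs. NR (sign test p = 1.00, rho 0.19) and 18 in LND vs. NL, and with NL2 alone 10 (p = 0.099, rho -0.08) and 18. For GT77 (POR3691) the RNA-seq log2FC was -1.19 in NL and the paper's RT-qPCR fold -1.72, and in LND vs. NR the paper's fold was -3.33. The paper's folds are linear with a sign, so that -1.72 is -0.78 and -3.33 is -1.74 on the log2 scale. For GT8-B (POR5778) the RNA-seq log2FC was 0.82 in NL vs. NR and -1.11 in LND vs. NR, and the paper's RT-qPCR folds were -1.17 and -2.19. For POR0856, GT4-D in Dataset S9, the RNA-seq log2FC was -1.71 in NL and -1.06 in LND vs. NR, and the paper's RT-qPCR folds were 2.44 and 1.13. Table S4 gives POR0856 no letter, and in Fig. 10 its folds stand under GT4-A, while GT4-D there has the folds of POR8498, which is GT4-C in Table S4 and Dataset S9 and has 1 of the uncertain codes. For POR8498 the RNA-seq log2FC was 0.18 in NL and -1.42 in LND vs. NR, and the paper's RT-qPCR folds were -3.31 and -6.98.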

Dynamic regulation of GT32, annotated as an initiation-specific α-1.6-mannosyltransferase, was also confirmed between qRT-PCR/RNA-Seq results.

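GT32 (POR1493), an initiation-specific mannosyltransferase gene, rose by 1.60 ± 0.19 in NL1 and 1.52 ± 0.19 in NL2 vs. NR and fell by 1.52 ± 0.15 and 1.45 ± 0.15 in LND vs. NL1 and NL2, in log2 units (SE, n = 3 libraries per condition). These 4 values had an adjusted p of 1.3e-06 to 3.0e-04 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Against NR its value in LND was 0.01 ± 0.24 and did not pass. The paper's RT-qPCR folds for this gene were 1.56 in NL vs. NR, -1.32 in LND vs. NR and -1.98 in LND vs. NL. On the log2 scale these linear folds are 0.64, -0.40 and -0.99. The first and last have the sign of the RNA-seq values and are smaller. Of these RT-qPCR values, 0 carry an asterisk in Table S4.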

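GT14 (POR3489) and GT25 (POR4547), a family that includes galactosyltransferases, were lower than in NR throughout. Their log2FC was -1.40 ± 0.16 and -1.98 ± 0.31 in NL1, -1.27 ± 0.19 and -1.78 ± 0.30 in NL2 and -1.15 ± 0.15 and -2.08 ± 0.30 in LND vs. NR (SE, n = 3 libraries per condition). These 6 values had an adjusted p of 2.4e-04 to 0.0016 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. From NL to LND neither passed, with 0.32 ± 0.13 and -0.04 ± 0.11 vs. NL1 and 0.18 ± 0.15 and -0.25 ± 0.10 vs. NL2. The paper's RT-qPCR folds in LND vs. NL were 1.28 and 1.32 (0.36 and 0.40 on the log2 scale). The code of the latter is given to another gene identifier in Table S5, though under the family name GT25. GT4-A (POR6738) fell in LND vs. NR (-1.41, SE 0.33, adjusted p = 0.0073) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. GT25 did not pass in NL1 vs. NR without NL1 replicate 1 or 3 (adjusted p 0.010 to 0.011), and it did not pass in NL2 vs. NR without NL2 replicate 1, 2 or 3 (adjusted p 0.010 to 0.016), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. GT4-A did not pass in LND vs. NR without NR replicate 3 (log2FC -0.94) and without LND replicate 1, 2 or 3 (adjusted p 0.025 to 0.041), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.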

While GT4A/B only partially aligned with RNASeq trends, the upregulation of GT14 and GT25, a putative glycosaminoglycans transferases associated with (in)active glycan elongation [50], may be evidence of the later steps of polysaccharide or glycan modification and branching.

KEGG enrichment also highlighted CAZymes involved in polysaccharide polymerization through glycosylation and branching modification (e.g., GH CAZymes) but also glycan assembly pathways. The overall upregulation of ALG5, involved in the transfer of glucose from UDP-glucose to dolichol phosphate (Dol-P), in the early steps of glycan assembly aligned with the early and overall upregulation of OSTC and RPN2, essential components of the OST complex responsible for the transfer of oligosaccharides from dolichol to Asn residues and further glycan transfer from lipid-linked donors to proteins. This could be evidence of the glycoprotein synthesis required for the later steps involving cell wall biosynthesis and the consequent extracellular release of polysaccharides. 

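OSTC (POR5075), a subunit of the oligosaccharyltransferase complex, which transfers glycans to proteins, rose in NL1 with a log2FC of 2.09 (SE 0.34, adjusted p = 0.0016) and in NL2 with one of 1.63 (SE 0.38, adjusted p = 0.0083) vs. NR by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 3 libraries per condition. In LND vs. NR it had 1.42 (SE 0.39, adjusted p = 0.016) by the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment and did not pass, and without NR replicate 3 it passed at 1.17. RPN2 (POR7179), another subunit, rose in NL1 vs. NR (1.35 ± 0.28) and fell in LND vs. NL1 (-1.14 ± 0.23), and ALG5 (POR6123), which makes dolichyl phosphate glucose, rose in LND vs. NR (1.36 ± 0.30) and did not pass in NL1 (0.82 ± 0.33) or NL2 (0.56 ± 0.37) vs. NR. The changes of RPN2 and ALG5 had an adjusted p of 0.0011 to 0.0052 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 5 genes of the polymerization list in Table S3.2, 2 rose in NL1, 1 in NL2 and 3 in LND vs. NR (4 in LND when adjusted over the list alone), 0 fell in these, 1 fell in LND vs. NL1 and 0 changed in LND vs. NL2, and the list was chosen by the study on these libraries. OSTC did not pass in NL1 vs. NR without NL1 replicate 1 or 2 (adjusted p 0.010 to 0.011), and it did not pass in NL2 vs. NR without NR replicate 1 or 2 or NL2 replicate 1, 2 or 3 (adjusted p 0.018 to 0.055), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. RPN2 did not pass in NL1 vs. NR without NR replicate 1 or 2 or NL1 replicate 1, 2 or 3 (adjusted p 0.011 to 0.028), and ALG5 did not pass in LND vs. NR without NR replicate 2 or LND replicate 1, 2 or 3 (adjusted p 0.012 to 0.030), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Across the removals of 1 library, risers in NL1 vs. NR numbered 0 without NL1 replicate 1 or 2 and 1 without NR replicate 1 or 2 or NL1 replicate 3, risers in NL2 vs. NR numbered 0 without NR replicate 1 or 2 or NL2 replicate 1, 2 or 3 and 2 without NR replicate 3, fallers in LND vs. NL1 numbered 0 without NL1 replicate 1 or LND replicate 1 and risers in LND vs. NL2 numbered 1 without NL2 replicate 3. Library totals gave 1 riser in NL1 and 1 in LND vs. NR.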

KEGG enrichment also highlighted CAZymes involved not only in polysaccharide polymerization through glycosylation and branching modification (e.g., GH CAZymes) but also glycan assembly pathways (Table 4).

To summarize, differentially expressed CAZymes under nitrogen stress suggest a transcriptional program that maintains the conserved monosaccharide composition of EPS while modulating polysaccharide synthesis and remodeling according to nitrogen availability.

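Among the 63 glycosyltransferase genes, of which 61 were tested, 6 rose and 6 fell in NL1 vs. NR, 8 rose and 6 fell in NL2 vs. NR (9 and 6 when adjusted over the list alone), and 3 rose and 9 fell in LND vs. NR. In LND vs. NL1 2 rose and 9 fell, and in LND vs. NL2 3 rose and 9 fell, and outside NL2 vs. NR the counts were the same when adjusted over the list alone. Among the 26 glycoside hydrolase genes, 3 rose in LND vs. NR (2 when adjusted over the list alone) and 1 rose in each other comparison, and 0 fell by edgeR's quasi-likelihood test. GT5 (POR3626) had 31.0 ± 8.45 CPM in NR, 143 ± 5.34 in NL2 and 59.9 ± 0.383 in LND, and GT28 (POR5938) had 26.3 ± 8.17, 63.7 ± 2.31 and 22.9 ± 5.09 (SD, n = 3). In the fits without 1 library, fallers in NL2 vs. NR numbered 3 without NL2 replicate 1, 2 or 3. With library totals, 1 hydrolase gene rose in LND vs. NR and 1 and 2 fell in LND vs. NL1 and NL2. From the changed CAZyme genes, the paper proposes a program of transcription that keeps the monosaccharide composition of the EPS and adjusts the making and remodeling of polysaccharides to the nitrogen available.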

## 3. Materials and Methods

### 3.1. Culture Conditions and Procedure

*Porphyridium purpureum* strain 1380/1A was purchased from the Culture Collection of Algae and Protozoa (CCAP, https://www.ccap.ac.uk/ accessed on 11 January 2026) and maintained in modified Provasoli medium [34] with an N/P ≈ 4 to optimize biomass (3 g L^−1^) and exopolysaccharide (EPS) production, with the following composition per liter: 28 g NaCl, 0.73 g NaNO_3_, 0.32 g K_2_HPO_4_, 7.20 g MgSO_4_·7H_2_O, 1.55 g CaCl_2_·2H_2_O, 100 µL of 10× trace metal solution (MnSO_4_·H_2_O, (NH_4_)_6_Mo_7_O_24_·4H_2_O, CoSO_4_·7H_2_O, CuSO_4_·5H_2_O, ZnSO_4_·7H_2_O, and Fe-EDTA), and 100 µL of 10× vitamin solution (vitamin B12, thiamin, and biotin). Three independent 4 L cultures were inoculated with 500 mL of preculture. Five-liter cylindrical photobioreactor set at pH 8, 22.5 °C, cultivated cultures under continuous illumination (158 µmol/m^2^/s) and agitation (150 rpm) with air and CO_2_ set to 100 mL/min, 1004 ppm CO_2_. Samples were taken every 2–3 days for growth monitoring, and recovered supernatants (10,000× *g*, 10 min) were collected for biochemical assays. Additional large-volume samples were taken at different kinetic points to recover the algal biomass pellet for RNA extraction.

### 3.2. Growth Monitoring

#### 3.2.1. Cell Counting

Samples were taken every 2–3 days to assess cell concentration (number of cells per mL of culture) using a Malassez counting chamber. To facilitate cell counting and break aggregates, samples were pre-diluted in 28 g/L NaCl solution and sonicated (3 × 15 s, 0.4 cycles, and amplitude 60%) when necessary. No technical replicates were included for cell counting to respect volume limitation required for RNA-Seq sampling.

#### 3.2.2. Nitrate Consumption Determination

Residual nitrates in the culture medium were measured using the Cawse method, modified according to the method of [52], modified by [53]. A standard curve from 0 to 0.1 g/L was prepared from a 0.5 g/L NaNO_3_ stock solution. The reagent used was 5% perchloric acid. Absorbance was recorded at 210 nm and 275 nm. Nitrites absorb at 275 nm, allowing for correction of the final absorbance value. Sample OD was calculated as described below, and nitrate concentration (g/L) was deduced from the standard curve:

OD_sample_ = OD_210nm_ – 2 × (OD_275nm_ − ΣOD_275nm_ standard curve) (1)

#### 3.2.3. Total Sugar Determination

Preliminary desalting was performed to avoid interference from medium components during polysaccharide recovery. Samples were desalted by successive centrifugations (5000× *g*, 15 min) with water decreasing in salinity, followed by filtration through sintered glass funnels (porosity grades 1–3; 100–15 µm). The filtrate was further purified by tangential ultrafiltration (Vivaflow 200, 10 kDa cutoff; Sartorius, Göttingen, Germany), as described by [9]. Retained polysaccharides were lyophilized, resuspended in 5 mL of water, and quantified using the phenol–sulfuric acid method [54], modified as previously described [55], in which a yellow–orange color develops proportionally to total sugar content. A glucose standard curve (0.02–0.1 g/L) was prepared from a 0.1 g/L stock solution. Absorbance was measured at 483 nm, corrected with the dilution factor (DF) from the desalting step, and total sugar concentration was calculated as

Total sugar (g/L) = OD_483nm_ × DF_Desalting step_ (2)

### 3.3. Exopolysaccharide (EPS) Characterization

#### 3.3.1. Sulfate Content Determination

Sulfate content, reflecting polysaccharide sulfation, was determined by turbidimetric BaCl_2_/gelatin assay [56]. Standard curves (0.25–3 mg/mL K_2_SO_4_) were prepared, and absorbance was measured at 550 nm. Results were expressed in SO_4_ equivalent.

#### 3.3.2. Neutral and Acidic Sugar Content Determination

Neutral sugars were measured with resorcinol [55] and acidic sugars with meta-hydroxybiphenyl (m-HBP) [57]. Hot acid hydrolysis releases sugar monomers, which form furfural derivatives that condense with phenolic reagents. Absorbances were measured at 450 nm (neutral) and 520 nm (acidic). Standard curves of glucose and glucuronic acid (0.05–0.45 g/L) were used to correct cross-interference using the formula from [58].

#### 3.3.3. High-Performance Anion-Exchange Chromatography with Pulsed Amperometric Detection (HPAEC-PAD)

HPAEC was used to identify and quantify monosaccharides after acid hydrolysis of freeze-dried polysaccharides, using an ICS 3000 (Dionex, Sunnyvale, CA, USA) equipped with pulsed amperometric detection (PAD) and AS 50 autosampler, as previously described [38,39]. Hydrolysates (10 mg in 1 mL trifluoroacetic acid, 1.5 h, and 120 °C) were neutralized, centrifuged, diluted (1/10, 1/100, and 1/1000), filtered (0.22 μm), and injected on a CarboPac PA1 column (4 × 250 mm) with precolumn (4 × 50 mm). Injection volume was fixed at 25 µL. Before each injection, columns were equilibrated by running for 15 min with 18 mM NaOH. Samples were eluted isocratically with 18 mM NaOH for 25 min, followed by a linear gradient between 0 and 0.5 M sodium acetate in 200 mM NaOH for 20 min to elute acidic monosaccharides. Run was followed by 15 min washing with 200 mM NaOH. The eluent flow rate was kept constant at 1 mL/min. Columns were thermostated at 25 °C. External standards (l-Rha, l-Fuc, l-Ara, d-Xyl, d-Man, d-Gal, d-Glc, d-GlcA, and d-GalA) and internal standard addition allowed for quantitative determination of monosaccharide composition. Data were collected and analyzed with Dionex Chromeleon 6.80 software (Dionex, Sunnyvale, CA, USA).

### 3.4. Gene Expression Analysis

#### 3.4.1. RNA Extraction

Five technical replicates were collected at four kinetic timepoints associated with three nitrogen availability conditions determined through cell growth performance, residual nitrate concentrations, and total sugar concentrations. Nitrogen-replete (NR) conditions aligned with exponential growth (low sugar, high nitrate), nitrogen-limitation (NL) conditions aligned with the onset of total sugar accumulation (rising sugar content), and late-stage nitrogen depletion (LND) conditions aligned with advanced stationary phase (high sugar, low nitrate). Before RNA extraction, samples were grounded manually in liquid nitrogen. Total RNAs were extracted using the TRIzol^®^ protocol (Qiagen) according to the provider’s recommendations. After homogenizing approximately 100 mg of algal cells, 1 mL of TRIzol^®^ was added and incubated at RT for 5 min. Then, 0.2 mL chloroform per 1 mL of TRIzol^®^ used was added. After centrifugating (12,000× *g*, 15 min, and 4 °C), the upper aqueous phase containing RNAs was collected. Then, total RNA was precipitated using 0.5 mL isopropanol per 1 mL of TRIzol^®^ used in the aqueous phase. After centrifugation, the pellet was washed with 1 mL of 75% ethanol per 1 mL of original TRIzol^®^. The pellet was dried and resuspended in 20 µL of RNAse-free water for further analyses. Extracted RNA integrity was verified on 1% agarose gels.

#### 3.4.2. Gene Selection, Primer Design, Reverse Transcription, and Quantitative PCR (RT-qPCR)

Primers targeting 33 genes belonging to the glycosyltransferase (GT) family were selected to perform qRT-PCR (Table S5). These genes were chosen from data published by [24]. Primers were designed using Primer3plus software v.3.2.0, setting a fragment size between 280 and 320 bp. A temperature gradient assay was performed by PCR to determine the hybridization temperature for quantitative PCR (qRT-PCR) (60 °C, 63.8 °C, and 68 °C), and ARNr16S gene, as a housekeeping gene, was designed based on sequence alignment and synthesized by Eurofin genomics [https://eurofinsgenomics.eu, accessed on 1 January 2022]. Reverse transcription (RT) of 2 µg of total RNAs was carried out using the Maxima H minus first strand cDNA synthesis kit with dsDNAse (Thermofisher K1682), following the manufacturer’s protocol for the provided instructions (DNAse: 2 min 37 °C, Rt: 30 min 50 °C, and 5 min 85 °C). RTqPCRs were conducted on 1:20 diluted cDNAs on the Gentyane genotyping platform [https://gentyane.clermont.inrae.fr/, accessed on 1 January 2022], using a Hamilton Genomics Starlet robot to distribute the cDNAs and the Roche Green 1 Master mix (04887352001). RTqPCR was performed in a Roche 480 Light Cycler (95 °C 10 min, 45 amplification cycles (95 °C 10 s, 60 °C 15 s, and 72 °C 15 s) and melting curve (95 °C 15 s, 60 °C 15 s, and 95 °C continuously with acquisition every 5 °C)). Results were analyzed using the LightCycler480SW1.5 software, normalized by the housekeeping gene, and then processed using the 2−ΔΔCt method described by [51].

### 3.5. Transcriptomic Analysis

#### 3.5.1. RNA-Seq Procedure and Analysis

RNA Sequencing was carried out on the Genotoul platform in Toulouse (France) using one channel. Stranded mRNA libraries were prepared using the Illumina TruSeq Stranded mRNA Library Preparation Kit, following the manufacturer’s instructions. Libraries were pooled and sequenced using an SP flow cell. Paired-end sequencing was performed, generating reads of 150 base pairs from each end (2 × 150 bp) with standard NovaSeq chemistry.

#### 3.5.2. Mapping Reads to *Porphyridium* Genome

Mapping reads to reference sequences was performed using rna_star 2.7.8a with default parameters on the Galaxy platform. The genome assembly and annotation version of *P. purpureum* used as reference in this study has been published by [27] and downloaded from http://porphyra.rutgers.edu (accessed on 1 April 2022). Raw read counts were created using featurecounts 2.0.1 on the Galaxy web server. The annotation version 2 of *P. purpureum* genome (file Porphyridium_purpureum_v2_genemodels.gff, downloaded from http://porphyra.rutgers.edu, accessed on 1 April 2022) was used to estimate the raw expression of each gene (feature type filter = gene).

#### 3.5.3. Principal Component and Differential Expression Analyses

Principal component analysis (PCA) was carried out on variance-stabilized transformed (VST) counts. This transformation was applied to stabilize variance across the dynamic range of expression values and to allow for an unbiased exploration of sample clustering. Differential expression analysis was performed using DESeq2 (v1.34.0) as implemented on the DEBrowser platform (DEBrowser v1.22.5, [59]). Raw count data were normalized using the median-of-ratios method, and dispersion parameters were estimated according to the negative binomial distribution model. To identify differentially expressed genes (DEGs), the likelihood ratio test (LRT) framework was applied. Resulting *p*-values were corrected for multiple testing using the Benjamini–Hochberg method to control the False Discovery Rate (FDR, adjusted *p*-value). FDR was assigned an adjusted *p*-value cutoff of 0.01, and no log_2_ fold-change (FC) shrinkage was applied in this analysis. Missing values (NA) were taken out, and all genes and samples had verified variances (variance > 1^−10^) to ensure consistency and homoscedasticity across all samples.

#### 3.5.4. Gene Ontology (GO) Enrichment Analysis

GO functional enrichment analysis was performed using Blast2GO. Following best practice recommendations for input gene subsetting [60], GO terms assignment was performed separately for upregulated and downregulated differentially expressed genes (DEGs) in each pairwise comparison. For each GO term identified as overrepresented, the proportion of GO-annotated DEGs associated with a given GO term (GeneRatio) was calculated as

GeneRatio = n° DEGs annotated to the GO term/Total n° GO-annotated DEGs(3)

GeneRatio was contextualized relative to the frequency of the same GO term in the GO-annotated gene set to assess overrepresentation compared to expectation by chance. This was considered by calculating the Enrichment Factor (EF) as

Enrichement Factor (EF) = GeneRatio/(n°genes annotated to the GO term/Total n° GO-annotated genes)(4)

Finally, the significance of FDR values, expressed as enrichment score, was calculated as

Enrichment score (ES) = −log_10_(FDR) (5)

GO terms with statistically significant enrichment (−log_10_(FDR) > 2.0; FDR < 0.01) were represented in bubble plots using RStudio v.2025.09.0+387. FDR significance, expressed as −log_10_(FDR), was assessed to evaluate the robustness of both common and uniquely enriched terms in pairwise comparisons.

#### 3.5.5. KEGG (K-Term) Enrichment Analysis

KEGG (Kyoto Encyclopedia of Genes and Genomes) database used to perform K-term annotations of differentially expressed genes (DEGs) across pairwise comparisons using BlastKOALA. CAZyme-coding DEG with BlastKOALA K-term annotations were completed with KofamKOALA and GhostKOALA analyses, each being run in duplicates. Final assignments were kept when multiple tools pointed towards a “consensus” annotation, and single annotations were also retained if their scores were above the defined threshold for the respective K-term.

### 3.6. In Silico Subcellular Localization Prediction Analysis

DEGs linked to common K-terms and showing opposite FC patterns within the same sampling timepoint were complemented by in silico subcellular localization prediction using three servers: TargetP 2.0, DeepLoc 2.0/2.1, and LOCALIZER 1.0.4. “Consensus” subcellular localization was assigned when at least two tools provided the same output, whereas mutually exclusive predictions were classified as “ambiguous.” Probability thresholds of DeepLoc 2.0/2.1 prediction tool are listed in Supplementary Materials. TargetP 2.0 was run using the “Plant” organism filter [61]. Multi-label predictor DeepLoc 2.0/2.1 was used with the “High throughput (Fast)” model and “long output” format [62]. LOCALIZER predictions were performed with sequences designated as “Full plant sequences” [63].

## 4. Conclusions and Perspectives

Under progressive nitrogen stress, *P. purpureum* revealed a gradual, phase-dependent metabolic response characterized by temporally structured metabolic shifts rather than a binary transition to deprivation. Physiological characterization showed that reduced nitrogen uptake coincided with polysaccharide secretion, linking carbon overflow and EPS release to external nitrogen availability. Transcriptomic analyses indicated global metabolic downregulation and a selective upregulation of stress-responsive functions related to photosystem composition, redox homeostasis, and carbohydrate catabolism, hinting at metabolic redirection towards nucleotide–sugar metabolism. Upregulation of the carbohydrate catabolic metabolism and nucleotide–sugar synthesis, aligned with the coordinated induction of specific CAZyme families (GT4, GT8, and GT77), supports a tightly regulated balance between polysaccharide synthesis/polymerization and glycan assembly.

Our findings highlight enzyme compartmentalization as a key research priority in polysaccharide metabolism, as preliminary in silico predictions indicate phase- and compartment-specific nitrogen metabolism during early nitrogen stress [32,44]. Experimental validation and future cluster-based transcriptomic analyses may further resolve coordinated regulatory responses in *Porphyridium* spp. [64].

## Figures and Tables

**Figure 1:**
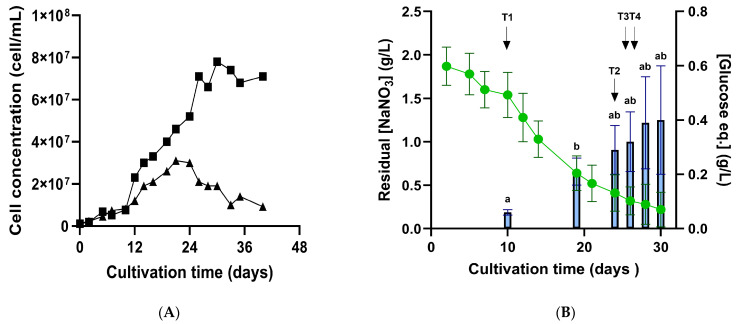
Growth (**A**) nitrate consumption and exopolysaccharide (EPS) production (**B**) during 5L-photobioreactors cultivation of *P. purpureum*. (**A**) Cell concentration (cells/mL) shown as individual growth curves from two independent biological replicates. (**B**) Residual nitrate concentration (dotted line, g/L) and EPS concentration quantified by total carbohydrate assay and expressed as glucose equivalents (bars, g/L). Data shown as means ± standard deviations (SD) of biological triplicates until day 28 (start of stationary phase). Measurements beyond this timepoint are provided in Dataset S1. Statistically significant differences between timepoints are indicated by distinct letters (*p*-value < 0.05; Student’s *t*-test). RNA-Seq sampling points (T1–T4) are indicated by arrows.

**Figure 2:**
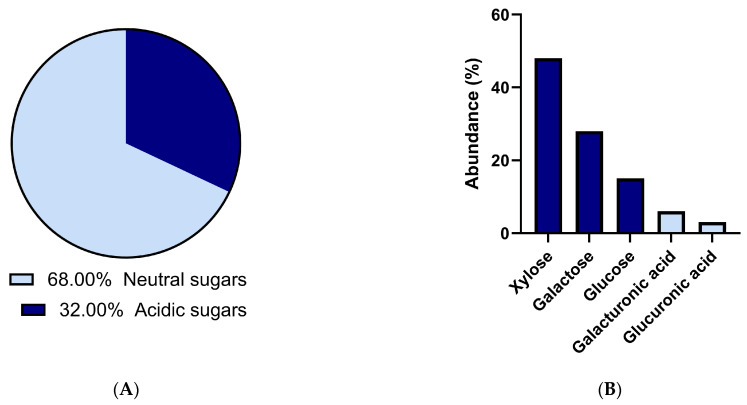
Exopolysaccharide general (**A**) and monosaccharide (**B**) composition. (**A**) Acidic and neutral sugar contents of EPS extracted from one of the biological replicates were expressed in % of mass ratios. (**B**) Monosaccharide composition of EPS determined by HPAEC-PAD from the same biological replicate and are expressed in % of molar ratios (Dataset S2). These data are presented as descriptive compositional reference information and were not subjected to statistical analysis.

**Figure 3:**
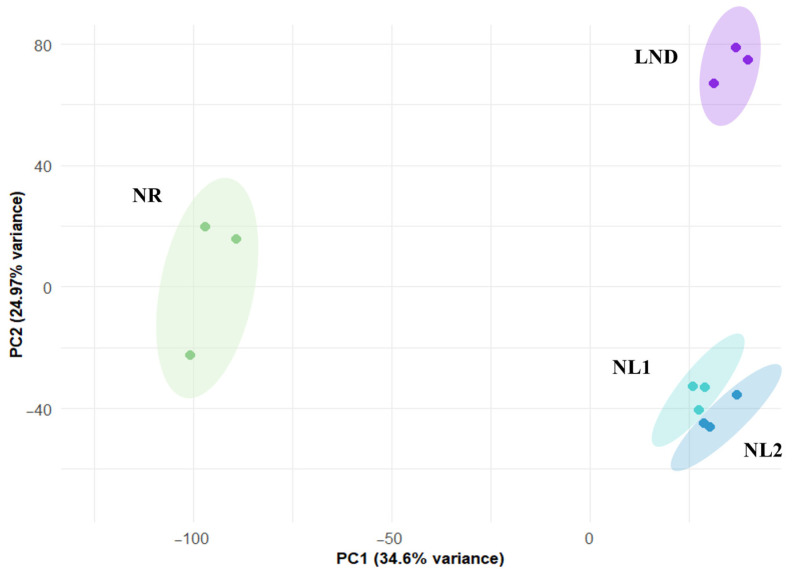
Two-dimensional principal component analysis (2D-PCA) of gene expression taken under nitrogen-replete (NR), nitrogen-limited (NL1, NL2), and late-stage nitrogen-depletion (LND) conditions. Gene expression variance of samples taken at T1, T2-T3, and T4 in technical triplicates.

**Figure 4:**
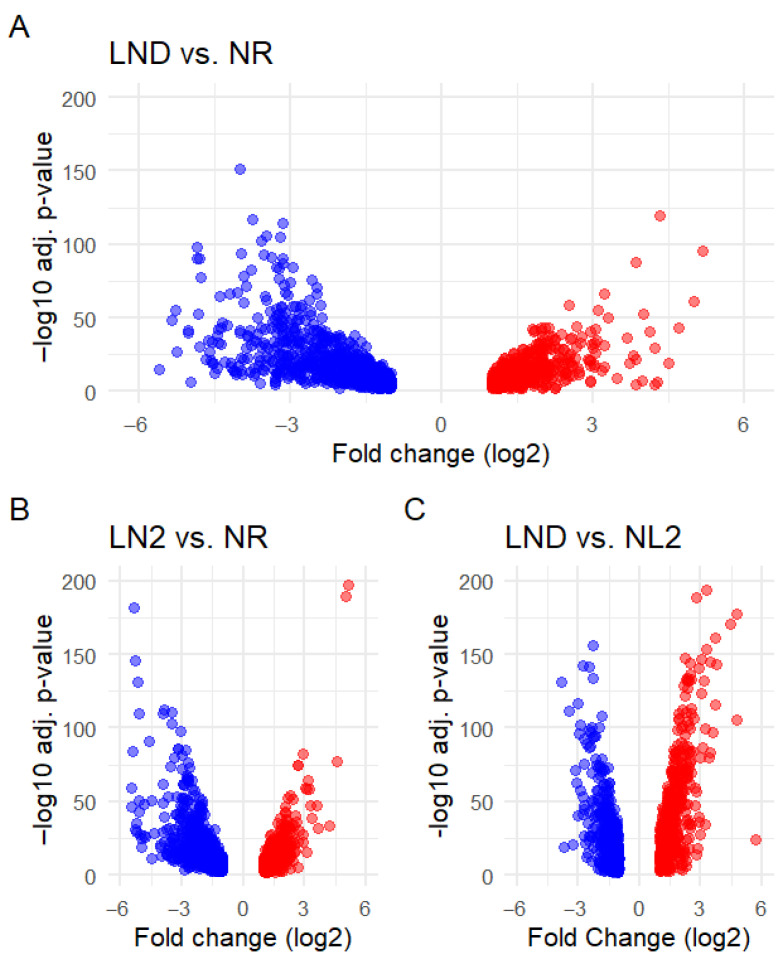
Volcano plots of DEGs across pairwise comparisons: (**A**) LND vs. NR, (**B**) LND vs. NR, and (**C**) NL2 vs. LND. Down (blue)- and upregulated DEGs (red) are plotted according to their fold change (FC, log_2_) and their statistical significance (FDR, –log_10_(adj. *p*-value)). FC threshold was set at |log_2_(FC)| ≥ 1 and FDR threshold was set at –log_10_(adj.pv) ≥ 2. Differential expression analysis was performed using DESeq2 on raw counts from all biological replicates, applying the likelihood ratio test (LRT) to identify DEGs. Volcano plots were generated from the resulting DESeq2 output (Figure S1).

**Figure 5:**
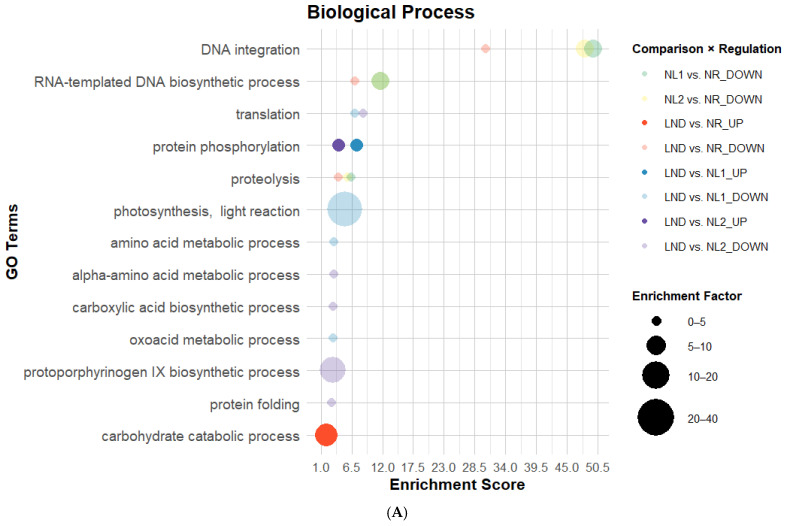

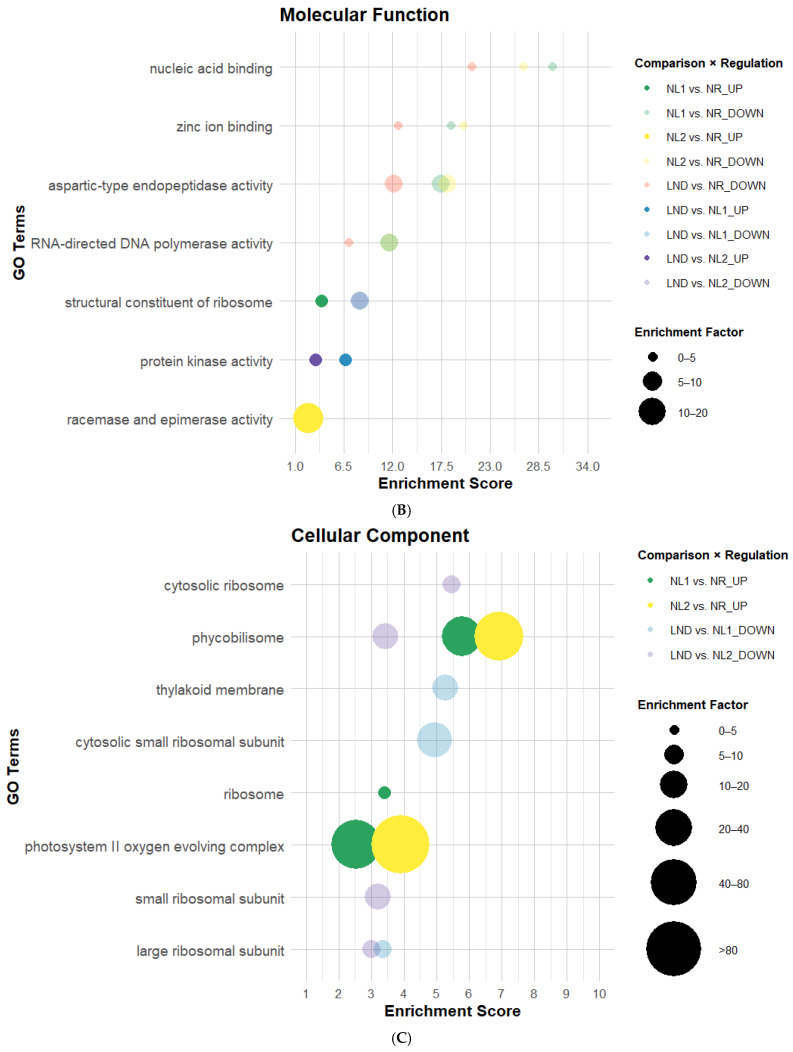
Bubble plots of enriched GO categories in DEGs across pairwise comparisons: Biological Process (**A**), Molecular Function (**B**), and Cellular Component (**C**). GO terms associated with DEGs using Blast2GO, illustrated here, possess enrichment score (ES) > 2. Bubble size indicates the Enrichment Factor (EF), illustrating the relative number of genes attributed to each GO term; color represents pairwise comparison; and opacity shows regulation direction: opaque = upregulated, transparent = downregulated (Dataset S5).

**Figure 6:**
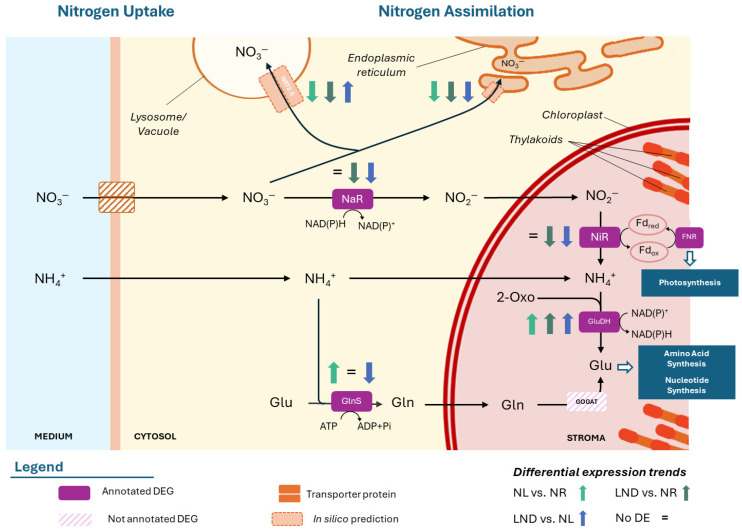
Hypothetical nitrogen uptake and assimilation pathways of *P. purpureum* under nitrate deprivation. Differential expression of KEGG Orthology (KO)-annotated genes identified in pairwise comparisons between nitrogen-replete (NR), nitrogen-limited (NL1, NL2), and late-stage nitrogen-depleted (LND) conditions. “=” represents no significant differential expression. The annotated abbreviations correspond to those used to represent the genes in Table 1. Additional information is available in Table S2.1. Blue boxes represent major metabolisms. Nitrate (NO_3_^−^), nitrite (NO_2_^−^), ammonium (NH_4_^+^), nitrate reductase (NaR), nitrite reductase (NiR), ferredoxin-NADP reductase (FNR), glutamine (Gln), glutamate (Glu), glutamine synthetase/glutamate synthase (GlnS/GOGAT), glutamate dehydrogenase (GluDH), and 2-oxoglutarate (2-Oxo). The schematic illustrations in this study were strongly inspired by [22,42].

**Figure 7:**
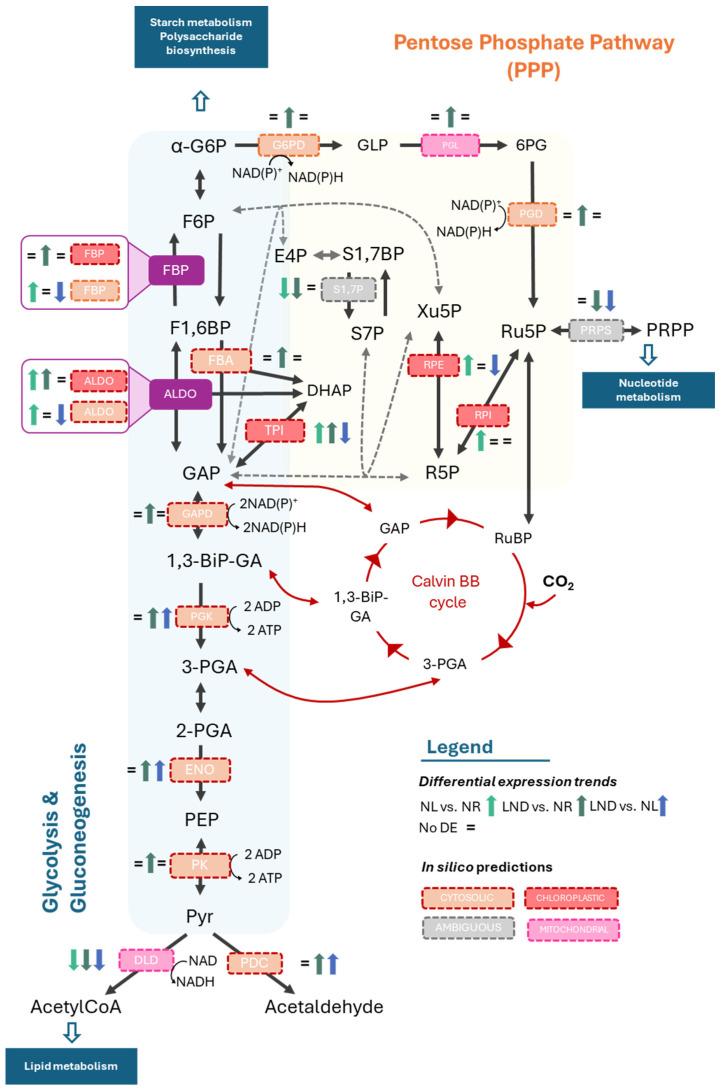
Hypothetical glycolysis, gluconeogenesis, and pentose phosphate pathway (PPP)-coordinated regulation in *P. purpureum* under nitrogen deprivation. Differential expression of KEGG Orthology (KO)-annotated genes identified in pairwise comparisons between nitrogen-replete (NR), nitrogen-limited (NL), and late-stage nitrogen-depleted (LND) conditions. “=” represents no significant differential expression. Yellow background envelopes PPP routes; blue backgrounds envelopes glycolysis and gluconeogenesis; and green background envelopes interconnecting routes. Enzymes and their putative subcellular localization predicted in silico are described in the figure’s caption. Blue boxes represent major metabolisms. Dotted gray arrows represent putative plastidial bypass of the PPP suggested by [44]. Glucose-6-phosphate (G6P); glucose-6-phosphate dehydrogenase (G6PD); phosphogluconolactonase (PGL); 6-phosphogluconate dehydrogenase (PGD); Ribulose-5-phosphate (Ru5P); Ribulose-1.5-biphosphate (RuBP); Ribose-5-phosphate (R5P); phosphoribosyl pyrophosphate synthetase (PRPS); phosphoribosyl pyrophosphate (PRPP); fructose-6-phosphate (F6P); fructose-1,6-bisphosphatase (FBP); fructose-bisphosphate aldolase (FBA); aldolase (ALDO); erythrose 4-phosphate (E4P); sedoheptulose-1,7-biphosphate (S1,7P); sedoheptulose-7-phosphate (S7P); xylulose-5-phpsphate (Xu5P); dihydroxyacetone phosphate (DHAP); glyceraldehyde-3-phosphate (GAP); glyceraldehyde-3-phosphate dehydrogenase (GAPD); 1,3-bisphosphoglycerate (1,3-BiP-GA); phosphoglycerate kinase (PGK); 3-phosphoglycerate (3-PGA); 2-phosphoglycerate (2-PGA); enolase (ENO); phosphoenolpyruvate (PEP); pyruvate kinase (PK); pyruvate (Pyr); carbon dioxide (CO_2_); dihydrolipoyl dehydrogenase (DLD); and pyruvate decarboxylase (PDC). Additional information is available in Table S2.3–S2.5. The schematic illustrations in this study were strongly inspired by [22,42].

**Figure 8:**
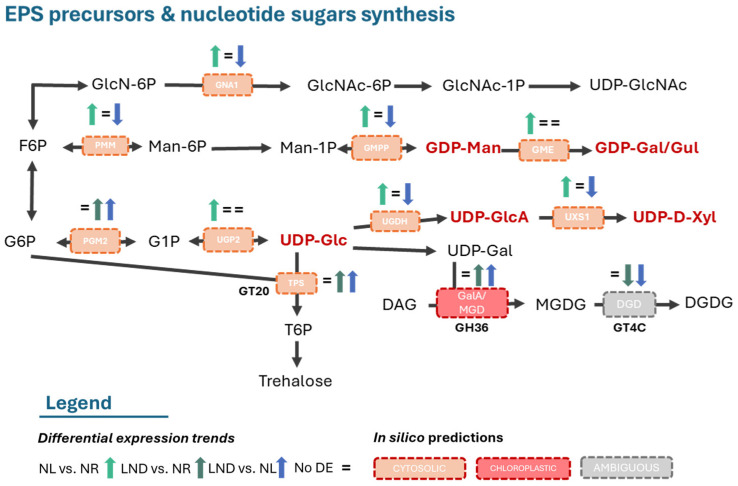
Hypothetical EPS precursors and nucleotide–sugar synthesis. Differential expression (DE) of K-term-annotated genes identified in pairwise comparisons. GT20, GH36, and GT4C description in Figure 9. Additional information is available in Table S3.1–S3.2. The schematic illustrations in this study were strongly inspired by [22,42].

**Figure 10:**
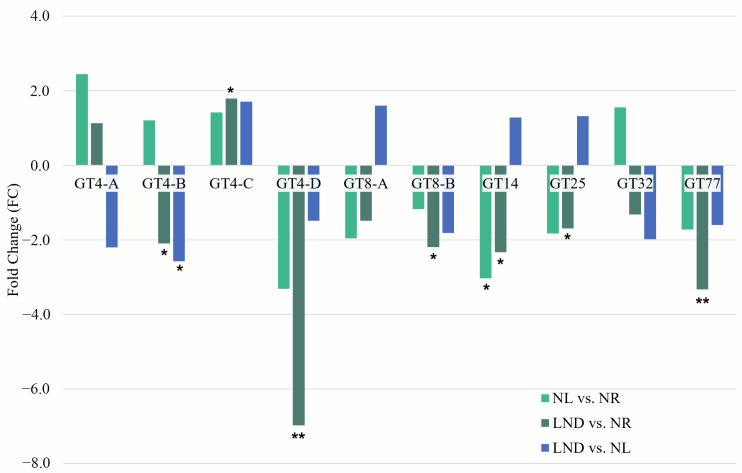
Fold change (FC) of differentially expressed glycosyltransferase measured by RT-qPCR. Differential expressions identified in pairwise comparisons: NL vs. NR (light green), LND vs. NR (dark green), and LND vs. NL (blue). Expression was normalized to the ARNr16S housekeeping gene. Relative quantification and fold changes were calculated using the 2^(−ΔΔCt) method [51]. Asterisks indicate statistically significant differences from control conditions (*, *p* < 0.05; ** *p* < 0.01 calculated using Kruskal & Wallis and Wilcoxon statistical tests).

**Table 1:** Differentially expressed genes (DEGs) across nitrogen availability transitions in *P. purpureum* pairwise comparisons. (A) Pairwise comparisons relative to nitrogen-replete (NR) conditions, NL1 vs. NR, NL2 vs. NR, and LND vs. NR; and (B) pairwise comparisons within nitrogen-limited conditions, LND vs. NL1 and LND vs. NL2, are shown. Up- and downregulated DEGs are shown, with total DEGs reported for each comparison. Further details can be found in Table S1.

A				
Comparison	Condition	Upregulated	Downregulated	Total DEGs
NL vs. NR	NL1	550	732	1282
	NL2	608	786	1394
LND vs. NR	-	683	1004	1687
**B**				
**Comparison**	**Condition**	**Upregulated**	**Downregulated**	**Total DEGs**
LND vs. NL	NL1	541	453	994
	NL2	586	539	1125

NR, nitrogen-replete; NL1, nitrogen-limited (timepoint T2); NL2, nitrogen-limited (timepoint T3); and LND, late-stage nitrogen-depleted (timepoint T4).

**Table 2:** Differential gene expression of K-term-associated DEGs related to nitrogen metabolism in *P. purpureum* (extract from Table S2.1). Differential expression of KEGG Orthology (KO)-annotated genes identified in pairwise comparisons between NR, NL (1-2), and LND conditions, expressed in log_2_ fold change (FC). Differential expression color gradient was adjusted to max and min values of the overall table. Gray cells indicate genes that were not differentially expressed or not detected in the corresponding comparison The annotated abbreviations correspond to those used to represent the genes in Figure 6.

		Fold Change (FC)				
Gene ID	Annotation (Abbreviation)	LND vs. NR	NL1 vs. NR	NL2 vs. NR	LND vs. NL1	LND vs. NL2
*POR6298..scf295_1*	High-affinity nitrate transporter 2.5 (NRT2.5)		−1.9	−1.7	2.9	2.7
*POR8948..scf295_1*	High-affinity nitrate transporter 2.5 (NRT2.5)	−4.4	−1.8	−1.7	−2.5	−2.6
*POR1427..scf295_1*	High-affinity nitrate transporter 2.5 (NRT2.5)	−3.8	−2.2	−2.4	−1.5	−1.3
*POR7993..scf295_1*	High-affinity nitrate transporter 2.5 (NRT2.5)	−1.4				
*POR6787..scf295_1*	Nitrate reductase NADH (NaR)	−2.7			−2.9	−2.8
*POR8251..scf295_1*	Nitrate reductase NADH (NaR)	−2.9			−2.7	−2.7
*POR3077..scf295_1*	Nitrate reductase NADH (NaR)	−1.2				
*POR3485..scf295_1*	Glutamate dehydrogenase (GluDH)	2.0		1.2	1.0	
*POR2445..scf236_6*	Ferredoxin–nitrite reductase (NiR)	−1.5			−2.3	−2.4
*POR7605..scf227_4*	Glutamine synthetase isozyme (GlnS)			1.2	−1.1	−1.6

**Table 3:** Differential gene expression of K-term-associated DEGs related to photosynthesis in *P. purpureum* photosynthesis (extract from Table S2.2). Differential expression of KEGG Orthology (KO)-annotated genes identified in pairwise comparisons between NR, NL (1-2), and LND conditions, expressed in log_2_ fold change (FC). Differential expression color gradient was adjusted to max and min values of the overall table.

		Fold Change (FC)				
Gene ID	Annotation (Abbreviation)	LND vs. NR	NL1 vs. NR	NL2 vs. NR	LND vs. NL1	LND vs. NL2
*POR6298..scf295_1*	PS II Psb27		2.0	2.2		−1.2
*POR3050..scf295_1*	PS II oxygen-evolving enhancer (OEC)		2.3	2.7	−1.5	−1.9
*POR2665..scf244_11*	Cytochrome b 6-f complex subunit	1.1	1.1	1.2		
*POR2912..scf227_4*	Photosystem I subunit psaO		2.5	2.4	−1.7	−1.5
*POR6098..scf229_5*	Chlorophyll a-b binding protein/PSI-LHC		2.5	2.9	−1.5	−1.9
*POR8201..scf295_1*	Ferredoxin, leaf L-A				−1.1	
*POR1681..scf209_3*	Ferredoxin-NADP reductase (FNR)		1.1	1.5	−1.1	−1.5
*POR7078..scf295_1*	ATP synthase, gamma chain		1.4	1.7	−1.1	−1.4

**Table 4:** Differential expression of KEGG Orthology (KO)-annotated genes identified in pairwise comparisons between NR, NL (1-2), and LND conditions (extract from Table S3.2), expressed in log2 fold change (FC). ALG5, dolichyl phosphate β-glucosyltransferase; RPN2, dolichyldiphospho-oligosaccharide-protein subunit; OSTC, oligosaccharyltransferase complex subunit; and genes involved in polymerization, branching, and modification of polysaccharides. Differential expression color gradient was adjusted to max and min values of the overall table (blue: downregulated; red: upregulated).

		Fold Change (FC)				
Gene ID	Annotation (Abbreviation)	LND vs. NR	NL1 vs. NR	NL2 vs. NR	LND vs. NL1	LND vs. NL2
*POR6123..scf244_11*	dolichyl-phosphate β-glucosyltransferase (ALG5)	1.2				
*POR7179..scf289_17*	dolichyl-diphosphooligosaccharide-protein glycosyltransferase subunit (RPN2)		1.2		−1.1	
*POR5075..scf208_2*	oligosaccharyltransferase complex subunit (OSTC)	1.2	1.9	1.4		

## Data Availability

Data is contained within the article or Supplementary Materials. Raw transcriptomic data and processed files have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE312736. Individual sample accessions range from GSM9352190 to GSM9352201.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/md24010040/s1, Datasets: S1. Physiological characterization, kinetics, and statistical validation of *P. purpureum* cultivation; S2. Exopolysaccharide general (A) and monosaccharide (B) composition; S3. VST normalized gene expression of T1-T4 samples and corresponding gene annotations.; S4. Differential gene expression (DEGs) across experimental conditions; S5. Differential Regulation of GO Terms (GeneRatio, EF, ES) Across Pairwise Comparisons; S6. KEGG annotation summary and pathway enrichment distribution across pairwise comparisons; S7. Subcellular localization prediction of DEGs involved in nitrogen, sugar, and polysaccharide metabolism; S8. Carbohydrate-activated enzyme (CAZyme) gene annotation in the transcriptome; S9. CAZyme-coding DEG annotations and (sub)families distribution (%). Figures: S1. Volcano plots of DEGs across pairwise comparisons between all conditions; S2. K-term distribution among enriched KEGG categories (A) and KEGG Pathway distribution in ‘Metabolism’ category (B) S1. Tables: S1. Differentially Expressed Genes (DEGs) identified across nitrate conditions; S2. Differential gene expression and K-term annotations for nitrogen metabolism, photosynthesis, PPP, glycolysis, gluconeogenesis, oxidative phosphorylation; S3. Differential expression gene and K-term annotations for polysaccharide metabolism (CAZymes); S4. Differential gene expression of 33 CAZymes annotated in *P. purpureum*. All figures are in High Resolution. S5. CAZyme primer details used in the study for *P. purpureum*.

# Supplementary material for: Transcriptomic Insights into Metabolic Reprogramming and Exopolysaccharide Synthesis in Porphyridium purpureum Under Gradual Nitrogen Deprivation
**Source:** Mar Drugs. 2026 Jan 13;24(1):40. doi: 10.3390/md24010040
**Supplement:** Supplementary file 1

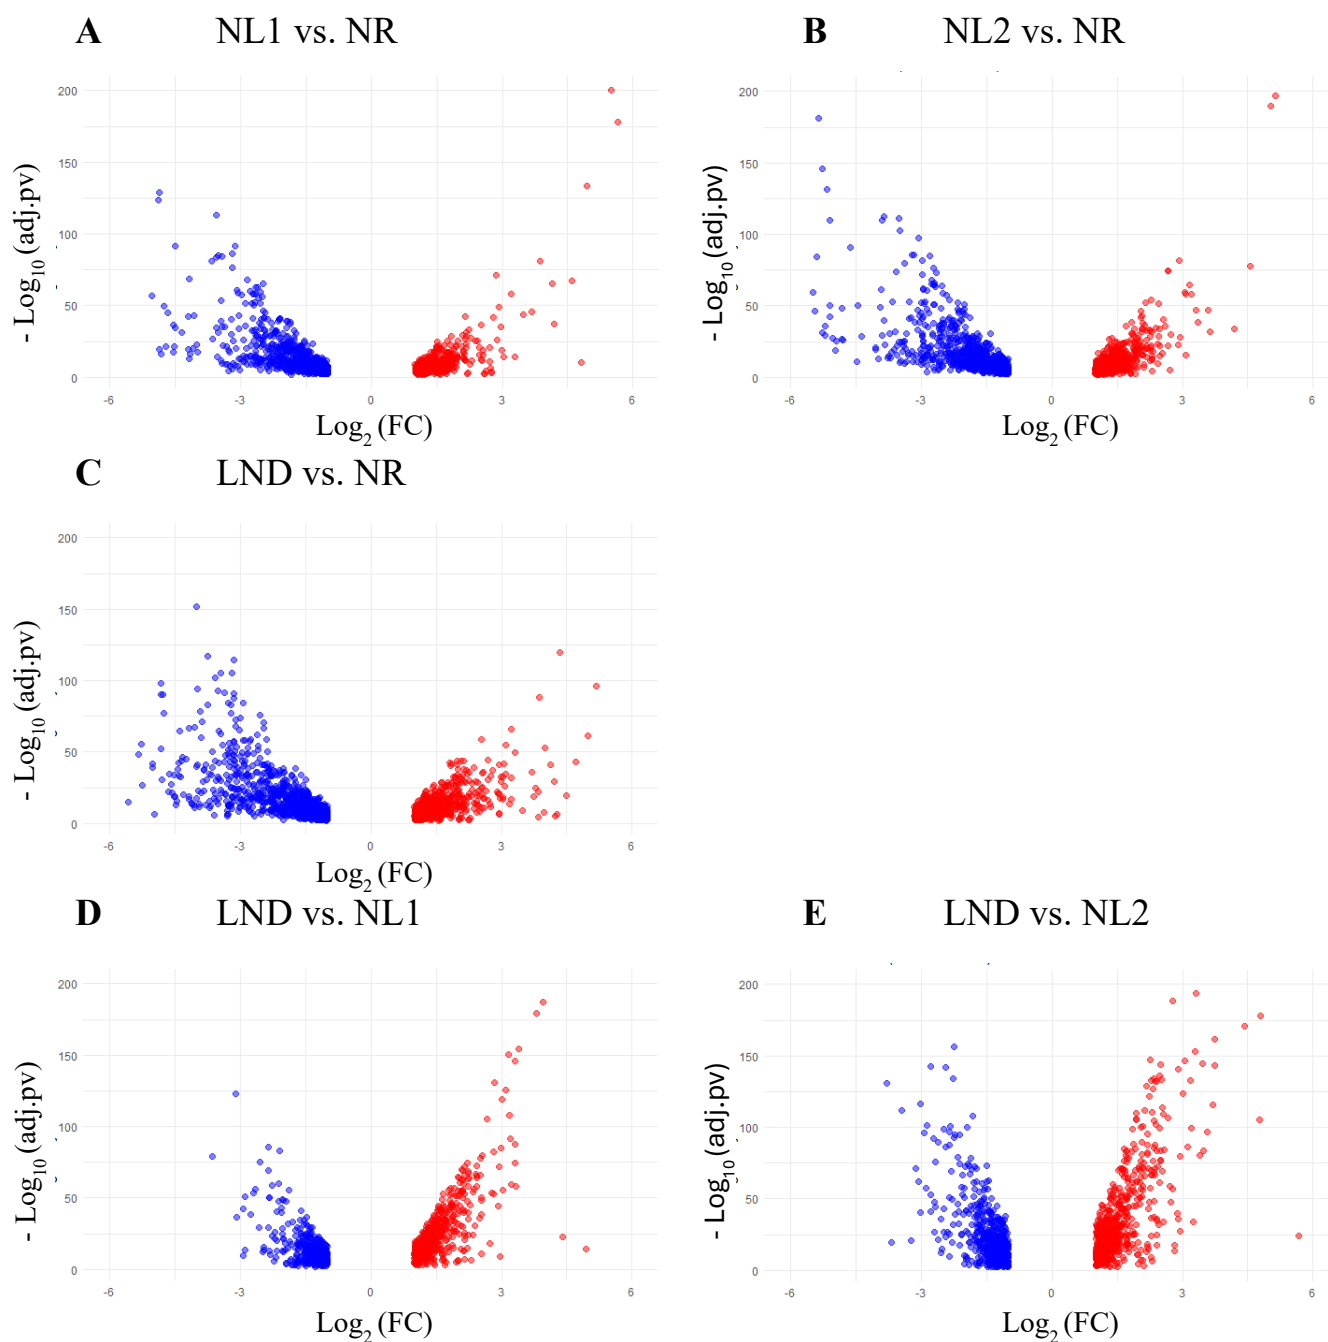

Figure S1. Complete set of volcano plots (A,B) of DEGs across pairwise comparisons (Figure 4 Complete). (A) NL1 vs. NR; (B) NL2 vs. NR, (C) LND vs. NR, (D) LND vs. NL1, (E) LND vs. NL2. Down- (blue) and up-regulated DEGs (red) are plotted according to their fold change (FC, log2) and their statistical significance (FDR, $-\log_{10}(\text{adj. p-value})$). FC threshold was set at $|\log_2(\text{FC})| \geq 1$ and FDR threshold was set at $-\log_{10}(\text{adj.pv}) \geq 2$. Differential expression analysis was performed using DESeq2 on raw counts from all biological replicates, applying the likelihood ratio test (LRT) to identify DEGs. Volcano plots were generated from the resulting DESeq2 output.

# Supplementary material for: Transcriptomic Insights into Metabolic Reprogramming and Exopolysaccharide Synthesis in Porphyridium purpureum Under Gradual Nitrogen Deprivation
**Source:** Mar Drugs. 2026 Jan 13;24(1):40. doi: 10.3390/md24010040
**Supplement:** Supplementary file 1

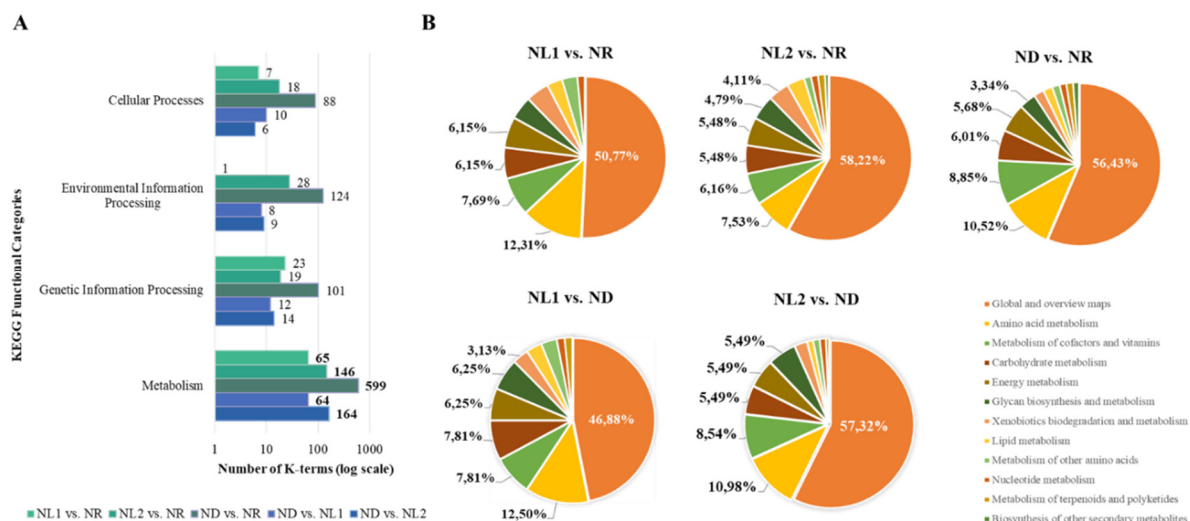

Figure S2. Distribution of K-terms among enriched KEGG functional categories (A) and KEGG Pathway distribution in 'Metabolism' category (B) across pairwise comparisons. Percentages in bold account for circa. 90 % of K-term annotations in each pairwise comparison.

# Supplementary material for: Transcriptomic Insights into Metabolic Reprogramming and Exopolysaccharide Synthesis in Porphyridium purpureum Under Gradual Nitrogen Deprivation
**Source:** Mar Drugs. 2026 Jan 13;24(1):40. doi: 10.3390/md24010040
**Supplement:** Supplementary file 1

Supporting information S2 Table description

Table S2.1 Differential gene expression and K-term annotations related to nitrogen metabolism in *P. purpureum*.

Table S2.2 Differential gene expression and K-term annotations related to photosynthesis.

Table S2.3 Differential gene expression and K-term annotations related to pentose phosphate pathway (PPP).

Table S2.4 Differential gene expression and K-term annotations related to glycolysis and gluconeogenesis.

Table S2.5 Differential gene expression and K-term annotations related to oxidative phosphorylation.

Table S2.1 Differential gene expression and K-term annotations related to nitrogen metabolism in *P. purpureum*. Differential expression of KEGG Orthology (KO)-annotated genes identified in pairwise comparisons between nitrogen-replete (NR), nitrogen-limited (NL1, NL2) and late-stage nitrogen-deprived (LND) conditions. “=” represents no significant differential expression. The annotated abbreviations correspond to those used to represent the genes in **Scheme 1**.

K-term	Gene description	Abbreviation	Gene ID	Consensus Subcellular Localization	NL vs. NR				LND vs. NR		LND vs. NL			
					NL1 vs. NR		NL2 vs. NR		Fold change (Log2FC)	- Log10 (FDR)	LND vs. NL1		LND vs. NL2	
					Fold change (Log2FC)	- Log10 (FDR)	Fold change (Log2FC)	- Log10 (FDR)			Fold change (Log2FC)	- Log10 (FDR)	Fold change (Log2FC)	- Log10 (FDR)
K02575	High affinity nitrate transporter 2.5	NRT2.5	POR6298..scf295_1	putative Lysosomal/vacuole transmembrane protein	-1.9	8.9	-1.7	9.6	=		2.9	44.2	2.7	59.0
			POR8948..scf295_1	putative Endoplasmic (reticulum) transmembrane protein	-1.8	11.4	-1.7	17.9	-4.4	43.5	-2.5	15.5	-2.6	21.5
			POR1427..scf295_1		-2.2	22.3	-2.4	27.6	-3.8	36.9	-1.5	6.4	-1.3	4.8
			POR7993..scf295_1		=		-1.4	4.6	=		=		=	
K10534	Nitrate reductase NADH 2	NaR	POR6787..scf295_1	Cytosol	=		=		-2.7	23.9	-2.9	51.2	-2.8	53.0
	Nitrate reductase NADH 1		POR8251..scf295_1	Cytosol	=		=		-2.9	29.4	-2.7	53.2	-2.7	44.4
	Nitrate reductase NADH 1		POR3077..scf295_1	Cytosol	=		=		-1.2	3.8	=		=	
K00262	Glutamate dehydrogenase	GluDH	POR3485..scf295_1	Cytosol	=		1.2	12.5	2.0	37.5	1.0	16.0	=	
K01915	Glutamine synthetase nodule isozyme	GlnS	POR7605..scf227_4	Chloroplastic. peripheral protein	=		1.2	14.0	=		-1.1	10.6	-1.6	36.0
K00366	Ferredoxin--nitrite reductase. chloroplastic	NiR	POR2445..scf236_6	Chloroplastic	=		=		-1.5	18.5	-2.3	58.6	-2.4	87.8

Table S2.2 Differential gene expression and K-term annotations related to photosynthesis. Differential expression of KEGG Orthology (KO)-annotated genes identified in pairwise comparisons between nitrogen-replete (NR), nitrogen-limited (NL1, NL2) and late-stage nitrogen-deprived (LND) conditions. “=” represents no significant differential expression.

K-term	Gene description	Abbreviation	Gene ID	Photosynthesis step	NL vs. NR				LND vs. NR		LND vs. NL			
					NL1 vs. NR		NL2 vs. NR		Fold change (Log2FC)	- Log10 (FDR)	LND vs. NL1		LND vs. NL2	
					Fold change (Log2FC)	- Log10 (FDR)	Fold change (Log2FC)	- Log10 (FDR)			Fold change (Log2FC)	- Log10 (FDR)	Fold change (Log2FC)	- Log10 (FDR)
K08902	Photosystem II lipoprotein Psb27	psb27	POR4156..scf229_5	PSII	2.0	25.4	2.2	52.5	=		=		-1.2	33.6
K02716	Oxygen-evolving enhancer protein 1, chloroplastic	psbO	POR0335..scf295_1	PSII-OEC	1.7	10.8	1.9	16.0	=		-1.1	10.8	-1.3	23.9
K02717	Photosystem II oxygen-evolving enhancer protein 2/ PsbP-like protein 1, chloroplastic	psbP	POR2049..scf244_11	PSII-OEC	=		1.3	9.7	=		-1.4	13.8	-1.7	26.0
K08901	Photosystem II oxygen-evolving enhancer protein 3 / hypothetical protein FVE85_6079	psbQ	POR3050..scf295_1	PSII-OEC	2.3	11.5	2.7	22.1	=		-1.5	14.3	-1.9	78.5
K02636	Cytochrome b6-f complex iron-sulfur subunit 1, cyanelle	petC	POR2665..scf244_11	cyt-b6	1.1	10.1	1.2	13.3	1.1	12.5	=		=	

Table S2.2 Differential gene expression and K-term annotations related to photosynthesis (continued).

K-term	Gene description	Abbreviation	Gene ID	Photosynthesis step	NL vs. NR				LND vs. NR		LND vs. NL			
					NL1 vs. NR		NL2 vs. NR		Fold change (Log2FC)	- Log10 (FDR)	LND vs. NL1		LND vs. NL2	
					Fold change (Log2FC)	- Log10 (FDR)	Fold change (Log2FC)	- Log10 (FDR)			Fold change (Log2FC)	- Log10 (FDR)	Fold change (Log2FC)	- Log10 (FDR)
K14332	Photosystem I subunit O	psaO	POR2912..scf227_4		2.5	12.0	2.4	9.9	=		-1.7	17.4	-1.5	4.0
K08907	Chlorophyll a-b binding protein 1B-21. chloroplastic	LHCA1	POR2835..scf295_9		2.0	14.4	2.2	26.0	1.0	7.2	=		-1.1	27.3
	Chlorophyll a-b binding protein 1B-21. chloroplastic	LHCA4	POR6098..scf229_5	PSI	2.5	11.7	2.9	22.5	=		-1.5	4.8	-1.9	73.1
K08910	Chlorophyll a-b binding protein. chloroplastic	LHCA4	POR9059..scf295_1		1.8	5.3	2.3	11.3	=		=		-1.4	50.4
	Chlorophyll a-b binding protein of LHCI type III. chloroplastic	LHCA4	POR2815..scf295_1		1.9	9.4	2.3	18.6	=		-1.1	9.2	-1.5	62.8
K02639	Ferredoxin. leaf L-A	petF	POR8201..scf295_1	FNR	=		=		=		-1.1	8.7	=	
K02641	Ferredoxin--NADP reductase. cyanelle	petH	POR1681..scf209_3	FNR	1.1	6.0	1.5	15.8	=		-1.1	12.0	-1.5	62.2
K02115	ATP synthase gamma chain. chloroplastic	ATPF1G. atpG	POR7078..scf295_1	ATP synthase chloroplastic	1.4	7.1	1.7	11.6	=		-1.1	13.7	-1.4	39.8

Table S2.3 Differential gene expression and K-term annotations related to pentose phosphate pathway (PPP). Differential expression of KEGG Orthology (KO)-annotated genes identified in pairwise comparisons between nitrogen-replete (NR), nitrogen-limited (NL1, NL2) and late-stage nitrogen-deprived (LND) conditions. “=” represents no significant differential expression. The annotated abbreviations correspond to those used to represent the genes in **Scheme 2**.

K-term	GenBank description	Abbreviation	Gene ID	Consensus Localization	NL vs. NR				LND vs. NR		LND vs. NL			
					NL1 vs. NR		NL2 vs. NR		Fold change (Log2FC)	-Log10 (FDR)	LND vs. NL1		LND vs. NL2	
					Fold change (Log2FC)	-Log10 (FDR)	Fold change (Log2FC)	-Log10 (FDR)			Fold change (Log2FC)	-Log10 (FDR)	Fold change (Log2FC)	-Log10 (FDR)
K01783	ribulose-phosphate 3-epimerase [EC:5.1.3.1]	RPE	POR7389..scf289_17	Chloroplastic	1.0	3.5	1.1	4.4	=		-1.1	8.5	-1.2	11.6
			POR0858..scf261_15	Chloroplastic	1.5	6.3	1.3	4.2	=		-1.4	5.7	-1.1	4.0
K00033	6-phosphogluconate dehydrogenase [EC:1.1.1.44 1.1.1.343]	PGD	POR4685..scf251_18	Cytosol	=		=		1.3	11.5	1.2	12.5	1.1	21.6
			POR4213..scf227_4	Ambiguous	=		=		-2.3	38.3	=		=	
K00036	glucose-6-phosphate 1-dehydrogenase [EC:1.1.1.49 1.1.1.363]	G6PD	POR9598..scf208_2	Cytosol	=		=		1.0	9.9	=		=	
K00948	ribose-phosphate pyrophosphokinase [EC:2.7.6.1]	PRPS	POR3179..scf295_1	Ambiguous	=		=		-1.4	5.5	-1.3	5.9	-1.2	5.3
K01057	6-phosphogluconolactonase [EC:3.1.1.31]	PGL	POR6162..scf295_1	Mitochondrial	=		=		1.1	8.5	=		=	

Table S2.4 Differential gene expression and K-term annotations related to glycolysis and gluconeogenesis. Differential expression of KEGG Orthology (KO)-annotated genes identified in pairwise comparisons between nitrogen-replete (NR), nitrogen-limited (NL1, NL2) and late-stage nitrogen-deprived (LND) conditions. “=” represents no significant differential expression. The annotated abbreviations correspond to those used to represent the genes in **Scheme 2**.

K-term	Gene description	Abbreviation	Gene ID	GenBank accession code	Consensus Localization	NL vs. NR				LND vs. NR		LND vs. NL			
						NL1 vs. NR		NL2 vs. NR		Fold change (Log2FC)	- Log10 (FDR)	LND vs. NL1		LND vs. NL2	
						Fold change (Log2FC)	- Log10 (FDR)	Fold change (Log2FC)	- Log10 (FDR)			Fold change (Log2FC)	- Log10 (FDR)	Fold change (Log2FC)	- Log10 (FDR)
K00845	glucokinase [EC:2.7.1.2]	GK	POR2873..scf295_1	KAA8499155.1	Ambiguous	=		=		1.3	17.7	1.1	17.1	=	
K01792	glucose-6-phosphate 1-epimerase [EC:5.1.3.15]	G6P 1-epi	POR4695..scf289_17	KAA8490972.1	Chloroplastic	1.2	5.0	1.2	5.7	=		=		=	
			POR2196..scf244_11	KAA8491994.1	Chloroplastic	1.7	15.8	1.6	15.5	1.6	17.2	=		=	
K03841	fructose-1,6-bisphosphatase I [EC:3.1.3.11]	FBP	POR7711..scf227_4	KAA8494850.1	Cytosol	1.2	4.1	1.7	15.9	=		=		-1.4	25.1
			POR3931..scf295_1	KAA8499964.1	Cytosol	1.6	9.7	2.0	25.5	=		=		-1.4	22.1
			POR8239..scf229_5	KAA8494021.1	Chloroplastic	=		=		1.2	17.1	=		=	
K01623	fructose-bisphosphate aldolase, class I [EC:4.1.2.13]	ALDO	POR3181..scf251_18	KAA8490818.1	Chloroplastic	1.6	15.3	1.6	13.1	=		=		=	
			POR9095..scf229_5	KAA8494018.1	Chloroplastic	1.3	7.0	1.7	18.3	1.2	8.2	=		=	
			POR1048..scf227_4	KAA8495104.1	Cytosol	-1.1	2.9	-1.5	4.6	-2.0	6.8	=		=	
K00927	phosphoglycerate kinase [EC:2.7.2.3]	PGK, pgk	POR3748..scf295_1	KAA8499853.1	Ambiguous	1.2	5.5	1.3	8.8	=		-1.2	10.5	-1.4	20.9
			POR4739..scf295_1	KAA8497794.1	Cytosol	=		=		1.6	23.9	1.3	18.7	1.1	34.9

Table S2.4 Differential gene expression and K-term annotations related to glycolysis and gluconeogenesis (continued).

K-term	Gene description	Abbreviation	Gene ID	Consensus<br>Localization	NL vs. NR				LND vs. NR		LND vs. NL			
					NL1 vs. NR		NL2 vs. NR		Fold<br>change<br>(Log2FC)	-<br>Log10<br>(FDR)	LND vs. NL1		LND vs. NL2	
					Fold<br>change<br>(Log2FC)	-<br>Log10<br>(FDR)	Fold<br>change<br>(Log2FC)	-<br>Log10<br>(FDR)			Fold<br>change<br>(Log2FC)	-<br>Log10<br>(FDR)	Fold<br>change<br>(Log2FC)	-<br>Log10<br>(FDR)
K15779	phosphogluco/pento<br>-mutase<br>[EC:5.4.2.2 5.4.2.7]	PGM2	POR0605..scf295_1	Cytosol	=		=		1.4	9.7	1.0	11.7	1.1	14.7
K01689	enolase 1/2/3<br>[EC:4.2.1.11]	ENO	POR6343..scf229_5	Cytosol	=		=		1.8	26.7	1.4	31.7	1.3	50.0
K00873	pyruvate kinase<br>[EC:2.7.1.40]	PK	POR6038..scf208_2	Cytosol	=		=		1.2	18.6	=		=	
K01568	pyruvate<br>decarboxylase<br>[EC:4.1.1.1]	PDC	POR0764..scf295_9	Cytosol	1.4	4.0	1.4	4.8	3.8	24.6	2.4	72.5	2.4	132.2
			POR6810..scf209_3	Mitochondria	-1.3	7.1	-1.7	19.4	-2.0	20.4	=		=	
K00382	dihydrolipoyl<br>dehydrogenase<br>[EC:1.8.1.4]	DLD	POR3702..scf208_2	Mitochondria	=		=		-1.2	13.7	=		=	
			POR2889..scf236_6	Chloroplastic	=		=		=		-1.1	9.2	-1.5	26.0
K13953	alcohol<br>dehydrogenase.<br>propanol-preferring<br>[EC:1.1.1.1]	ADH	POR6665..scf296_7	Cytosol	=		=		1.6	9.6	1.1	9.9	1.4	3.4
			POR0637..scf295_1	Chloroplastic	=		=		1.2	5.3	=		=	

Table S2.5 Differential gene expression and K-term annotations related to oxidative phosphorylation.

K-term	Gene description	Abbreviation	Gene ID	NL vs. NR		NL vs. NR		LND vs. NR		LND vs. NL			
				NL1 vs. NR		NL2 vs. NR		LND vs. NR		LND vs. NL1		LND vs. NL2	
				Fold change<br>(Log2FC)	-Log10<br>(FDR)	Fold change<br>(Log2FC)	-Log10<br>(FDR)	Fold change<br>(Log2FC)	-Log10<br>(FDR)	Fold change<br>(Log2FC)	-Log10<br>(FDR)	Fold change<br>(Log2FC)	-Log10<br>(FDR)
K03942	(..) flavoprotein 1<br>[EC:7.1.1.2]		POR0214..scf295_1	1.1	2.6	1.0	2.4	2.2	8.4	1.1	19.2	1.2	45.0
K03943	(..) flavoprotein 2<br>[EC:7.1.1.2]		POR6506..scf209_3	1.2	2.1	=		2.4	7.4	1.1	7.1	1.3	2.6
			POR6362..scf226_27	=	=	=	=	2.2	18.8	1.2	14.4	1.4	24.9
K03955	(..) 1 alpha/beta<br>subcomplex 1.	NADH<br>(Complex I)<br>components	POR8552..scf209_3	1.5	9.3	1.6	9.0	1.3	6.8	=	=	=	=
	acyl-carrier<br>protein		POR6026..scf295_1	1.4	18.2	1.4	14.8	=	=	=	=	=	=
	(..)beta												
K03963	subcomplex<br>subunit 7		POR6624..scf295_1	1.3	10.8	1.3	10.7	1.2	9.7	=	=	=	=
K03965	(..)1 beta<br>subcomplex<br>subunit 9		POR5888..scf295_1	1.1	8.3	1.1	5.9	=	=	=	=	=	=
K00416	(..) subunit 6	Ubiquinol-<br>Cytochrome c	POR4579..scf295_1	1.5	6.5	1.7	8.7	=	=	=	=	=	=
K00417	(..) subunit 7	Reductase<br>(Complex III)<br>components	POR0022..scf209_3	1.1	5.2	=	=	=	=	=	=	=	=
K02134	F-type H ⁺ -<br>transporting<br>ATPase subunit<br>delta	F-ATPase.<br>(Complex V)<br>component	POR8536..scf227_4	1.0	4.8	=	=	=	=	=	=	=	=

Table S2.5 Differential gene expression and K-term annotations related to oxidative phosphorylation (continued).

K-term	Gene description	Abbreviation	Gene ID	NL vs. NR				LND vs. NR		LND vs. NL			
				NL1 vs. NR		NL2 vs. NR				LND vs. NL1		LND vs. NL2	
				Fold change (Log2FC)	Log10 (p-adj)	Fold change (Log2FC)	Log10 (p-adj)	Fold change (Log2FC)	Log10 (p-adj)	Fold change (Log2FC)	Log10 (p-adj)	Fold change (Log2FC)	Log10 (p-adj)
K02115	V-type H+-transporting ATPase 16kDa proteolipid subunit		POR6749..scf209_3	-1.1	7.5	-1.1	5.4	-1.1	5.0	=		=	
			POR7078..scf295_1	1.4	7.1	1.7	11.6	=		-1.1	13.7	-1.4	39.8
K02146	V-type H+-transporting ATPase subunit d		POR8327..scf227_4	=		1.2	13.8	=		=		=	
K02149	V-type H+-transporting ATPase subunit D	V-type H+-Transporting ATPase (V-ATPase)	POR0161..scf295_9	=		=		1.1	5.2	=		=	
K02150	V-type H+-transporting ATPase subunit E		POR3560..scf209_3	1.3	6.3	1.3	6.5	1.0	4.8	=		=	
K02154	V-type H+-transporting ATPase subunit a		POR8744..scf229_5	=		=		1.0	3.1	1.0	3.1	=	
			POR2018..scf227_4	=		=		1.0	8.3	=		=	
		POR0353..scf227_4	=		=		-1.5	5.7	=		-1.3	7.6	
K02155	V-type H+-transporting ATPase 16kDa proteolipid subunit		POR5789..scf209_3	1.5	11.6	1.0	2.4	=		-1.3	10.7	=

# Supplementary material for: Transcriptomic Insights into Metabolic Reprogramming and Exopolysaccharide Synthesis in Porphyridium purpureum Under Gradual Nitrogen Deprivation
**Source:** Mar Drugs. 2026 Jan 13;24(1):40. doi: 10.3390/md24010040
**Supplement:** Supplementary file 1

Supporting Information S3 Table description

S3 Table S1. Differential expression gene and K-term annotations for exopolysaccharide (EPS) precursors and nucleotide-sugar synthesis

S3 Table S2. Differential expression gene and K-term annotations for polymerization, branching and modification of polysaccharides

S3 Table S3. Differential expression gene and K-term annotations for carbohydrate-activated enzymes (CAZymes).

S3 Table S1. Differential expression gene and K-term annotations for exopolysaccharide (EPS) precursors and nucleotide-sugar synthesis.

K-term	Gene description	Abbreviation	Gene ID	Consensus<br>Localization	NL vs. NR				LND vs. NR		LND vs. NL				-Log10<br>(FDR)
					NL1 vs. NR<br>Fold<br>change<br>(Log2FC)	-<br>Log10<br>(FDR)	NL2 vs. NR<br>Fold<br>change<br>(Log2FC)	-<br>Log10<br>(FDR)	Fold<br>change<br>(Log2FC)	-<br>Log10<br>(FDR)	LND vs. NL1<br>Fold<br>change<br>(Log2FC)	-<br>Log10<br>(FDR)	LND vs. NL2<br>Fold<br>change<br>(Log2FC)		
K15779	phosphoglucomutase<br>/<br>phosphopentomutase<br>[EC:5.4.2.2 5.4.2.7]	PGM2	POR0605..scf295_1	Cytoplasmic	=		=		1.4	9.7	1.0	11.7	1.1	14.7	
K17497	D-mannose 6-<br>phosphate 1.6-<br>phosphomutase	PMM	POR7125..scf295_1	Cytoplasmic	1.6	19.9	1.7	24.1	=		=		-1.1	21.9	
K00012	UDP-glucose:NAD+<br>6-oxidoreductase	UGDH	POR2992..scf295_1	Cytoplasmic	1.8	8.3	2.3	13.2	=		-1.9	55.6	-2.3	100.7	
K00963	UTP:alpha-D-<br>glucose-1-phosphate<br>uridylyltransferase	UGP2. galU.<br>galF	POR1962..scf209_3	Cytoplasmic	1.1	6.2	1.3	10.8	=		=			=	
K00621	glucosamine-<br>phosphate N-<br>acetyltransferase<br>[EC:2.3.1.4]	GNPNAT1.<br>GNA1	POR4056..scf295_1	Cytoplasmic	1.1	3.3	=		=		-1.1	3.8		=	
K00966	mannose-1-phosphate<br>guanylyltransferase<br>[EC:2.7.7.13]	GMPP	POR2740..scf296_7	Cytoplasmic	1.5	8.9	1.6	11.9	=		=		-1.0	15.9	
K10046	GDP-D-mannose 3'.<br>5'-epimerase<br>[EC:5.1.3.18 5.1.3.-]	GME	POR1248..scf295_1	Cytoplasmic	"=		1.1	8.4	=		=			=	
K08678	UDP-D-glucuronate<br>carboxy-lyase (UDP-<br>D-xylose-forming)	UXS1. uxs	POR4905..scf229_5	Cytoplasmic	"=		1.3	19.9	=		=		-1.2	36.0	
K03331	xylitol:NADP+ 4-<br>oxidoreductase (L-<br>xylulose-forming)	DCXR	POR0983..scf227_4	Ambiguous	1.1	5.0	=		=		-1.2	6.5		=	

S3 Table S2. Differential expression gene and K-term annotations for polymerization, branching and modification of polysaccharides.

K-term	Gene description	Abbreviation	Gene ID	Consensus<br>Localization	NL vs. NR				LND vs. NR		LND vs. NL			
					NL1 vs. NR		NL2 vs. NR				LND vs. NL1		LND vs. NL2	
					Fold<br>change<br>(Log2FC)	-<br>Log10<br>(FDR)	Fold<br>change<br>(Log2FC)	-<br>Log10<br>(FDR)	Fold<br>change<br>(Log2FC)	-<br>Log10<br>(FDR)	Fold<br>change<br>(Log2FC)	-<br>Log10<br>(FDR)	Fold<br>change<br>(Log2FC)	-<br>Log10<br>(FDR)
K26501	oligosaccharyltransferase<br>complex subunit OSTC	OSTC	POR5075..scf208_2	Ambiguous<br>(ER<br>transmembrane)	1.9	7.2	1.4	3.6	1.2	2.9	=		=	
K00729	dolichyl-phosphate beta-<br>glucosyltransferase<br>[EC:2.4.1.117]	ALG5	POR6123..scf244_11	Mitochondrial	=		=		1.2	3.7	=		=	
K12667	dolichyl-<br>diphosphooligosaccharide-<br>-protein<br>glycosyltransferase<br>subunit 2 (ribophorin II)	RPN2	POR7179..scf289_17	Ambiguous<br>(ER<br>transmembrane)	1.2	4.2	=		=		-1.1	5.1	=	
K00688	glycogen phosphorylase<br>[EC:2.4.1.1]	PYG	POR6603..scf209_3	Ambiguous<br>(soluble)	=		=		1.3	21.6	=		=	
K00705	4-alpha-<br>glucanotransferase<br>[EC:2.4.1.25]	malQ	POR0525..scf295_1	Cytoplasmic	=		=		1.2	18.9	=		=	

S3 Table S3. Differential expression gene and K-term annotations for carbohydrate-activated enzymes (CAZymes).

K-term	Gene description	Abbreviation	Gene ID	NL vs. NR				LND vs. NR		LND vs. NL			
				NL1 vs. NR		NL2 vs. NR		Fold change (Log2FC)	Log10 (FDR)	LND vs. NL1		LND vs. NL2	
				Fold change (Log2FC)	- Log10 (FDR)	Fold change (Log2FC)	- Log10 (FDR)			Fold change (Log2FC)	- Log10 (FDR)	Fold change (Log2FC)	- Log10 (FDR)
K16055	Alpha.alpha-trehalose-phosphate synthase UDP-forming A	GT20 (TPS)	POR6823..scf209_3	=		=		1.24	7.46	1.67	34.72	1.73	78.59
K13676	Glucoside xylosyltransferase 2	GT8 GXYLT	POR4276..scf295_1	1.02	5.56	1.33	9.51	=		-1.29	16.86	-1.63	29.77
	Glucoside xylosyltransferase 2	GT8 GXYLT	POR5778..scf295_1	=		=		-1.07	6.27	-1.60	19.53	-2.09	57.92
K00748	lipid-A-disaccharide synthase [EC:2.4.1.182]	GT19 (lpX)	POR1913..scf208_2	-2.26	28.85	-2.53	37.92	-3.07	39.40	=		=	
K09480	Digalactosyldiacylglycerol synthase 2. chloroplastic [Porphyridium purpureum]	GT4 (DGD)	POR8498..scf209_3	=		=		-1.38	7.19			-1.78	21.71
K13679	Granule-bound starch synthase 1. chloroplastic/amyloplastic [Porphyridium purpureum]	GH13 (WAXY)	POR3626..scf295_1	1.85	10.62	2.10	18.56	=		=		-1.24	29.28
K07407/K03715	Alpha-galactosidase	GH36 (galA/MGD)	POR5976..scf209_3	=		=		1.21	3.57	1.61	41.90	1.57	46.62

# Supplementary material for: Transcriptomic Insights into Metabolic Reprogramming and Exopolysaccharide Synthesis in Porphyridium purpureum Under Gradual Nitrogen Deprivation
**Source:** Mar Drugs. 2026 Jan 13;24(1):40. doi: 10.3390/md24010040
**Supplement:** Supplementary file 1

Table S4. Differential gene expression of 33 CAZymes annotated in *P.purpureum* according to Bhattacharya et al. (2013). Expression was normalized to the ARNr16S housekeeping gene. Relative quantification and fold changes (FC) were calculated using the $2^{-\Delta\Delta Ct}$ method (Rao et al., 2013). Asterisks indicate statistically significant differences from control conditions (grey cases, non-significative; *, p < 0.05; **p<0.01 calculated using Kruskal & Wallis and Wilcoxon statistical tests).

Contig (study annotation)	Contig (Bhattacharya et al.)	Gene description	Cazyme family	Gene code ("GX")	NL vs. NR		LND vs. NR		LND vs. NL	
					FC	statistical significance	FC	statistical significance	FC	statistical significance
POR8262..scf209_3	Contig_2500.2	β -glycosyltransferase	GT2	1	5.84	*	-<br>1.22		-<br>7.45	**
POR5523..scf295_1	Contig_3446.7	β -glycosyltransferase	GT2	2	2.56		-<br>1.34		-<br>3.48	**
POR0521..scf246_12	Contig_2108.2	α -glycosyltransferase	GT4	3	2.93	*	-<br>1.14		-<br>3.52	*
POR0856..scf295_1	Contig_3551.5	α -glycosyltransferase	GT4	4	2.44		1.13		-<br>2.20	
POR9558..scf209_3	Contig_448.18	β -glycosyltransferase/ D-inositol-3-phosphate glycosyltransferase	GT4(-B)	5	1.42		1.79	*	1.71	
POR5657..scf209_3	Contig_2050.13	α . α -trehalose-6-phosphate synthase	GT20	6	2.78	*	-<br>1.13		-<br>3.20	*
POR3489..scf209_3	Contig_2186.9	β -glycosyltransferase related to β -1.3-galactosyl-Oglycosyl-glycoprotein β -1.6-N acetylglucosaminyltransferase	GT14	7	-<br>3.03	*	-<br>2.33	*	1.28	
POR4449..scf291_13	Contig_3385.23	α -fucosyltransferase	GT10	8	2.57		-<br>1.34		-<br>3.49	**
POR1493..scf295_1	Contig_3521.7	α -mannosyltransferases	GT32	9	1.56		-<br>1.32		-<br>1.98	
POR6466..scf209_3	Contig_3569.7	digalactosyldiacylglycerol	GT4	10	-<br>1.18		1.44		2.05	
POR0279..scf296_7	Contig_4416.1	β -xylosyltransferase	GT14	11	1.13		-<br>2.72	**	-<br>3.08	**
POR7266..scf295_1	Contig_4418.1	glycosyl transferase (UDP-sulfoquinovose)	GT4	12	-<br>1.00		-<br>1.27		1.19	
POR6478..scf227_4	Contig_4476.21	α -mannosyltransferases	GT32	13	-<br>1.19		1.58		2.42	
POR3663..scf209_3	Contig_448.16	α -mannosyltransferases	GT32	14	1.01		-<br>1.37		-<br>1.08	
POR5884..scf295_1	Contig_514.2	b-xylosyltransferases (β -glucuronosyltransferase)	GT14	15	-<br>1.41	*	-<br>1.11		1.50	

Table S4. (continued).

Contig (study annotation)	Contig<br>(Bhattacharya et al.)	Gene description	Cazyme family	Gene code<br>("GX")	NL vs. NR		LND vs. NR		LND vs. NL	
					FC	statistical significance	FC	statistical significance	FC	statistical significance
POR5884..scf295_1	Contig_514.2	b-xylosyltransferases (β -glucuronosyltransferase)	GT14	15	-<br>1.41	*	-<br>1.11		1.50	
POR4547..scf295_1	Contig_597.4	β -glycosyltransferase distantly related to β -1.4-N-acetylglactosaminyltransferase	GT25	16	-<br>1.83		-<br>1.69	*	1.32	
POR8187..scf295_1/POR7139..scf209_3	Contig_603.1	protein	GT41	17	-<br>1.34		-<br>1.36		1.57	
POR7290..scf218_34/POR7996..scf208_2	Contig_2179.7	β -glycosyltransferase	b-glycosyltransferase	18	2.30		-<br>1.26		-<br>2.69	
POR6738..scf209_3	Contig_2035.17	α -glycosyltransferase	GT4(-A)	19	1.20		-<br>2.09	*	-<br>2.57	*
POR4888..scf295_1	Contig_3478.15	β -glycosyltransferase	GT7	20	-<br>1.16		-<br>2.41	**	-<br>2.08	*
POR6722..scf209_3	Contig_2035.10	β -xylosyltransferase	GT90	21	1.28		-<br>3.20		-<br>3.20	*
POR7326..scf295_1	Contig_2293.15	monogalactosyldiacylglycerol synthase	GT28	22	1.79	*	-<br>2.05	*	-<br>3.71	**
POR8498..scf209_3	Contig_496.8	digalactosyldiacylglycerol synthase	GT4(-C)	23	-<br>3.31		-<br>6.98	**	-<br>1.49	
POR8522..scf208_2	Contig_636.1	α -mannosyltransferases	GT32	24	1.05	**	-<br>1.05		-<br>1.03	
POR6353..scf208_2	Ppu.Contig_2053.9	β -glycosyltransferase distantly related to N-acetylglucosaminyl-proteoglycan β -1.4-glucuronosyltransferases/ exostocin-1c	GT47	25	5.25		1.04		-<br>4.80	**
POR5778..scf295_1	Ppu.contig_2062.25	NDP-sugar α -glycosyltransferase distantly related to α -xylosyltransferase	GT8(-B)	26	-<br>1.17		-<br>2.19	*	-<br>1.81	
POR2297..scf295_1	Ppu.contig_2088.2	α -glycosyltransferase/xylosyltransferase	GT8	27	2.01		-<br>2.17		-<br>4.64	***
POR2060..scf227_4	Ppu.contig_2111.9	α -glycosyltransferase/ β -arabinofuranosyltransferase	GT77	28	-<br>1.27		1.58		2.77	

Contig (study annotation)	Contig<br>(Bhattacharya et al.)	Gene description	Cazyme family	Gene<br>code<br>("GX")	NL vs. NR		LND vs. NR		LND vs. NL	
					FC	statistical<br>significance	FC	statistical<br>significance	FC	statistical<br>significance
POR1088..scf222_8	Ppu.contig_3435.11	b-glycosyltransferase/ β -1.4-N-acetylglucosaminyltransferase	GT61	29	-<br>1.49		-<br>1.39		1.23	
POR5159..scf295_1	Ppu.contig_3446.8	NDP-sugar	GT8	30	-<br>1.79	*	-<br>1.09		1.99	
POR4276..scf295_1	Ppu.contig_3446.9	NDP-sugar α -glycosyltransferase<br>distantly related to α -xylosyltransferase	GT8(-A)	31	-<br>1.95		-<br>1.49		1.60	
	Ppu.contig_3473.1	NDP-sugar	GT8(-A)	32	-<br>1.67		-<br>1.24		2.22	
POR3691..scf244_11	Ppu.contig_3623.1	α -glycosyltransferase distantly related<br>to arabinosyltransferase	GT77	33	-<br>1.72		-<br>3.33	**	-<br>1.60

# Supplementary material for: Transcriptomic Insights into Metabolic Reprogramming and Exopolysaccharide Synthesis in Porphyridium purpureum Under Gradual Nitrogen Deprivation
**Source:** Mar Drugs. 2026 Jan 13;24(1):40. doi: 10.3390/md24010040
**Supplement:** Supplementary file 1

Table S5. Primer description of CAZymes used in the study for *P. purpureum*.

Contig (study annotation)	Contig (Bhattacharya et al.)	Cazyme family	Gene code ("GX")	Forward primer (5'–3')	Tm (°C)	Reverse primer (5'–3')	Tm (°C)	Amplicon size (bp)
POR8262..scf209_3	Contig_2500.2	GT2	1	ACGCGGTACTGAGTTGCAC	59.9	CTGGTCGCCATACGGTAAAC	60	284
POR5523..scf295_1	Contig_3446.7	GT2	2	AATCAAGAACACCGCCAAAG	60.1	TGGTTGTCTGATCCACGGTA	60	282
POR0521..scf246_12	Contig_2108.2	GT4	3	GACAGGTTTATGGCCGAAGA	60.1	CGCATCAACGACATTTC AAC	60.1	314
POR0856..scf295_1	Contig_3551.5	GT4	4	CATCTGTGTTGATGGCTTGG	60.1	ATGGTCTGGACCTTGTACGC	60	292
POR9558..scf209_3	Contig_448.18	GT4(-B)	5	TGGACGTGAAGAAGAACGTG	59.9	GCCATCACACTGAAGCTGAA	60	307
POR5657..scf209_3	Contig_2050.13	GT20	6	TGGTACGGGAGGACTAGGTG	60	TCCAAGTGATGAGCGATCTG	59.9	288
POR3489..scf209_3	Contig_2186.9	GT14	7	CTGAGCGCACTATAACCACGA	60	CGCCGACAGGTAAATCAAAT	60	318
POR4449..scf291_13	Contig_3385.23	GT10	8	GTCCGAAGACATGTGTGGTG	60	ATTTTCCGTACGCGTCTGTC	60.1	316
POR1493..scf295_1	Contig_3521.7	GT32	9	CTATGCGGGTCTAACGTGGT	60	AAAATATCGGCCTTGTGCTG	60.1	284
POR6466..scf209_3	Contig_3569.7	GT4	10	ACAATGCGAGAAGCGAGTTT	60	CTCAGCCAAGGAACCAGAAG	60	314
POR0279..scf296_7	Contig_4416.1	GT14	11	GGTGTTCGGAGAAGAAGCTG	60	GGTTAAAGGCGACCATGCTA	60.1	281
POR7266..scf295_1	Contig_4418.1	GT4	12	AAGACGCTGCTCAAGTGGTT	60.1	TGCGTGTGGTACGAGAAAAG	59.9	296
POR6478..scf227_4	Contig_4476.21	GT32	13	GATCCAGCCAGACGAATGAT	60	ATCAACAGGAGCACCAAAGG	60.1	281
POR3663..scf209_3	Contig_448.16	GT32	14	CTTCTGCTGTTGCTGAGCTG	60.1	AGCTTGCGGAGTTCATCACT	60	301
POR5884..scf295_1	Contig_514.2	GT14	15	GTGCATTGCTGACTGAAGCAAA	60	ATGCGATCCATCAGGTTCTC	60	290
POR5884..scf295_1	Contig_514.2	GT25	16	ACCTGGAGTCATGTCCTTCG	60.1	CTTCAAGGTGGCCATCATCT	60.1	296
POR4547..scf295_1	Contig_597.4	GT41	17	GGTACCATAAGCCTGGCAAA	60	TTCACTTTCCACTCGCTCCT	60	282
POR8187..scf295_1/POR7139..scf209_3	Contig_603.1	b-glycosyltransferase	18	GATTTTCGACACAGCGACAGA	60	GATGGACTTGAGGGAGGTGA	60	300

Table S5. (continued)

Contig (study annotation)	Contig (Bhattacharya et al.)	Cazy me family	Gene code ("GX")	Forward primer (5'–3')	T _m (°C)	Reverse primer (5'–3')	T _m (°C)	Amplicon size (bp)
POR7290..scf218_34/<br>POR7996..scf208_2	Contig_2179.7	GT4 (-A)	19	CATGGCTCAGGAGTTTGACA	59.8	ACAGGCCGTCGTATGGATA<br>G	60	317
POR6738..scf209_3	Contig_2035.17	GT7	20	GGTGGCAGAGAGAGCGATAC	60	TACAGAAGCAGAGCGGGA<br>AT	60	297
POR4888..scf295_1	Contig_3478.15	GT7	21	TCGGTTTCCAAGACAACTCC	60.1	CCTGGTGTTCCTTCGACCATT	60	285
POR6722..scf209_3	Contig_2035.10	GT90	22	TCCACGGGTATCTTGACACA	60	TCCAGTTGGATCTTGTGCA<br>G	59.8	320
POR7326..scf295_1	Contig_2293.15	GT28	23	CGGTGAGTGAAGCTGATGAA	60	CGACTCTGGCGGTGTATTTT	60.1	290
POR8498..scf209_3	Contig_496.8	GT4 (-C)	24	GGATTTGCAAACGAAATGCT	60.1	CCACGTGTCTCCCTTGAAC<br>T	60.2	300
POR8522..scf208_2	Contig_636.1	GT32	25	TACTGGGACGCTTTGCTATG	61	TCACCCTTCATCCTGTTTGG	61	307
POR6353..scf208_2	Ppu.Contig_205<br>3.9	GT47	26	GCTTTGGAACGGCTGAAGTA	62	GCAGGGATGAAGCAGGTAT<br>TT	62	299
POR2297..scf295_1	Ppu.contig_2088<br>.2	GT8	27	TGGCCTGAACTACCTGAATG	61	CGATTGCCGTGGAGAATAG<br>A	61	294
POR2060..scf227_4	Ppu.contig_2111<br>.9	GT77	28	AGCAGCTCACGAAGATGAAG	62	CCGCACATGACATCGTAGA<br>A	62	310
POR1088..scf222_8	Ppu.contig_3435<br>.11	GT61	29	AGGCACTTACGTGGAACAATAA	62	GTAAACCGCGACATTGGAA<br>ATC	62	322
POR5159..scf295_1	Ppu.contig_3446<br>.8	GT8	30	GCTGGATCTGAAGACCAGAAA	61	GAGACATTGCACGAAGGAT<br>CTA	61	306
POR4276..scf295_1	Ppu.contig_3446<br>.9	GT8(-A)	31	CACATGTCGACCGTTACTATAC	62	GATTCAGCGCAAATCCGAT<br>TAAA	62	392
	Ppu.contig_3473<br>.1	GT8(-A)	32	CTTGGATACGGATACGCTGATT	62	CTTGGTCCGCAAAGTAAAT<br>GTC	61	317
POR3691..scf244_11	Ppu.contig_3623<br>.1	GT77	33	GCACTGCCATGAACTTTGTATG	62	ATCGAGCCACACCGTATCTA	62	302

How the deposited data were processed for this re-analysis (not part of the article)

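The data are RNA-seq libraries of P. purpureum strain 1380/1A cells taken at 4 levels of residual NaNO3, 1.5 g/L (NR), 0.6 g/L (NL1), 0.5 g/L (NL2) and 0.3 g/L (LND), with 3 libraries per condition and 12 in all. These levels are successive time points and growth phases of the cultivation, so nitrate cannot be told apart from culture age or growth phase. The labels give the libraries of a condition as technical replicates of the same biological sample. Read in this way, the unit of replication is the library, and no test on these data measures the variation between cultures. The caption of the paper's volcano plots names biological replicates instead, and this conflict could not be settled from the count table. The deposited table holds raw read counts per gene, which the authors made with STAR 2.7.8a and featureCounts 2.0.1 on version 2 gene models with default parameters for the aligner and feature type gene. The strand setting was not stated, and no normalization had been applied. All 12 columns of the table were matched to the sample labels by their nitrate level and replicate number (0 columns unmatched). Conditions were taken from these labels, and the label ND of the deposited samples was read as LND.

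The table holds 9898 genes, of which 9687 had at least 1 count, and the library totals ran from 6398926 counts (NR replicate 3) to 30556820 (NL2 replicate 2). Counts of replicate libraries differed far more than counting error allows, with a chi-square per degree of freedom of 11.6 to 101 between libraries of the same condition. The biological coefficient of variation in edgeR was 24.9% in NL1 vs. NR, 24.1% in NL2 vs. NR, 23.4% in LND vs. NR, 17.3% in LND vs. NL1, 16.2% in LND vs. NL2 and 18.3% in NL2 vs. NL1. A fold against a condition at 0 counts in all libraries was taken as a bound at 3 counts over the condition.

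Each of 6 pairs of conditions was fitted on its own 6 libraries in edgeR 4.0.16 (R 4.3.3), with TMM scaling, filterByExpr with a minimum count of 10, and the quasi-likelihood F-test. P-values were adjusted by Benjamini-Hochberg over the genes of the fit. A gene was called at an adjusted p under 0.01 and a log2 fold change of at least 1 in size, the thresholds that the paper states. The SE of a log2 fold change is its size divided by the square root of the F value. Values per condition are CPM with TMM scaling, and principal components were computed on variance-stabilized values (DESeq2 1.42.0, blind, all genes with at least 1 count, centered and not scaled). The 3 comparisons with NR share the NR libraries, so their chance deviations are shared too. Replicate numbers were not treated as pairs, since deviations of libraries with the same number correlated at -0.22 to 0.10 and only 4 of 18 pairs matched best with their own number, and a replicate block was tried as an alternative.

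Gene lists were copied from the paper's tables and datasets. They hold the genes of nitrogen metabolism, photosynthesis, oxidative phosphorylation, glycolysis, the PPP, nucleotide sugar synthesis and polymerization. They also hold the CAZyme genes listed as DEGs, all CAZymes with their transferases and hydrolases, and the transferases measured by RT-qPCR. The last are the genes with a product name in Table S1, and the retroelements and small heat shock proteins among them as lists of their own. All but the CAZyme lists of the whole genome and the RT-qPCR list were chosen by the study on these libraries. Members were counted as higher, lower or not called in each comparison, from p-values adjusted over all genes and also adjusted over the list alone. The genes named in the text are those in Tables 2 to 4, S2, S3 and S4 and Fig. 9, whose values in the paper's tables had been seen, those with a product name in Table S1, and per comparison the 2 largest increases and the 2 largest decreases among called genes whose libraries do not overlap.

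RT-qPCR values were read from Table S4 and compared by sign and by Spearman's correlation across genes, with 1e+05 permutations. Genes with a rise in both NL conditions and a fall from both to LND were counted, and the reverse, against the overlap of independent lists and against data simulated without change. The procedure was tested on simulated data with the counts and spread of these libraries, in which 200 genes were given a change. Of changes of 1.5 in log2, 69% to 90% were recovered, of changes of 3, 90% to 97%, and 2 to 4 of the unchanged genes were called per comparison. Each gene was drawn on its own, so no simulated library stood apart as NR replicate 3 did, and changes up and down were equal in number. Recovery with such a library, or with a shift in the composition of the counts as in LND, was not tested.

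The alternatives tried were the likelihood ratio test and the Wald test of DESeq2 with its size factors, edgeR with those size factors, edgeR with library totals alone, no filter on low counts, only genes with at least 1 count in every library, all 4 conditions in the same fit, a replicate block, an adjusted p under 0.05, no minimum fold change, and the removal of each library in turn. Principal components were also computed on log2 CPM with a prior count of 2, on the 500 genes of largest variance and with each gene at unit variance. Some of these were added after the data were seen. They are the likelihood ratio test without a filter and the removal of each library for the gene lists. The count of genes in any comparison and the 2-phase genes without NR replicate 3 were also added then. So were the pairing of 1 NL condition with the other, the numbers expected of independent lists, and the tests on NR replicate 3 and on the composition of the counts. The growth, pigment and EPS measurements are not part of the count table, and the enrichment of GO terms and KEGG pathways needs an annotation of all genes that was not used here, so these were left out. Dataset S4 was available only in part and was not used.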

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

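The tests on NR replicate 3 and on the composition of the counts were chosen only after the result was seen, and the tests on other splits of the libraries before.

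Large changes appeared in 5 genes that the paper does not discuss, which are outside its tables of named genes and are annotated as hypothetical proteins or not at all. POR7271 had a log2 fold change of 5.69 in NL1 vs. NR, 5.18 in NL2 vs. NR and 6.41 in LND vs. NR (SE 0.22, 0.18 and 0.24, n = 3 libraries per condition), with all later libraries above all NR libraries. POR5364 followed the course of the photosynthesis genes, with 5.57 in NL1 vs. NR and 5.83 in NL2 vs. NR, -5.49 in LND vs. NL1, -5.76 in LND vs. NL2 and 0.01 in LND vs. NR. In LND, POR0448 had 5.05 vs. NL1 and 5.74 vs. NL2, POR8716 had 4.83 vs. NL1, and POR3533 had 5.37 vs. NL2. Their levels in LND were 87.9 ± 40.3, 931 ± 86.6 and 2040 ± 163 CPM (SD, n = 3), against 1.65 ± 0.0346, 28.4 ± 6.46 and 49.3 ± 2.55 in NL2. They were singled out as the largest increases of each comparison.

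NR replicate 3 lay far from the other NR libraries, with 1582 and 1663 genes over 2-fold from NR replicates 1 and 2 when these were thinned to its depth, against 188 between the thinned pair, so lower depth of the library does not account for it. RNA from another condition mixed in cannot by itself lower a gene below every other library. Yet 47 genes in it were below 0.1 of the lowest of the other 11 libraries, against at most 5 in any other library. These genes argue against mixing as the only cause, and mixing together with another loss was not tested. The deviation described below has the direction of NL against LND, so it does not speak against partial mixing. A wrong condition label is argued against by its distance of 82.7 to the nearest library of another condition, against 57.1 to the nearest NR library. Random noise from few starting molecules would be unrelated to the conditions, but the deviation correlated at -0.34 with the LND minus NL change across 4627 genes (which are not independent replicates), against -0.0074 for NR replicate 1 minus replicate 2, with a median of -0.46 over the 517 genes higher in LND and 0.33 over the 422 lower ones (0.017 over all others). No biological explanation was tested, since the labels give the 3 libraries as the same sample, and RNA degradation, GC content and gene length stay open because the table holds no measure of them.

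Fewer genes were higher in LND when libraries were scaled to their totals, and the median log2 change of all genes in LND vs. NL1 was then -0.35. A few genes taking many of the counts do not account for this, since the median was still -0.27 without the 10 most abundant genes. Without the 1000 most abundant genes the median moved to -0.070. Shares add up to a constant, so where most genes lose share some others must gain it, and this move was largely fixed in advance. A large set of abundant genes taking more of the counts stays a candidate explanation, for which the move does not decide. A real fall of most transcripts per cell in LND would give the same shift and stays open, because the paper describes no spike-in.

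For each comparison, the 6 libraries can be split into groups of 3 in only 10 ways, which is too few for a share under 0.05. The real split gave 1330 called genes in NL1 vs. NR, 1505 in NL2 vs. NR, 1806 in LND vs. NR, 1109 in LND vs. NL1 and 1217 in LND vs. NL2, and the highest of the other splits gave 0 in each, so 1 of 10 splits was as large as the real one. In NL2 vs. NL1 the real split and all others gave 0, so 10 of 10 were as large.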

How the results depend on the processing

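The DESeq2 likelihood ratio test without a low-count filter, the removal of NR replicate 3 for the genes of any comparison and the 2-phase genes, and that of each library for the lists, were chosen only after the result was seen. Library totals gave 386 genes higher in LND vs. NR (728 with TMM), 333 higher and 1074 lower in LND vs. NL1 (589 and 520), and 377 higher and 1073 lower in LND vs. NL2 (628 and 589). Without a minimum fold, smaller changes count as well. Then 876 genes were higher and 941 lower in NL1 vs. NR, 1051 and 1093 in NL2 vs. NR, and 1209 and 1403 in LND vs. NR. In LND vs. NL1 1359 were higher and 1244 lower, and in LND vs. NL2 1552 and 1424. In NL2 vs. NL1, where edgeR's quasi-likelihood test called 0 genes (827 at an unadjusted p under 0.05), 2 were lower with the DESeq2 likelihood ratio test, 2 with the DESeq2 Wald test and 2 with the likelihood ratio test without a filter, and leaving out 1 library gave 0 to 37 higher and 0 to 3 lower, the highest without NL1 replicate 3. Genes lower in NL and then higher in LND numbered 70 without NR replicate 3 (43 with it). PC1 held 46.0% of the variance with log2 CPM, 63.0% with 500 genes, 34.6% at unit variance and 44.3% to 52.1% without 1 library, and PC2 held 21.0% with log2 CPM, 25.0% at unit variance and 24.6% to 35.7% without 1 library. Apart from the composition of the counts under library totals, the cause was not tested. With a replicate block, 596 genes were higher and 664 lower in NL1 vs. NR (602 and 728 without it) and 741 and 982 in LND vs. NR. Values of named genes numbered 1232 over all 6 comparisons, with NL2 vs. NL1 and its 0 calls included. With library totals, 1048 kept their direction and side of the thresholds (51 lost a call and 37 gained one). The number was 1190 with a replicate block (20 and 6), 1192 with the likelihood ratio test (8 and 29) and 1193 with the Wald test (7 and 29). It was 1219 with DESeq2 size factors (7 and 3), 1190 with all 4 conditions in the same fit (6 and 26) and 1228 without a filter (0 and 4). With at least 1 count in every library it was 1202 of 1211 (0 and 6), and 0 called values reversed. Of 180 list counts, 151 stayed within 1.5 times with library totals and 173 with a replicate block. NR replicate 3 held the fewest counts, 6398926, and had 744 genes at 0 counts, against 365 and 389 in NR replicates 1 and 2, which limits the NR comparisons for genes of low counts.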

Differences from the paper's values

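No test in this part was chosen only after the result was seen. No count of higher or lower genes differed from the paper's by a factor of more than 1.5, and of the log2 fold changes of named genes 4 of those printed in Tables 2 and 3 differed by more than the SE. The paper's Table 2 gives POR7993 -1.4 in LND vs. NR, where the value here is -0.81, and its Table S2.1 gives this value under NL2 vs. NR, where the value here is -1.41. With library totals, set before the data were examined, POR7993 was called in LND vs. NR at -1.14, within the SE of the paper's value, and no other alternative came within it. The paper's Table 3 gives psb27 under the name POR6298 with 2.0 in NL1 vs. NR, 2.2 in NL2 vs. NR and -1.2 in LND vs. NL2, where POR6298 had -1.93, -1.73 and 2.72, and no alternative set before the data were examined came within the SE. The gene that Table S2.2 names as psb27, POR4156, had 2.04, 2.21 and -1.19. Of the genes that the paper lists as DEGs, 1161 of 1282 were called with the same direction in NL1 vs. NR, 1289 of 1394 in NL2 vs. NR, 1582 of 1687 in LND vs. NR, 986 of 994 in LND vs. NL1 and 1115 of 1125 in LND vs. NL2, and 0 were called with the opposite one. In the same order, edgeR called 169, 216, 224, 123 and 102 genes that the paper does not list. With the likelihood ratio test of DESeq2, which the paper's methods name, the shared genes numbered 1276, 1390, 1676, 994 and 1123. That test also called more genes than the paper in each comparison, with 695 higher and 931 lower in NL1 vs. NR against 550 and 732. Some named genes called here, such as POR4213 in NL1 and NL2 vs. NR, are marked unchanged there in Table S2.3. The shares of PC1 and PC2 with each gene at unit variance, 34.6% and 25.0%, match those printed on Fig. 3.

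Some genes that the paper's tables call did not pass edgeR's quasi-likelihood test and passed the likelihood ratio test and the Wald test of DESeq2. In NL1 vs. NR these are GNA1 (POR4056, 1.29 in edgeR and 1.27 in the likelihood ratio test), the cytosolic aldolase gene POR1048 (-1.18 and -1.20), the complex I genes POR0214 (1.29 and 1.27) and POR6506 (1.49 and 1.49), POR9133 (3.32 and 3.29), POR4745 (-1.11 and -1.13) and POR7957 (-1.11 and -1.13). In NL2 vs. NR they are POR5789, a V-type ATPase subunit (1.18 and 1.16), POR0214 (1.17 and 1.16), POR4745 (-1.19 and -1.21) and POR0979 (-1.07 and -1.08). In LND vs. NR they are OSTC (POR5075, 1.42 and 1.43), the V-type ATPase gene POR8744 (1.15 and 1.15) and the GH13 gene POR9142 (1.27 and 1.29). All but POR6506 also passed with all 4 conditions in the same fit. POR9133 and POR8744 passed without a low-count filter, POR9133 with at least 1 count in every library, POR0979 with library totals, and POR8744 in LND vs. NR and POR4745 in NL2 vs. NR with a replicate block. Without NR replicate 3, edgeR called POR4745 (-1.43), POR7957 (-1.43), GNA1 (1.22), POR6506 (1.11) and POR9133 (3.54) in NL1 vs. NR, POR0979 (-1.34) and POR4745 (-1.51) in NL2 vs. NR, and OSTC (1.17) in LND vs. NR. It also called POR9133 without NL1 replicate 3 (3.77), POR5789 without NL2 replicate 3 (1.51) and POR8744 without NR replicate 2 (1.43).

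For some genes the direction in the data is, in at least 1 comparison, not the one in a sentence of the paper. The paper states that ferredoxin and FNR fell from NR to NL, where petF (POR8201) had 0.83 ± 0.18 in NL1 and 0.69 ± 0.21 in NL2 vs. NR and petH (POR1681) had 1.23 ± 0.22 and 1.58 ± 0.17 (log2 fold change ± SE), and both were lower in LND than in NL1 (-1.10 ± 0.15 and -1.15 ± 0.15). The paper also describes the rise and later fall of FNR in another sentence, and its Table 3 calls petH higher in NL and lower in LND vs. NL, and petF lower in LND vs. NL1 alone, as here. It states an early rise of trehalose-6-phosphate synthase, where POR6823 had -0.30 ± 0.21 in NL1 and -0.37 ± 0.19 in NL2 vs. NR and rose in LND (1.31 ± 0.20 vs. NR), and its Table S3 also lists POR6823 as higher in LND alone. After its RT-qPCR results, whose folds in LND vs. NL are positive, the paper names GT14 and GT25 as higher. In LND vs. NL, GT14 (POR3489) had 0.32 ± 0.13 vs. NL1 and 0.18 ± 0.15 vs. NL2, which has the sign of the RT-qPCR fold and did not pass, and GT25 (POR4547) had -0.04 ± 0.11 and -0.25 ± 0.10. Both were lower in LND vs. NR (-1.15 ± 0.15 and -2.08 ± 0.30), as were the paper's RT-qPCR folds there, so that only GT25 in LND vs. NL has another sign.

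Among the 23 CAZyme genes listed as DEGs, the paper counts GT8-B (POR5778) and GT23 (POR0528) with the lower genes, where both were lower in LND vs. NL2 (-2.11 and -1.27) and higher in NL2 vs. NR (1.06 and 1.27), so that 9 genes were lower in at least 1 comparison and higher in none. The paper's abstract and conclusions name GT4, GT8 and GT77 as induced families. By RNA-seq, GT4-A to GT4-D and GT77 (POR3691) are among these 9 lower genes. GT4-B passed as higher in NL1 and NL2 vs. NR without NR replicate 3 (1.14 and 1.49). GT8-A and GT8-B rose in NL2 vs. NR and fell in LND vs. NL1 and NL2. The paper states that GT4-D, GT8-B and GT77 fell in both RT-qPCR and RNA-seq. Which gene GT4-D is differs between its files, since Dataset S9 gives the name to POR0856, and the folds under GT4-D in Fig. 10 are those of POR8498 in Table S4. RNA-seq gave POR8498 0.18 in NL vs. NR, -1.42 in LND vs. NR and -1.54 in LND vs. NL, of which the last 2 have the sign of these folds, and POR0856 -1.71, -1.06 and 0.71, where the folds of POR0856 in Table S4 have the other sign. GT8-B had 0.82, -1.11 and -1.87 in the same order and the GT77 gene POR3691 had -1.19, -1.25 and 0.00. In RNA-seq, GT8-B in NL vs. NR does not have the sign of the paper's fold. POR3691 in LND vs. NL, at 0.00, has no clear sign. The codes of GT8-B and POR8498 are among those that Tables S4 and S5 assign to different genes. Over the 10 listed DEGs measured both ways, which the paper compares, 17 of 30 signs were the same in these comparisons, and over all 30 genes measured both ways 11, 17 and 19 were. The RT-qPCR folds are relative to the ARNr16S gene and the RNA-seq values are not, so the signs rest on different references.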

Other observations

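The counts of the lists with 1 library removed, the pairing of 1 NL condition with the other, and the numbers expected of independent lists, were chosen only after the result was seen, and the other tests of this part before. Genes with a product name in Table S1 that the text does not discuss rose mostly in LND. These genes include retroelements and small heat shock proteins, which are also counted as lists of their own. Of these 31 genes, 2 rose and 7 fell in NL1 vs. NR (3 and 7 when adjusted over the list alone), 2 rose and 13 fell in NL2 vs. NR (2 and 15), 23 rose and 4 fell in LND vs. NR (24 and 4), 26 rose and 0 fell in LND vs. NL1 (27 and 0) and 27 rose and 0 fell in LND vs. NL2 (27 and 0), and the list was chosen by the study on these libraries and is not independent evidence. The chloroplast NADP-dependent malic enzyme gene POR0986, whose product makes pyruvate and NADPH from malate, rose by 3.09 ± 0.12 in LND vs. NL1 and 3.70 ± 0.15 in LND vs. NL2 (log2 fold change ± SE, n = 3 libraries per condition), and PEPCK (POR8724) by 2.83 ± 0.11 and 3.27 ± 0.07. The asparagine synthetase gene POR2648, whose product binds ammonia to aspartate, fell in NL1 (-2.68 ± 0.17) and NL2 (-2.94 ± 0.15) vs. NR and rose in LND vs. NL1 (3.21 ± 0.15) and NL2 (3.46 ± 0.12). The flavohemoprotein gene POR7105 followed the same course, with -2.12 ± 0.21, -2.56 ± 0.21, 3.39 ± 0.13 and 3.82 ± 0.11. The 4-aminobutyrate aminotransferase gene POR3240, which opens the breakdown of that amino acid, and the alpha-glucan water dikinase gene POR4248, whose product phosphorylates starch for its breakdown, rose by 2.09 ± 0.08 and 1.95 ± 0.08 in LND vs. NL2. These values had an adjusted p of 1.4e-13 to 1.1e-04 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With 1 library removed, risers in NL1 vs. NR numbered 0 without NR replicate 2 or NL1 replicate 1 or 2 and 1 without NR replicate 1 or NL1 replicate 3, fallers in NL1 vs. NR numbered 15 without NR replicate 3, risers in NL2 vs. NR numbered 0 without NL2 replicate 2 or 3 and 1 without NR replicate 1 or NL2 replicate 1 and fallers in NL2 vs. NR numbered 20 without NR replicate 3. Both DESeq2 tests gave 12 fallers in NL1 vs. NR, DESeq2 size factors and a replicate block gave 1 riser there, and all 4 conditions in the same fit gave 1 riser in NL2 vs. NR.

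The 4 small heat shock protein genes named in Table S1, whose products keep unfolded proteins from clumping, all rose in LND vs. NL1 and in LND vs. NL2. The log2 fold change in LND vs. NL2 was 2.23 ± 0.09 for POR1316, 2.51 ± 0.09 for POR3921, 2.40 ± 0.09 for POR6190 and 2.53 ± 0.10 for POR6677 (SE, n = 3 libraries per condition), with an adjusted p of 3.0e-11 to 6.1e-11 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 4, 0 rose and 0 fell in NL1 vs. NR, 0 rose and 2 fell in NL2 vs. NR, and 4 rose in LND vs. NR, with the same counts when adjusted over the list alone, and the list was chosen by the study on these libraries and is not independent evidence. With 1 library removed, fallers in NL1 vs. NR numbered 3 without NR replicate 3, fallers in NL2 vs. NR numbered 0 without NR replicate 1 or 2 or NL2 replicate 1, 2 or 3 and 4 without NR replicate 3 and risers in LND vs. NR numbered 1 without LND replicate 1, 2 or 3 and 2 without NR replicate 2 or 3. Fallers in NL1 vs. NR numbered 2 in both DESeq2 tests and 1 with library totals or with all 4 conditions in the same fit, fallers in NL2 vs. NR numbered 1 with a replicate block, and risers in LND vs. NR numbered 2 with library totals.

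Across all genes, 132 rose in both NL conditions vs. NR and fell in LND vs. both, and 0 did so in each of 10 simulations without change, in which so few genes pass that 0 is expected. With 1 NL condition used for the rise and the other for the fall, so that no NL library is shared, 167 and 178 genes did so, against 39.4 and 38.8 expected of independent lists. The reverse course was followed by 55 and 73 genes, against 48.9 and 51.7. These expected numbers are not a chance level, since genes with high counts and low spread pass more readily in every comparison.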
